# Comparative transcriptomic analysis of perfluoroalkyl substances-induced responses of exponential and stationary phase *Escherichia coli*

**DOI:** 10.1186/s12864-025-12109-4

**Published:** 2025-11-07

**Authors:** Molly E. Wintenberg, Olga B. Vasilyeva, Samuel W. Schaffter

**Keywords:** Transcriptomics, Escherichia coli, Per/polyfluoroalkyl substances, Differential gene expression, Exponential phase, Stationary phase

## Abstract

**Background:**

Per- and polyfluoroalkyl substances (PFAS) are highly stable chemical contaminants of emerging concern for human and environmental health due to their non-natural chemistry, widespread use, and environmental persistence. Despite conventional metrology, mitigation strategies, and removal technologies, the complexity of this growing problem necessitates alternative approaches to tackle the immense challenges associated with complex environmental PFAS contamination. Recently, biology has emerged as an alternative approach to detect and mitigate PFAS and understand the molecular-level responses of living organisms to these compounds. However, little is understood of the impacts of PFAS on the environment, particularly impacts on microorganisms that play pivotal roles in nearly every ecosystem. Therefore, further study is needed to understand how microorganisms respond to different PFAS across growth phases.

**Results:**

In this study, we performed RNA sequencing at mid-exponential, early stationary phase, and late stationary phase of bacterial growth to determine the global transcriptional response of a model chassis, *Escherichia coli* MG1655, induced by two PFAS, perfluorooctanoic acid (PFOA) and perfluorododecanoic acid (PFDoA), and equivalent non-fluorinated carboxylic acids (NFCA), octanoic acid and dodecanoic acid. Differential gene expression analysis revealed PFOA and PFDoA induced distinct changes in gene expression throughout cultivation. Specifically, we identified significant changes in expression of the formate regulon and sulfate assimilation at mid-exponential phase and ferrous iron transport, central metabolism, the molecular chaperone network, and motility processes during stationary phase. Importantly, many of these changes were distinct from changes induced by NFCAs across growth phases.

**Conclusions:**

In summary, we find PFAS induce a system-level change in gene expression of metabolic, transport, and regulatory pathways, providing insight into how these non-natural chemicals interact with a model bacterium at various growth phases. In addition, the transcriptomic dataset presented could enable the development of future real-time environmental monitoring and mitigation technologies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-12109-4.

## Introduction

Per- and polyfluoroalkyl substances (PFAS) are a class of fluorinated compounds with diverse structures conferring strong resistance to degradation or decomposition in the environment [1]. Widespread industrial production of fire-fighting foam and non-stick coatings and use in other consumer products of pesticides, cleaning materials, and personal care products, has led to substantial release of PFAS into the environment, raising concerns about their environmental persistence and bioaccumulation [2, 3]. PFAS have been detected ubiquitously in human hair, breast milk, and blood and in environmental populations, such as water basins, surface soils, and plants cultivated in contaminated sites [4–10]. Exposure to PFAS has been linked to several adverse human health effects, including immunotoxicity, liver damage, and thyroid disfunction and negative ecological impacts of endocrine disruption in aquatic species [11–14].

To date, the U. S. Environmental Protection Agency (USEPA) and the international Organization of Economic Co-operation and Development (OECD) have categorized thousands of individual compounds based on a threshold of fluorine percentage and molecular structure or the presence of perfluoroalkyl moieties [15, 16]. The structures of these compounds are diverse with linear and branched carbon chains of varying length and fluorination and functional head groups containing sulfonates, sulfonamides, carboxylates, and other moieties that are believed to govern compound stability, transport, and environmental fate [17]. In addition to the variety of PFAS across industrial products, environmental samples from a single contaminated source will often contain mixtures of intact PFAS, partial degradation products, and precursor chemicals [18, 19]. Sample complexity and batch variation make measurement and quantitation of PFAS-containing samples with traditional analytical techniques like liquid chromatography – mass spectrometry (LC-MS) [20–22] challenging and costly. Moreover, water remediation strategies including ion exchange resins, high-pressure membrane systems, and granular activated carbon [23] and soil remediation strategies including thermal treatment and soil washing [24] are also complicated by the unique chemical properties that originally made PFAS efficient in industrial and commercial products. To rapidly respond to this growing problem, there is a need for alternative approaches to real-time environmental monitoring and mitigation efforts, as well as comprehensive methods to assess environmental impact [25–27]. Increasingly, researchers are turning to biology as an alternative approach for PFAS detection [28, 29] and mitigation [25, 30]. Broad measurements of living systems could not only aid in rapid, on-site detection of new contamination sources and identification and classification of new PFAS byproducts but also expand our general understanding of the biological consequences of PFAS contamination [25, 26]. 

Bacteria are a promising measurement platform as they play critical roles in most ecosystems, are highly concentrated in soil environments and aquifers where PFAS contamination persists [31, 32], rapidly sense and respond to environmental fluctuations [33, 34], and have been reported to bioaccumulate PFAS [35]. Transcriptomic analysis by RNA sequencing (RNA-seq) of bacterial interactions with PFAS could serve as an alternative measurement strategy to explore genome-wide molecular mechanisms underlying gene expression level changes induced by PFAS. RNA-seq is a widely applicable technique that can investigate the response of a wide variety of organisms to various types and mixtures of PFAS, potentially enabling the identification of specific sensing gene targets and PFAS degradation pathways and provide insight into how these non-natural chemicals interact with living systems. Although, omics-based analyses have been used to examine the biological response of several organisms, including primary human liver cell spheroids, zebrafish, and *Escherichia coli*, to various PFAS [36–39], studies exploring the global transcriptional response of bacteria across key growth phases are limited.

In this study, we employed time course RNA-seq at key phases of bacterial growth to investigate the global transcriptional response of a model Gram-negative bacterium, *E. coli* MG1655, to PFAS (Fig. 1). *E. coli* is an optimal organism to begin understanding the microbial transcriptional responses to PFAS, as it is present in different environments and its transcriptional responses to numerous stressors and growth conditions have been extensively studied with RNA-seq [40–43]. *E. coli* was grown in the presence of perfluoroalkyl carboxylic acids (PFCA) or equivalent non-fluorinated carboxylic acids (NFCA) at a concentration of 100 µmol/L for 48 h, and samples were sequenced at mid-exponential and stationary phase. Differential expression analysis revealed significant changes in mid-exponential and stationary phase gene expression induced by two different PFCAs, including changes that differed from the NFCAs. Our results indicate *E. coli* employed different mechanisms at different growth phases further signifying temporal gene expression in response to PFCAs. Specifically, we identified significant changes in the expression of the formate regulon and sulfate assimilation at mid-exponential phase, ferrous iron transport, amino acid metabolism, small regulatory RNAs during early stationary phase, and central metabolism, ribosome biosynthesis, molecular chaperones, sigma factors, and motility process of flagellar assembly and chemotaxis during late stationary phase. The transcription-level responses of *E. coli* to PFCAs presented in this study expand our knowledge of the molecular-level response to PFAS and could inform the development of future environmental monitoring and mitigation strategies.

**Fig. 1:**
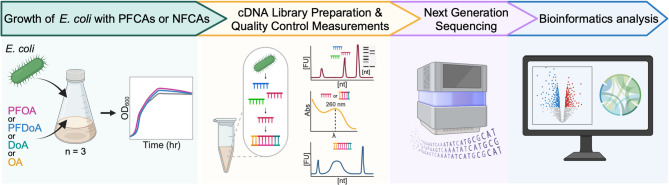
Experimental and computational workflow. This study characterizes the PFCA-induced transcriptional response of *E. coli* during mid-exponential phase and stationary phase growth. The schematic diagram of experimental design and data processing provides an overview of the growth of *E. coli* with PFCAs or NFCAs, microbial growth measurements, and cDNA Library preparation and quality control measurements before next generation sequencing, bioinformatic data processing, and differential expression analysis. Additional culturing and sampling information can be found in SI Fig. 1.

## Results and discussion

### Culturing *E. coli* with 100 µmol/L of PFCA does not inhibit growth

To study the transcriptional responses of *E. coli* to PFAS, we first needed to understand the growth characteristics of *E. coli* in the presence of PFAS. From a sub-class of PFAS, two PFCAs, perfluorooctanoic acid (PFOA) and perfluorododecanoic acid (PFDoA), were selected as representative PFCAs commonly found in environmental contamination [12, 44] and to provide a comparison of chain length of PFCAs between 8 and 12 carbons, respectively (Fig. 2A). We aimed to select a concentration high enough to induce a measurable change in gene expression but low enough to avoid toxicity to the cells. We initially selected 10 µmol/L and 100 µmol/L of PFCAs to explore, as this concentration range has been used in transcriptomic studies of eukaryotic cells [38, 45] and fluoride concentrations within this range can stall cell division and growth of *E. coli* [46–48]. Although high, these concentrations are practically relevant as PFCAs, including PFOA, have been shown to accumulate up to 500 µmol/L in bacteria in the human gut [35]. *E. coli* was grown in M9 minimal medium supplemented with glucose and 10 µmol/L or 100 µmol/L of either PFOA or PFDoA for a period of 48 h at 37 °C (SI Fig. 1, Materials and Methods). The PFCAs were dissolved in dimethyl sulfoxide (DMSO), so to generate untreated control samples for differential expression analysis, cells were cultivated in the same liquid medium with an equal concentration of DMSO not containing PFCAs. NFCAs, octanoic acid (OA) and dodecanoic acid (DoA) (Fig. 2A), were also included to compare the response of *E. coli* to fluorinated and non-fluorinated carboxylic acids. All sample groups were prepared in biological triplicate (SI Fig. 1). We monitored growth of *E. coli* in the presence and absence of PFCAs or NFCAs using optical density measurements at 600 nm (OD_600_) at select time points (Fig. 2B; SI Fig. 2A, B, C) across 48 h. *E. coli* exhibited similar growth profiles for both 100 µmol/L (Fig. 2B; SI Fig. 2A) and 10 µmol/L (SI Fig. 2B, C) of PFOA, PFDoA, OA, and DoA, and a two-way mixed ANOVA confirmed no statistically significant difference in growth to the untreated control over time (Table SI 1). As both concentrations tested yielded similar growth profiles, we elected to collect samples for sequencing and downstream analysis from cells grown with 100 µmol/L of each compound.

**Fig. 2:**
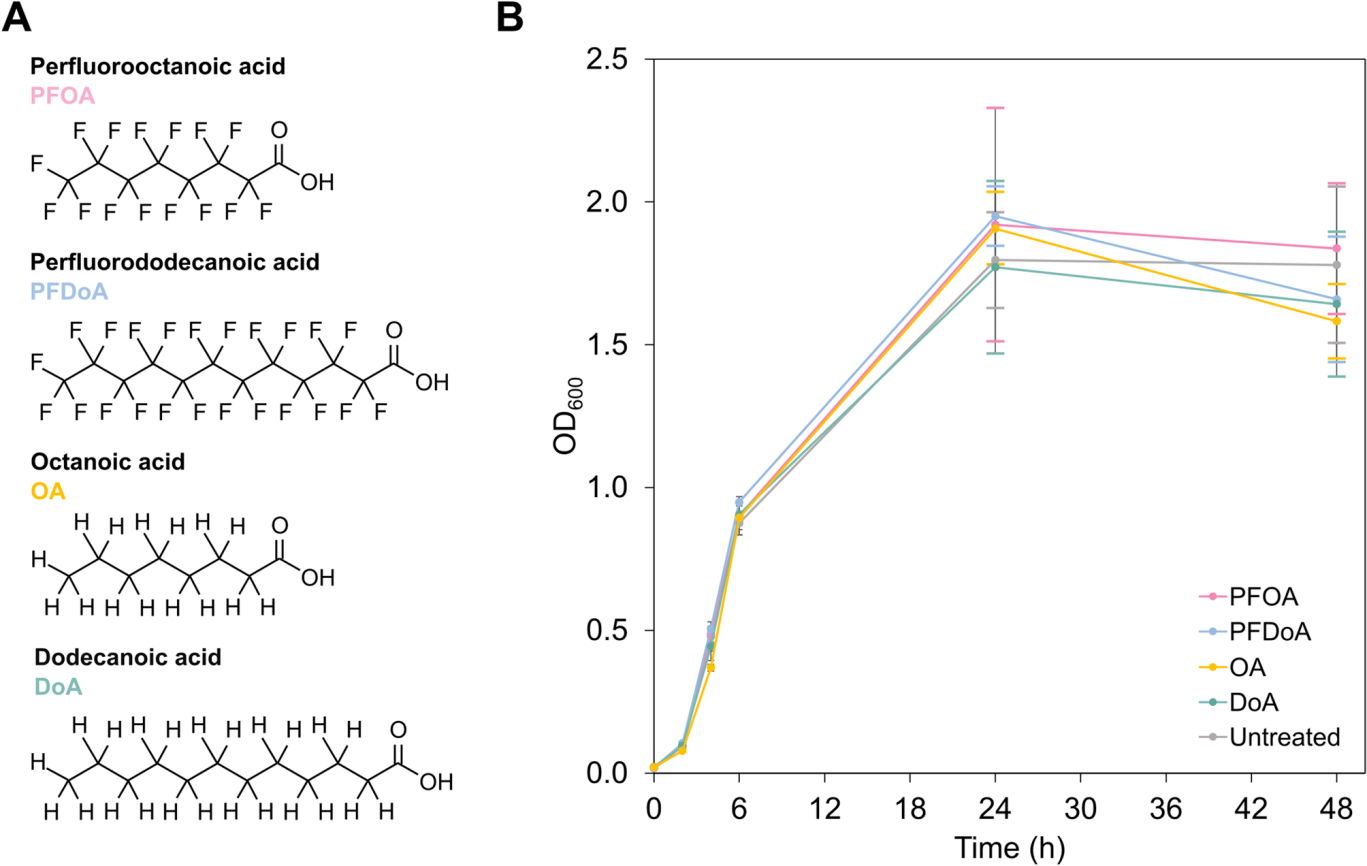
Growth of* E. coli *in the presence of PFCAs or NFCAs. **A** Chemical structures of PFOA, PFDoA, OA, and DoA. **B** Growth of *E. coli* in M9 at 37 °C in the presence of 100 μmol/L of PFOA (pink), PFDoA, (blue), OA (yellow), or DoA (green) displayed as optical density measured at 600 nm (OD600) over time (h). Untreated cells containing an equivalent final concentration of DMSO are displayed in gray. Error bars represent one standard deviation of the mean value of biological triplicates (Table SI 1) and are displayed in colors corresponding to PFCAs or NFCAs. Individual growth curves for each PFCA or NFCA are included in SI Fig. 2A.

### Global transcriptional response of *E. coli* to PFCAs and NFCAs across the time course

Next, we collected samples for total RNA extraction and next generation sequencing (NGS) at 6 h, 24 h, and 48 h. Sampling times were selected to represent mid-exponential phase, the transition from exponential to stationary phase, and the end of stationary phase of bacterial growth. Gene expression naturally shifts between these growth phases [49]; therefore, we hypothesize PFCAs will further exaggerate the natural changes in expression. We extracted total RNA from three biologically distinct cultures of each sample type for commercial cDNA library preparation and sequencing (Materials and Methods). 

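The RNA-seq data cover 15 groups of 3 libraries, 45 in all: *E. coli* MG1655 grown in M9 minimal medium with glucose for 6, 24 or 48 h with 100 µmol/L of PFOA, PFDoA, OA or DoA, or without any of them. OA (octanoic acid) and DoA (dodecanoic acid) are the non-fluorinated forms of PFOA and PFDoA. Every culture, the untreated control included, held 0.1% DMSO, and the libraries that share a replicate number come from flasks inoculated with the overnight culture of 1 colony (SI Fig. 1). The authors trimmed the paired reads with TrimGalore and Cutadapt, aligned them with HISAT2 to the ASM584v2 genome, quantified 4511 genes with StringTie, imported the estimates with tximport and tested them with DESeq2. The deposited values are estimated counts without normalization. When multiplied by 75, 66.6% of the values became whole numbers, so the values were read as the number of bases covered in a gene divided by 75. The other values did not become whole, and for them this reading is not shown. On this reading a pair of 150-base reads adds about 4 counts, and counting noise is larger than the size of the counts implies. The values were rounded to whole numbers, and each treatment was compared with the untreated control of the same time point, 3 libraries against 3, by edgeR's quasi-likelihood test with TMM normalization, edgeR's own filter on low counts and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 with an absolute log2 fold change of at least 1.5, the thresholds of the paper. Expression is given as TMM-normalized CPM, as the mean ± SD of 3 libraries, and positions are on the ASM584v2 chromosome. Between 4350 and 4472 genes were tested in each of the 12 comparisons. With 3 libraries per group, 1 library can decide a call, so fits that each left out 1 of the 6 libraries are given where they changed a result.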

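At 6 h, the total count per library was 21002534 to 22924307 (median 21195369) in the untreated control, 19848871 to 20832107 (median 19869636) with PFOA and 22115586 to 25319427 (median 22168311) with PFDoA. It was 23550910 to 27701884 (median 26273867) with OA and 22733857 to 26753199 (median 24073615) with DoA. At 24 h, the totals were 19389937 to 22871583 (median 21792997) in the untreated control, 18719326 to 22319192 (median 20289431) with PFOA and 20396888 to 21835435 (median 20790456) with PFDoA, against 20540313 to 22378872 (median 21483308) with OA and 21822696 to 23523325 (median 23007848) with DoA. The 48 h libraries held 17096620 to 18018577 (median 17413348) in the untreated control, 19374465 to 20391563 (median 19806394) with PFOA and 19555923 to 20853407 (median 20044012) with PFDoA, and 21432608 to 22241924 (median 21857140) with OA and 21755359 to 25183866 (median 21904457) with DoA. At about 4 counts per read pair, these totals correspond to 4.27 to 6.93 M read pairs on genes per library. The paper's own supplementary table lists 6.37 to 9.56 M reads per library, 351617833 in all, of which 86.5% to 95.4% aligned. The deposited counts are the basis of all values given here. The transfer-messenger RNA gene *ssrA* (b2621, 2755593 to 2755955), which was singled out after its values were seen, took 9.13% to 50.4% of a library's counts. Its share rose from 14.7% ± 0.876 (SD, n = 3) in the untreated control at 6 h to 47.4% ± 1.33 (SD, n = 3) at 48 h, which leaves fewer counts for the other genes in the late libraries.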

NGS generated a total of over 350 million reads with a mean quality score of 35.88 (Table SI 2).

We performed principal component analysis (PCA) of normalized data through DESeq2 methodology [50] to visualize variation in gene expression between the 45 samples in this study (SI Fig. 3). All transcriptomes first cluster with their respective growth phase as seen with PC1, implying an inherent temporal transcriptomic response. Transcriptomes of 24 h and 48 h samples had less variation and clustered closer to one another than to the 6 h transcriptomes, suggesting gene expression during the two points within stationary phase was more similar than mid-exponential phase at the time of sampling. These results demonstrate the global shift in gene expression is governed by a shift from active growth to cell survival and response to stress regardless of sample type. Additionally, PFOA samples clustered more closely to PFDoA samples than the untreated control samples throughout the time course (SI Fig. 3), indicating additional difference in gene expression was Likely induced by PFCAs. 

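On principal components of DESeq2's variance-stabilized values for the 500 most variable genes, PC1 held 61.1% and PC2 17.9% of the variance. The means of the 24 h and 48 h libraries lay 38.3 units apart on both components, against 56.4 from 6 h to 24 h and 68.6 from 6 h to 48 h. On PC1 alone, these distances were 17.7, 50.3 and 68.0. The untreated control moved from -44.8 ± 1.21 on PC1 at 6 h to 3.34 ± 2.62 at 24 h and 30.8 ± 0.866 at 48 h (SD, n = 3 each), so the time points differed by many times the spread between replicates. The spread of the untreated replicates around their mean was 1.10 at 6 h, 2.12 at 24 h and 2.48 at 48 h. With all genes in place of the 500 most variable, PC1 held 45.9% of the variance.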

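The mean of the PFOA libraries lay 4.94 units from that of PFDoA and 10.2 from the untreated control at 6 h on PC1 and PC2. At 24 h these distances were 2.49 and 13.0, and at 48 h 5.04 and 17.8. The ratio of the distance to PFDoA over that to the untreated control was 0.483, 0.192 and 0.283 at the 3 time points, and 0.562 at 24 h when all genes entered the analysis. The PFOA replicates themselves spread 3.73, 3.86 and 3.55 units around their means, so the distance between PFOA and PFDoA at 24 h was within the spread of replicates and the distance of PFOA from the untreated control was not. No test was run on these distances.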

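On the same components, OA at 6 h lay 1.10 units from the untreated control, 0.157 times its mean distance to the PFCA groups. DoA at 6 h lay 14.8 units from the untreated control, 1.19 times its distance to the PFCA groups, with replicates that spread 9.93 units around their mean. At 24 h, the distance to the untreated control was 8.13 for OA and 7.49 for DoA, and the ratios were 0.996 and 1.09. The replicates of OA and DoA at 24 h spread 5.52 and 5.16 units, so at that time the groups could not be placed nearer to either side beyond replicate error.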

At 6h and 24 h, NFCA transcriptomes clustered more closely to untreated control transcriptomes than PFCA transcriptomes, suggesting gene expression of NFCAs and untreated samples were more similar compared to PFCA samples. 

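The 3 DoA libraries at 48 h lay at -5.19, -7.40 and -35.8 on PC2 for replicates 1, 2 and 3. Across genes, Pearson's r of log2 CPM between pairs of these replicates ranged from 0.461 to 0.961 (genes are not independent replicates), against 0.952 to 0.969 in the untreated control. The share of counts spread evenly over genes was estimated for each library as the intercept of a robust fit of its counts per kb on those of the library of the same time point with the lowest floor, over the protein-coding genes below the median abundance. It was 0.977% and 1.05% in replicates 1 and 2 of DoA at 48 h and 53.6% in replicate 3. With all 3 replicates, no gene was called for DoA at 48 h by edgeR (8 genes at an unadjusted p under 0.05), and without replicate 3 the count was 685. The paper left this group out of its further analysis.

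**Figure D1:**
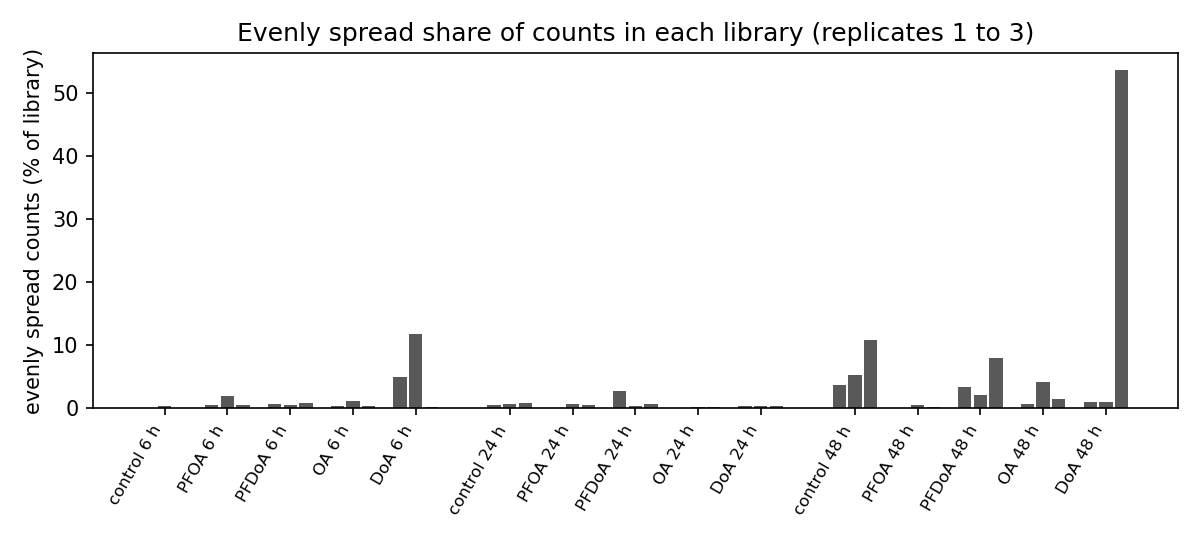
Percent of each library's counts that is spread evenly over genes (vertical axis) for the 45 libraries, 1 bar per library, grouped by treatment and time point (horizontal axis). DoA replicate 3 at 48 h stands at 53.6%, DoA replicate 2 at 6 h at 11.7% and untreated control replicate 3 at 48 h at 10.9%.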

PCA indicated a biological replicate of DoA at 48 h had a large variation in gene expression from the triplicate group (outlier); as a result, DoA triplicate samples at 48 h were removed from further analysis.

We employed differential gene expression analysis to determine if PFCAs induced a measurable change in *E. coli* gene expression over the time course. In this study, we consider genes to be differentially expressed if the adjusted p-value (padj) is less than 0.05. Additionally, we mark moderate and significant differential expression with absolute values of the log_2_ fold change greater than or equal to 1.2 and 1.5, respectively. Untreated samples serve as the reference level for gene expression pairwise comparisons. The global transcriptional response of *E. coli* to PFOA and PFDoA demonstrates a measurable change in gene expression was induced by both PFCAs throughout the time course (Fig. 3A, B). A similar number of genes were differentially expressed by PFOA and PFDoA at 6 h and 24 h (Fig. 4A). However, this trend diverges at 48 h, as PFOA induced the most differentially expressed genes and PFDoA induced the least. 

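In the pairwise comparisons by edgeR, PFOA changed 59 genes (24 higher, 35 lower) at 6 h, 85 genes (35 higher, 50 lower) at 24 h and 832 genes (123 higher, 709 lower) at 48 h. PFDoA changed 44 genes (22 higher, 22 lower), 67 genes (26 higher, 41 lower) and 53 genes (49 higher, 4 lower) at the same times. In the fits that each left out 1 library, the PFOA counts ranged from 37 to 106 at 6 h, 31 to 143 at 24 h and 636 to 921 at 48 h. The lowest counts at 6 h and 24 h were those without untreated control replicate 3, and the highest those without PFOA replicate 3. For PFDoA the counts ranged from 34 to 47 and 50 to 74 at 6 h and 24 h, but at 48 h from 0 without untreated control replicate 1 to 194 without PFDoA replicate 3. 1 fit over all 5 groups of a time point called 5, 0 and 0 genes for PFOA and 1, 11 and 0 for PFDoA at 6, 24 and 48 h. At 48 h that fit includes DoA replicate 3, where 53.6% of the counts were spread evenly. For OA the same fit called 65, 56 and 0, and 153 of the 197 gene values reported here lost their adjusted p under 0.05 in it. Scaling by library size alone moved the median log2 fold change of all genes by 0.24, -0.13 and -0.38 for PFOA at the 3 times, and by 0.22 and 0.11 for PFDoA at 6 h and 48 h. Under that scaling the split was 53 higher and 27 lower for PFOA at 6 h, 24 and 62 for PFOA at 24 h, 37 and 18 for PFDoA at 6 h, and 16 and 45 for PFDoA at 24 h. The replicate block gave 13 higher and 33 lower for PFDoA at 24 h, and 56 and 8 at 48 h. Changes relative to TMM are reported throughout.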

The considerable change in gene expression induced at 48 h by PFOA could be due to many factors, which we will explore in more detail in later sections. NFCAs also induced a measurable change in gene expression when compared to the untreated control across the time course (Fig. 4B; SI Fig. 4A, B). *E. coli* grown with OA exhibited a similar pattern of expression to PFOA at 6 h and 24 h (SI Fig. 5A). However, PFOA induced differential expression of more than 700 genes at 48 h, in contrast, OA induced less than 40 genes (SI Fig. 5B), indicating differed response to fluorinated and non-fluorinated versions of the 8-chain compound. 

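OA changed 70 genes (25 higher, 45 lower) at 6 h, 48 genes (32 higher, 16 lower) at 24 h and 1 gene, which was lower, at 48 h by edgeR. At 48 h, 1088 of 4464 genes had an unadjusted p under 0.05. The count at 48 h rested on 1 library, since it was 483 without OA replicate 2. It was 36 with DESeq2, 80 with the replicate number as a block and 10 with library size alone. At 24 h, the count was 90 with DESeq2, 107 without OA replicate 1 and 14 without untreated control replicate 3. At 6 h it stayed between 51 and 93 with any 1 library left out, and library size alone gave 33 genes higher and 37 lower. PFOA at 48 h had 2458 genes with an adjusted p under 0.05 at any size of change. The difference between the PFOA and OA effects was not itself tested.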

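No gene passed the thresholds for DoA at 6 h by edgeR, where 914 of 4396 genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.183. The 3 DoA replicates differed more from each other than those of the other groups at 6 h, with Pearson's r across genes from 0.863 to 0.949. Counts spread evenly over genes made up 4.99%, 11.7% and 0.234% of replicates 1, 2 and 3, against at most 0.397% in the untreated control at 6 h. Without replicate 3, edgeR called 862 genes. DESeq2 called 385 genes (366 higher, 19 lower) with all replicates, and the fit over all 5 groups called 492. When each library's evenly spread counts were subtracted in proportion to gene length, an alternative chosen after the data had been seen, DESeq2 called 49 genes (32 higher, 17 lower).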

DoA had an opposite result from PFDoA, inducing differential expression in over 350 genes compared to over 50 genes at 6 h (Fig. 4A, B; SI Fig. 5C), further suggesting differed responses to fluorinated and non-fluorinated versions of the 12-chain compound.

**Fig. 3:**
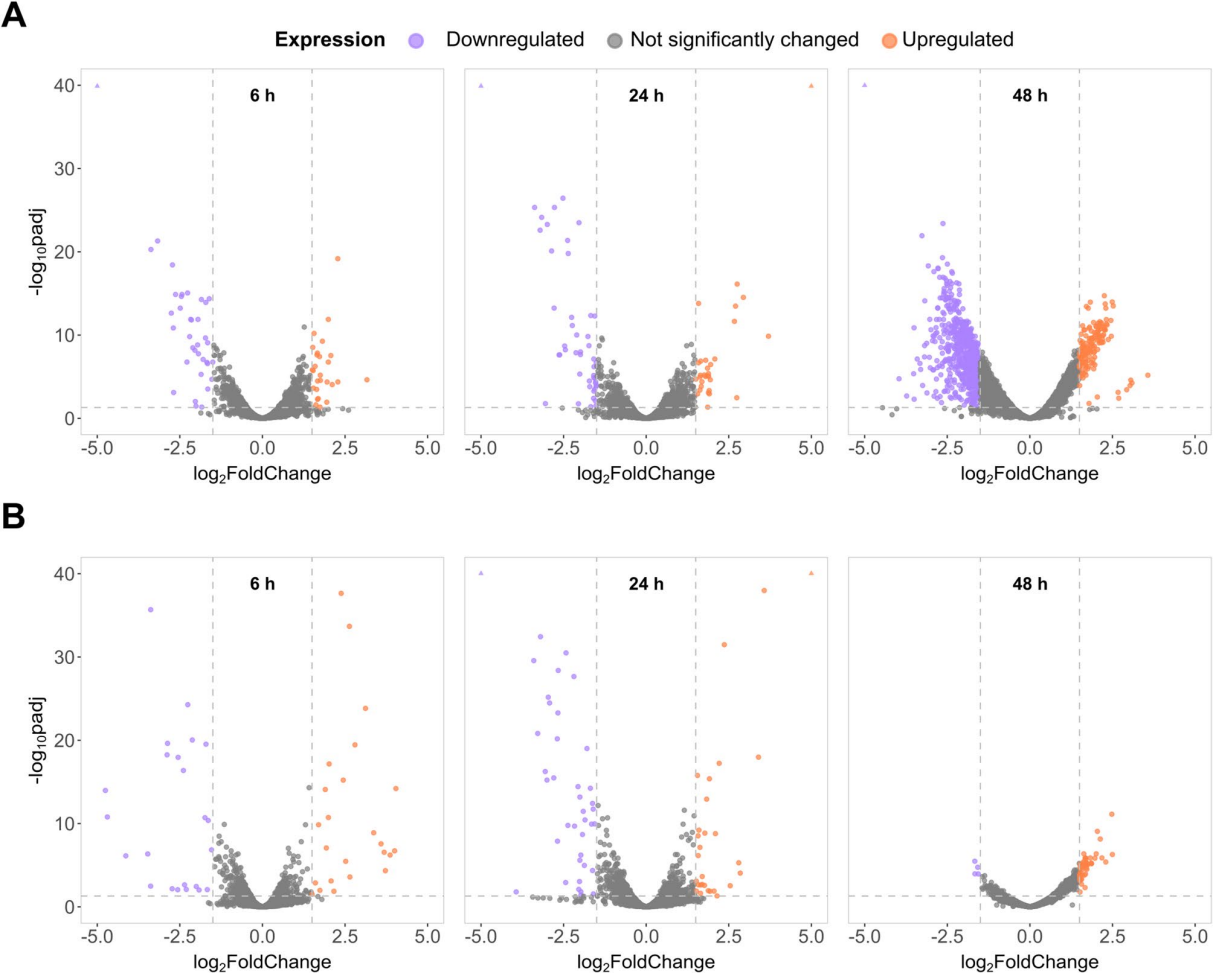
Transcriptomic profiles of mid-exponential and stationary phase *E. coli* grown with PFCAs. Volcano plots show the global transcriptional response of *E. coli* to (**A**) PFOA and (**B**) PFDoA in comparison to an untreated control group at 6 h (left), 24 h (middle), and 48 h (right). Dashed lines represent a significance cutoff for differential expression of an adjusted p-value (padj) of less than 0.05 and absolute value of the log_2_ fold change greater than or equal to 1.5. Upregulated and downregulated genes are denoted by purple and orange, respectively, and genes not significantly changed by PFCA treatment are gray. Differentially expressed genes with log_2_ fold change and or padj values outside of the plot limits are represented by orange or purple triangles in the upper corners of each plot, if applicable.

**Fig. 4:**
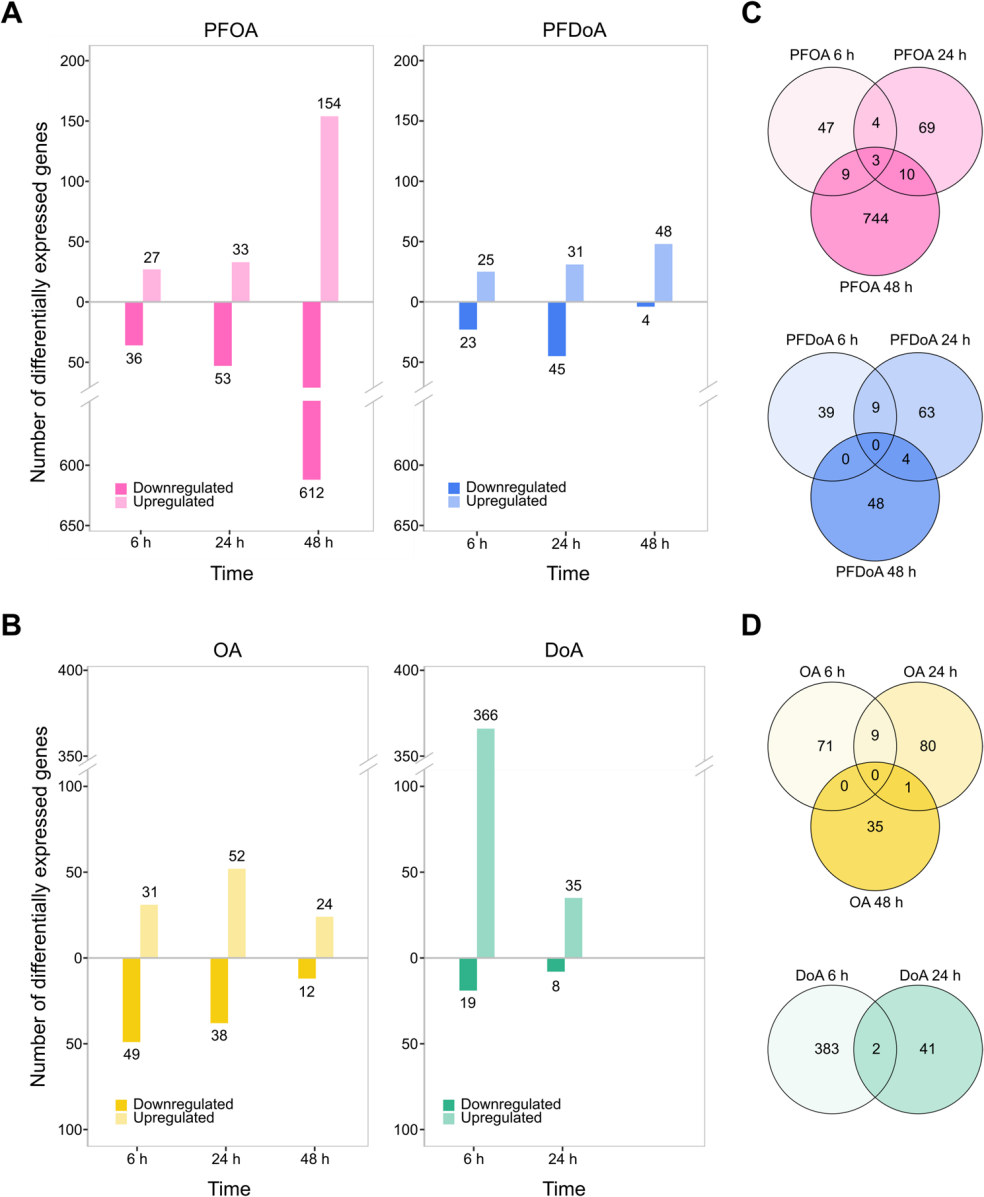
Comparison of differential gene expression induced by PFCAs or NFCAs across the time course. The number of differentially expressed genes induced by (**A**) PFOA (pink, left), PFDoA (blue, right), (**B**) OA (yellow, left), and DoA (green, right) over the time course are shown by the height of each bar and label above or below the bar. Genes are considered differentially expressed if the absolute value of the log2 fold change greater than or equal to 1.5 and the adjusted p-value less than 0.05. Upregulated genes are represented by the upper portion of the plot with lighter shaded bars as indicated by the legend. Downregulated genes are represented by the lower portion of the plot with darker shaded bars. Venn diagrams display the number of differentially expressed genes induced by (**C**) PFOA (top), PFDoA (bottom), (**D**) OA (top), and DoA (bottom) over the time course. Unions display genes differentially expressed by one PFCA or NFCA at more than one time point. Genes in the outer circles are only differentially expressed at a single time point by one PFCA or NFCA.

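Of 940 genes that edgeR called for PFOA at any time, 40 were called only at 6 h, 64 only at 24 h and 801 only at 48 h. For PFDoA, 36, 56 and 50 of 153 genes were called only at 6, 24 and 48 h. For OA, 65, 43 and 1 of 114 genes were called at 1 time only. Without replicate 1 in every group, 19 and 17 genes were called only at 6 h and only at 24 h of PFOA and 0 only at 48 h of PFDoA. That fit called 99 only at 24 h of PFDoA and 100 only at 24 h of OA. Without replicate 2, 109, 1 and 544 were called only at 6 h, only at 24 h and only at 48 h of OA, and 36 only at 24 h of PFOA. Without replicate 3, 0 were called only at 6 h and 10 only at 24 h of OA, and 108 only at 24 h of PFOA. For PFDoA it was 33 only at 24 h and 96 only at 48 h without replicate 3. Under the replicate block, 33 genes were called only at 24 h of PFDoA, and 79 only at 48 h of OA, of 204 called for OA at any time. A gene past the threshold at 1 time and not at another is not thereby shown to differ between the times, which was not tested gene by gene.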

We observed a temporal pattern to PFCA- and NFCA-induced differential expression, as the majority of genes were significantly changed at only one time point (Fig. 4C, D). 

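By edgeR, 35 genes were called at more than 1 time point of PFOA, a count that includes 7 of the near-identical copies of the 16S rRNA gene (*rrsA* to *rrsE*, *rrsG* and *rrsH*), whose reads cannot be assigned to single copies. Without replicate 1 in every group the count was 5, without replicate 2 it was 18, and with DESeq2 it was 26. For PFDoA, 11 genes were called at more than 1 time point, 17 without replicate 1 and 13 with DESeq2.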

Less than 30 and 15 genes were differentially expressed at multiple time points by PFOA and PFDoA, respectively (Table SI 3; Table SI 4). Only three genes, *gatD*,* glpA*, and *yeaR*, which are related to galactose metabolism and transport [51] and glycerol metabolism [52], were differentially expressed by PFOA at all time points in the study (Fig. 4C top; Table SI 3). 

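*gatD* (b2091, 2171833 to 2172873), which encodes galactitol-1-phosphate dehydrogenase, was called at all 3 times of PFOA. Its log2 fold change was 1.76 (standard error 0.37, edgeR adjusted p = 0.0235) at 6 h, -2.04 (standard error 0.42, edgeR adjusted p = 0.0263) at 24 h and 1.67 (standard error 0.38, edgeR adjusted p = 6.88e-04) at 48 h, so its direction was not the same throughout. The adjusted p at 6 h rose to 0.104 without untreated control replicate 1 and that at 24 h to 0.124 without untreated control replicate 3. With library size alone or with the replicate number as a block, no gene was called at all 3 times. At 48 h, the subtraction of evenly spread counts gave 1.31 (edgeR adjusted p = 0.160). *glpA* (b2241, 2352647 to 2354275) changed by 1.77 (standard error 0.38, edgeR adjusted p = 0.0253) at 6 h, -1.56 (standard error 0.50, edgeR adjusted p = 0.0877) at 24 h and -2.89 (standard error 0.26, edgeR adjusted p = 3.90e-08) at 48 h. With DESeq2, its adjusted p at 24 h was 0.00792, and in edgeR without untreated control replicate 1 it was 0.0119. At 6 h it rose to 0.121 in edgeR without untreated control replicate 3. *yeaR* (b1797, 1879589 to 1879948) was a gene of few counts, with 1.92 ± 0.565 CPM with PFOA and 6.02 ± 1.71 CPM in the untreated control at 6 h, a log2 fold change of -1.64 (standard error 0.35, edgeR adjusted p = 0.0235). At 24 h the PFOA libraries held 3 to 10 counts of *yeaR*, no more than 3 read pairs (12 counts), against 13 to 45 in the untreated control, which is at least 2.22-fold lower (edgeR adjusted p = 0.0773, DESeq2 adjusted p = 0.0182). At 48 h its log2 fold change was -1.78 (standard error 0.47, edgeR adjusted p = 0.00271).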

Genes encoding formate hydrogenlyase subunits, iron transporters, and small regulatory RNAs were differentially expressed by PFOA at two of the three time points and will be discussed in later sections. Unlike PFOA, no genes were differentially expressed in *E. coli* by PFDoA at all time points (Fig. 4C bottom). Upon further investigation, nine genes, including the *trp* operon, downregulated by PFDoA at 6 h and 24 h, were also downregulated by PFOA and OA at 24 h and DoA at 6 h (SI Fig. 5D, E; Table SI 5), and will be discussed in a later section. Also discussed later, three of the four genes upregulated by PFDoA at 6 h and 24 h were also downregulated by PFOA at 24 h and 48 h and OA at 6 h (Table SI 5). These genes compose the ferrous iron transport operon, *feo*ABC. 

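Both at 6 h and at 24 h of PFDoA, edgeR called 8 genes, all lower: the 6 genes of the *trp* operon, *nadA* and *hiuH*. PFOA at 24 h called 8 of the 8 and OA at 24 h 7, in the same direction. For DoA at 6 h, 0 passed, 6 had an unadjusted p under 0.05, 8 were lower, and DESeq2 with all libraries and edgeR without DoA replicate 3 each called 6.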

Similar to PFOA, we observed a temporal pattern of OA-induced differential expression over the time course with minimal common expression between time points (Fig. 4B, D top; Table SI 6). Throughout the time course, PFOA and OA induced 13, 32, and 35 of the same genes at 6 h, 24 h, and 48 h, respectively (SI Fig. 5A, B; Table SI 7). These results suggest responses were triggered by the octanoic acid moiety regardless of fluorination. Additionally, DoA commonly induced differential expression in two genes, *prpC* and *ydeO*, involved in propionate catabolism [53] and regulation of the *gad* system [54], at 6 h and 24 h (Fig. 4D bottom; Table SI 8), similar to minimal shared expression of 9 genes by PFDoA at 6 h and 24 h (Fig. 4C bottom; SI Fig. 5C; Table SI 4). 

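In the edgeR comparisons, PFOA and OA shared 11 differentially expressed genes at 6 h, 20 at 24 h and 1 at 48 h, all in the same direction in both treatments. The number shared at 6 h fell to 0 without replicate 3 in every group and rose to 20 without replicate 2. At 24 h it was 6 without replicate 2 and 32 with DESeq2. At 48 h it was 35 with DESeq2, 78 with the replicate number as a block and 507 without replicate 2.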

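For DoA, *prpC* (b0333, 350012 to 351181) was 20.3 ± 13.9 CPM against 3.72 ± 0.602 in the untreated control at 6 h (n = 3 each), a log2 fold change of 2.45 (standard error 0.60, edgeR adjusted p = 0.183), and at 24 h its log2 fold change was 1.55 (standard error 0.49, edgeR adjusted p = 0.211). *ydeO* (b1499, 1582926 to 1583687) changed by 2.42 (standard error 0.75, edgeR adjusted p = 0.183) at 6 h and by -4.14 (standard error 1.11, edgeR adjusted p = 0.175) at 24 h, in opposite directions. Its lowest library at 6 h held 4 counts. With DESeq2 the adjusted p-values were 0.00497 and 0.0122 for *prpC* and 0.0443 and 0.0243 for *ydeO*. In edgeR without DoA replicate 3, *prpC* had 2.30e-04 and 0.0418, and *ydeO* had 0.00394 at 6 h. Without untreated control replicate 1, *ydeO* had 7.97e-05 at 24 h.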

Parallel to common expression between PFOA and OA, PFDoA and DoA induced differential expression in the same 19 genes at 6 h and 13 other genes at 24 h (SI Fig. 5C; Table SI 7). These results indicate differential expression induced by PFCAs or NFCAs is predominantly specific to a particular phase of growth. 

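By edgeR, PFDoA and DoA shared 0 differentially expressed genes at 6 h and 0 at 24 h, since none passed for DoA at 24 h either (710 genes at an unadjusted p under 0.05). DESeq2 gave 19 shared genes at 6 h and 13 at 24 h. Without replicate 3 in every group, edgeR gave 28 and 37. DoA at 24 h alone had 43 genes with DESeq2 and 99 in edgeR without DoA replicate 3.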

Lastly, we performed KEGG pathway and gene ontology (GO) enrichment analyses of differential expression datasets to assess whether key pathways were changed by PFCAs; however, there was minimal pathway-level enrichment across treatments and time points (SI File 1). We subsequently focus our analysis on select gene- and operon-level expression pathways with altered expression.

### Transcriptional response of mid-exponential *E. coli* to PFCAs

Bacterial gene expression shifts significantly between exponential phase and stationary phase, reflecting the transition from active growth and energy production towards stress-mitigation and survival in resource-limited environments [49, 55]. We hypothesize PFCAs would alter gene expression differently during exponential phase and stationary phase. To better understand the response of *E. coli* to PFCAs at each growth phase within the study’s time course, we sought to identify genes that were differentially expressed by PFOA and PFDoA (common responses) and the genes only changed by one PFCA (specific responses), starting at mid-exponential phase (6 h). Highlights of our results of the response of *E. coli* to PFCAs and NFCAs across the time course, discussed below, are illustrated in Fig. 5.

**Fig. 5:**
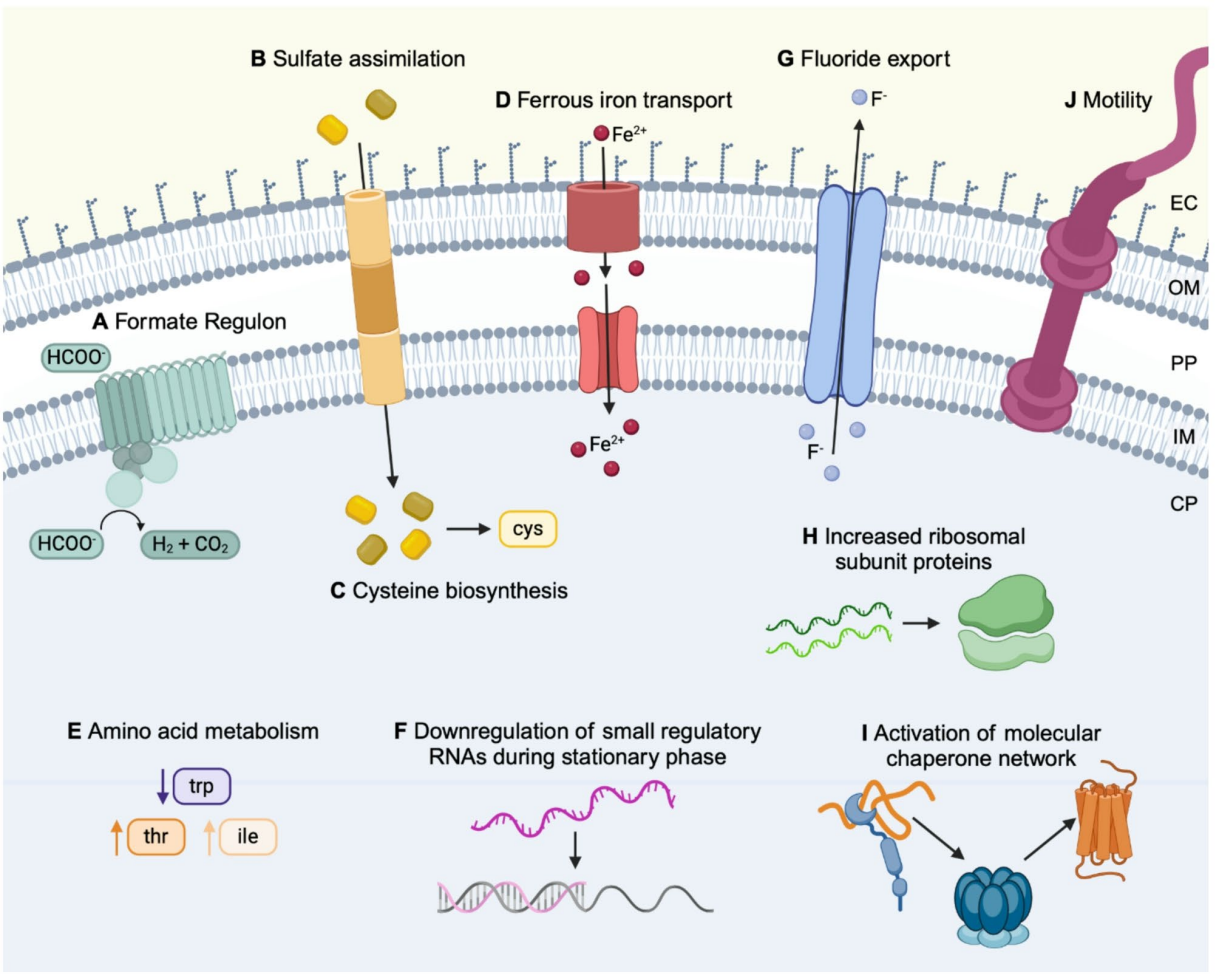
Schematic of key biological processes with altered gene expression by PFCAs across the time course. These processes containing differentially expressed genes are highlighted in the results and discussion. The formate regulon (**A**), sulfate assimilation (**B**), and cysteine biosynthesis (**C**) are discussed in the mid-exponential phase section (Fig. 6). Ferrous iron transport (**D**), amino acid metabolism (**E**), and small regulatory RNAs (**F**) are discussed in the early stationary phase section (Fig. 7). Fluoride export (**G**), ribosomal subunit proteins (**H**), the molecular chaperone network (**I**), and motility processes (**J**) are discussed in the late stationary phase section (Fig. 8). The cytoplasm (CP), Inner membrane (IM), periplasm (PP), outer membrane (OM), and extracellular environment (EC) are labeled on the right side of the schematic. The CP, PP, and EC have blue, white, and yellow backgrounds, respectively.

PFOA and PFDoA each induced differential expression of approximately 50 genes at 6 h (Fig. 4A; Table SI 3; Table SI 4). This is less than 2% of genes in the transcriptome, indicating growth in the presence of PFCAs does not seem to have a major impact on gene expression of mid-exponential *E. coli*. 

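The genes called by edgeR at 6 h were 1.36% of the 4350 genes tested for PFOA and 1.01% of the 4373 tested for PFDoA. At any size of change, 387 genes had an adjusted p under 0.05 with PFOA and 202 with PFDoA. With 1 library left out these numbers ranged from 65 (without untreated control replicate 3) to 536 with PFOA and from 70 (without untreated control replicate 1) to 324 (without untreated control replicate 2) with PFDoA. With the replicate number as a block, PFDoA had 80 such genes. From this share the paper proposes that PFCAs have no major impact on gene expression in mid-exponential phase.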

Only seven genes were differentially expressed by both PFCAs at 6 h (SI Fig. 5D). These genes, *nadA*, *msyB*, *hiuH*, *galS*, *adiY*,* yceK*, and *ymfQ*, encode a quinolinate synthase, acidic protein, hydroxyisourate hydrolase, DNA-binding transcriptional dual regulator and activator, and two uncharacterized proteins, respectively (Table SI 5). 

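The log2 fold changes with PFOA and PFDoA at 6 h, each with its edgeR adjusted p in parentheses, were -2.63 (0.00442) and -1.53 (0.0140) for *nadA* (b0750, 782085 to 783128), and -3.37 (0.00310) and -2.88 (0.00180) for *hiuH* (b1970, 2038956 to 2039369). They were -3.17 (0.00310) and -1.66 (0.0320) for *adiY*, -1.84 (0.0422) and -2.12 (9.60e-04) for *yceK*, and 1.67 (0.0406) and 1.61 (0.0324) for *ymfQ* in the edgeR fits. Standard errors ranged from 0.22 to 0.47. *hiuH* fell from 56.4 ± 22.5 CPM in the untreated control to 5.45 ± 1.82 with PFOA and 7.61 ± 2.44 with PFDoA (n = 3 each). *ymfQ* was a gene of few counts, with 16 to 24 per untreated control library, and lost its adjusted p under 0.05 in 5 of the 6 PFOA fits that left out 1 library (0.157 without untreated control replicate 1) and 4 of the 6 PFDoA fits (0.106 without the same library). *yceK* with PFOA lost it in 5 of 6 (0.1504 without untreated control replicate 3). Without untreated control replicate 3, *adiY* with PFDoA reached 0.114, and without untreated control replicate 1, *nadA* with PFDoA reached 0.0581. With the replicate number as a block, *nadA* and *ymfQ* with PFDoA reached 0.0528 and 0.0623. The subtraction of evenly spread counts gave 0.137 and 0.0994 for *ymfQ* with PFOA and PFDoA, 0.0606 for *yceK* with PFOA and 0.0511 for *adiY* with PFDoA in 1 of its versions. The whole set of shared genes was 2 without replicate 1 of every group, 12 without replicate 2 and 4 without replicate 3.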

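At 24 h, *nadA* was 119 ± 76.5 CPM in the untreated control and 35.8 ± 7.87 with PFOA (n = 3 each), a log2 fold change of -1.73 (standard error 0.40, edgeR adjusted p = 0.0395), and -1.88 (standard error 0.40, edgeR adjusted p = 0.0275) with PFDoA. *hiuH* changed by -3.07 (standard error 0.74, edgeR adjusted p = 0.0435) with PFOA and -3.21 (standard error 0.25, edgeR adjusted p = 1.25e-04) with PFDoA. These calls rested on few libraries for *nadA* and for *hiuH* with PFOA. The adjusted p rose to 0.153 for *nadA* with PFOA without PFOA replicate 1, to 0.0660 for *nadA* with PFDoA without PFDoA replicate 3, and to 0.161 for *hiuH* with PFOA without untreated control replicate 3. With the replicate number as a block, *nadA* reached 0.0503 with PFOA and 0.108 with PFDoA, and the subtraction of evenly spread counts gave 0.0587 for *hiuH* with PFOA.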

With roles in pyrimidine and purine metabolism, quinolinate synthase and hydroxyisourate hydrolase were also downregulated by PFOA and PFDoA at 24 h, indicating a sustained effect on gene expression. As an 4Fe-4 S cluster is required for activity of quinolinate synthase in NAD synthesis [56], downregulation of *nadA* could suggest a requirement for iron and sulfur that correlates with upregulation of sulfate assimilation and ferrous iron transport genes discussed in later sections. 

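*galS* (b2151, 2240628 to 2241668) encodes a regulator of galactose transport genes. At 6 h it was 45.5 ± 6.39 CPM in the untreated control, 131 ± 28.9 with PFOA and 14.6 ± 4.16 with PFDoA (n = 3 each). Its log2 fold change was 1.53 (standard error 0.20, edgeR adjusted p = 0.00495) with PFOA and -1.63 (standard error 0.22, edgeR adjusted p = 0.00325) with PFDoA. Tested directly, PFOA against PFDoA, the difference was 3.16 (standard error 0.27, edgeR adjusted p = 6.42e-04), and it stayed between 2.94 and 3.35 with any 1 library left out.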

The DNA-binding transcriptional dual regulator GalS was upregulated by PFOA at 6 h, but downregulated by PFDoA, suggesting *E. coli* exhibited a different response to the 8-chain PFCA compared to the 12-chain. Several of these genes were also downregulated in response to the NFCAs (Table SI 5; Table SI 7). For example, significant downregulation of *msyB* by both PFCAs and NFCAs implies some changes in gene expression were not specific to fluorinated compounds, but Likely rather to carboxylic acids. 

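*msyB* (b1051, 1113807 to 1114181) fell from 698 ± 197 CPM in the untreated control to 171 ± 115 with PFOA and 146 ± 15.9 with PFDoA at 6 h (n = 3 each). The log2 fold change was -2.03 (standard error 0.43, edgeR adjusted p = 0.0235) with PFOA, -2.25 (standard error 0.21, edgeR adjusted p = 7.04e-04) with PFDoA, -1.91 (standard error 0.28, edgeR adjusted p = 0.00371) with OA and -2.09 (standard error 0.47, edgeR adjusted p = 0.183) with DoA. The PFOA call was lost in 3 of the 6 fits that left out 1 library, with 0.106 without untreated control replicate 3. For DoA, the DESeq2 adjusted p was 0.00119, and edgeR gave 2.99e-04 without DoA replicate 3.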

The minimal common changes in gene expression at 6h implies *E. coli* utilized different mechanisms at mid-exponential phase to respond to PFOA and PFDoA.

During mid-exponential phase, *E. coli* differentially expressed several genes in response to PFOA but not PFDoA, including the formate regulon, a putative transporter YhjX, L-aspartate oxidase, L-alanine exporter, and small RNA RyjA (Table SI 3). 

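At 6 h with PFOA, *nadB*, which encodes L-aspartate oxidase, changed by -1.84 (standard error 0.19, edgeR adjusted p = 0.00310) on the log2 scale, and *alaE*, the L-alanine exporter gene, by -1.95 (standard error 0.31, edgeR adjusted p = 0.0103). The small RNA gene *ryjA* (b4459, 4277926 to 4278066) was 3.76 ± 1.77 CPM with PFOA and 13.6 ± 0.147 in the untreated control (n = 3 each), a log2 fold change of -1.85 (standard error 0.34, edgeR adjusted p = 0.0157) that rose to an adjusted p of 0.0734 without untreated control replicate 3. Whether the PFOA effect on these genes differs from that of PFDoA was not tested.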

Of particular interest, genes encoding components of the formate regulon, including the formate hydrogenlyase (FHL) complex, formate dehydrogenase H, and the hydrogenase pleiotropic *hyp* operon [57], were significantly downregulated (Figs. 5A and 6A; Table SI 9). The FHL complex is essential to fermentative H_2_ production in *E. coli* during mixed-acid fermentation. At low extracellular pH and high levels of re-imported formate during stationary phase, the FHL complex is activated to disproportionate accumulated formate to hydrogen and carbon dioxide [58, 59]. 

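At 6 h, *focA* (b0904, 953609 to 954466) was 1009 ± 35.6 CPM in the untreated control, 994 ± 234 with PFOA and 631 ± 39.5 with OA (n = 3 each; each value is scaled within its own comparison). Its log2 fold change was -0.021 (standard error 0.20, edgeR adjusted p = 0.955) with PFOA, 0.22 (standard error 0.12, edgeR adjusted p = 0.300) with PFDoA, -0.60 (standard error 0.12, edgeR adjusted p = 0.0109) with OA and -0.22 (standard error 0.32, edgeR adjusted p = 0.691) with DoA. With library size alone the PFOA and DoA values turned to 0.22 and 0.29, and the PFDoA value was 0.44 (edgeR adjusted p = 0.0334). The OA value reached an adjusted p of 0.0547 without untreated control replicate 3.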

We found the formate channel, encoded by *focA*, that transports formate from the cytoplasm during exponential phase under physiological pH, was not differentially expressed at 6 h by either PFCA or NFCA, indicating these compounds did not induce more or less formate transport than the untreated control. However, formate dehydrogenase H, encoded by *fdhF*, and the *hyc* operon, composed of genes encoding the cytoplasmic domain subunits, *hycBEFG*, and membrane domains, *hycCD*, of the FHL complex, plus the transcriptional regulator, *hycA*, chaperone, *hycH*, and protease, *hycI*, were downregulated by PFOA at 6 h (Fig. 6A; Table SI 9). Additionally, *hycBCDE* were also significantly downregulated by PFOA at 48 h, indicating the change in expression of these four genes was not unique to mid-exponential phase. 

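All 15 genes taken from the paper for the formate regulon (*fdhF*, *hycABCDEFGHI*, *hypABCD* and *yhjX*) were lower with PFOA at 6 h with an edgeR adjusted p under 0.05, 15 also when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their log2 fold changes ranged from -5.90 to -1.28 with a median of -2.43, and 12 of them passed -1.5. With 1 library left out, 12 to 15 kept an adjusted p under 0.05, the fewest without untreated control replicate 3. *fdhF* (b4079, 4297219 to 4299366) changed by -1.60 (standard error 0.17, edgeR adjusted p = 0.00310). The *hyc* operon spans 2842573 to 2850435. In it, *hycA* changed by -2.10 (standard error 0.35, edgeR adjusted p = 0.0117), and *hycE* was 74.0 ± 57.4 CPM with PFOA and 476 ± 40.4 in the untreated control (n = 3 each), a log2 fold change of -2.69 (standard error 0.47, edgeR adjusted p = 0.0125). Without untreated control replicate 3 both reached an adjusted p of 0.0524.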

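At 48 h with PFOA, the log2 fold changes of *hycB*, *hycC*, *hycD* and *hycE* were -2.27, -2.46, -2.38 and -2.24, with standard errors from 0.22 to 0.27 and edgeR adjusted p-values of at most 3.73e-07. *hycC* fell from 59.5 ± 14.1 to 10.9 ± 0.514 CPM (n = 3 each). Of the 15 formate regulon genes, 6 were lower and 2 higher at 48 h with an adjusted p under 0.05, and 0 were higher without PFOA replicate 1. Genes of this abundance were lower at 48 h in general, and the median of the 15 genes lay at the 16.87th percentile of 10000 random lists of the same size matched on mean expression.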

Four genes of the *hyp* operon, *hypABCD*, encoding products involved in nickle:iron hydrogenase maturation [57, 60], and a gene encoding a putative transporter predicted to function as an oxalate:formate antiporter, *yhjX* [61, 62], were also downregulated at 6 h by PFOA but not differentially expressed by PFDoA or either NFCA. 

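*yhjX* (b3547, 3710799 to 3712007) had the largest change with PFOA at 6 h among called genes with a mean count of at least 50 and no overlap between the 2 groups, from 944 ± 161 CPM in the untreated control to 15.8 ± 1.55 (n = 3 each), a log2 fold change of -5.90 (standard error 0.22, edgeR adjusted p = 1.32e-06). With PFDoA it was -0.67 (standard error 0.75, edgeR adjusted p = 0.638), with replicates at 589 ± 761 CPM and an adjusted p of 0.00265 without PFDoA replicate 2. *hypB* changed by -1.28 (standard error 0.18, edgeR adjusted p = 0.00668) with PFOA. Over the whole regulon, 8 of 15 genes were lower with PFDoA and 4 with OA at an adjusted p under 0.05 in edgeR, with median log2 fold changes of -0.96 and -0.54. For PFDoA the number was 2 with the replicate number as a block and 0 without untreated control replicate 1, and for OA it was 2 without untreated control replicate 3. With DoA, 0 passed and 0 had an unadjusted p under 0.05, but 14 of the 15 were lower at an adjusted p under 0.05 without DoA replicate 3.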

Downregulation of formate regulon genes, unfavorable reaction conditions in an aerobic environment, and the unlikely occurrence of common inducing factors like acidic pH, the absence of nitrates, and unlikely PFOA-induced formate accumulation during mid-exponential phase, suggests forward conversion of formate was possibly prevented [58]. These results further signify a specific response to PFOA that differs from routine transport and conversion of formate under physiological conditions. Lastly, formate is a degradation product of PFOA, and additional measurements would be needed to determine if formate ions from PFOA were present in the cultures.

**Fig. 6:**
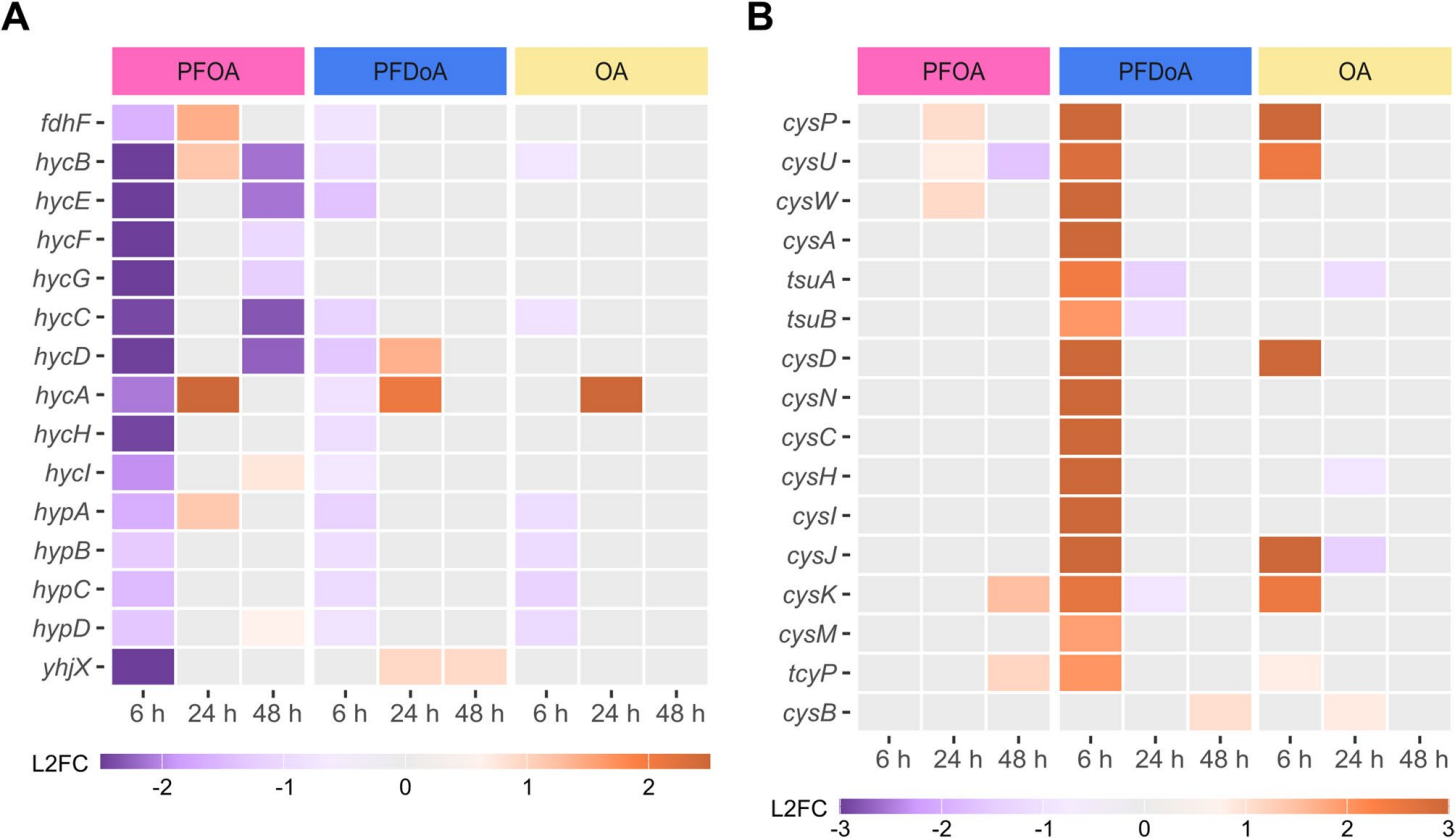
Select genes with differential expression at 6 h and their temporal change. Heatmaps display differential expression of select genes (padj < 0.05) involved in (**A**) the formate regulon and (**B**) sulfate assimilation and cysteine biosynthesis. Expression is represented by log_2_ fold change (L2FC) within a gene compared to untreated control in a purple to orange scale displayed by legend color bar below each heatmap. Note heatmap color bars are different scales in (**A**) and (**B**) to best highlight differences. PFCA or NFCA treatment is represented by color coded bars at the top of the heatmaps: PFOA (pink), PFDoA (blue), and OA (yellow). Genes with no statistically significant change in expression are represented by gray boxes. DoA did not induce significant differential expression (padj < 0.05, |L2FC| >1.2) of the displayed genes across time points (Table SI 9, 10).

During mid-exponential phase, PFDoA induced overexpression of genes involved in sulfate and thiosulfate assimilation and L-cysteine biosynthesis (Figs. 5B and C and 6B; Table SI 4; Table SI 10). Sulfate assimilation is crucial for the growth and survival of *E. coli*, as sulfur is needed to synthesize cysteine and many cofactors and is important for cellular redox balance [63]. Sulfate and thiosulfate transporters are often overexpressed in *E. coli* when intracellular sulfur is limited, and uptake of extracellular sulfate is needed [64]. Newly assimilated sulfur-containing intermediates are then converted to cysteine [65]. 

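*cysP*, *cysU*, *cysW* and *cysA* lie together at 2539717 to 2543528 on ASM584v2. With PFDoA at 6 h, their log2 fold changes were 3.48 (standard error 0.26, edgeR adjusted p = 2.58e-04), 2.81 (standard error 0.30, edgeR adjusted p = 0.00107), 3.37 (standard error 0.36, edgeR adjusted p = 0.00107) and 3.69 (standard error 0.46, edgeR adjusted p = 0.00231). *cysP* rose from 10.9 ± 3.56 CPM in the untreated control to 122 ± 26.1 (n = 3 each). Of 15 genes of sulfate assimilation and cysteine biosynthesis named in the paper, 15 were higher with an adjusted p under 0.05 and past 1.5, also when adjusted over the list alone and with any 1 library left out, and their median was 3.37. The fit over all 5 groups of 6 h called 0 of them.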

The sulfate/thiosulfate ATP-binding cassette (ABC) transporter complex, *cysPUWA*, was significantly upregulated with log_2_ fold changes greater than 2.75 by PFDoA at 6 hr (Fig. 6B; Table SI 10). This was not observed with PFOA or DoA. 

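With OA at 6 h, *cysP* was 152 ± 123 CPM and *cysU* 23.8 ± 16.2 CPM, against 10.5 ± 3.45 and 4.21 ± 0.836 in the untreated control (n = 3 each). The log2 fold changes were 3.86 (standard error 0.92, edgeR adjusted p = 0.0226) and 2.5 (standard error 0.58, edgeR adjusted p = 0.0211). The replicates of OA spread widely, and each gene lost its adjusted p under 0.05 in 4 of the 6 fits that left out 1 library, both at 0.104 without untreated control replicate 3. Of the 15 genes, 5 were higher with OA at an adjusted p under 0.05 by edgeR, and 12 with the replicate number as a block. Without OA replicate 3 the number was 0 and without OA replicate 2 it was 13. With PFOA and DoA the counts were 0 and 0, with 1 and 7 at an unadjusted p under 0.05. The DoA count rose to 14 without DoA replicate 3 and the PFOA count to 2 without PFOA replicate 1.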

Genes encoding the transporter’s periplasmic protein, *cysP*, and inner membrane subunit, *cysU*, were also significantly upregulated by OA at 6 hr, indicating possible uptake of sulfate was induced by OA as well (SI Fig. 5D). 

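*tsuA* (b2013, 2084467 to 2085525) rose from 26.4 ± 11.6 CPM in the untreated control to 145 ± 22.0 with PFDoA at 6 h (n = 3 each), a log2 fold change of 2.45 (standard error 0.31, edgeR adjusted p = 0.00251), and *tsuB* changed by 2.00 (standard error 0.29, edgeR adjusted p = 0.00482). With DoA the values were 1.03 (standard error 0.61, edgeR adjusted p = 0.354) for *tsuA* and 0.35 (standard error 0.53, edgeR adjusted p = 0.701) for *tsuB*, the latter -0.33 without DoA replicate 2. Without DoA replicate 3, *tsuA* had an edgeR adjusted p of 0.0263. The difference between PFDoA and DoA was not tested.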

In a second path for sulfur assimilation, genes, *tsuAB*, in a recently characterized thiosulfate ion uptake mechanism [66], were also upregulated by PFDoA at 6 hr (Fig. 6B), but were not significantly changed by DoA. These results suggest PFDoA induced a specific response to utilize this mechanism for thiosulfate ion uptake, and the response was likely triggered by the 12-chain PFCA. Following sulfate and thiosulfate uptake, the genes encoding enzymes that catalyze the activation and subsequent reduction of sulfate to intermediates, sulfite and sulfide, were upregulated by PFDoA. The sulfate activation operon, *cysDNC*, responsible for chemical activation of sulfate to adenosine 5’-phosphosulfate (APS) by ATP sulfurylase and APS kinase and the gene cluster, *cysHIJ*, encoding APS reductase and sulfite reductase subunits, responsible for the reduction of APS to sulfite and sulfite to sulfide [67, 68], respectively, were overexpressed by PFDoA (Fig. 6B).

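Within the 15 genes, *cysJ* (b2764, 2890099 to 2891898) had the largest change with PFDoA at 6 h, from 40.6 ± 21.2 to 672 ± 157 CPM (n = 3 each), a log2 fold change of 4.05 (standard error 0.40, edgeR adjusted p = 9.60e-04). The smallest of the 15 was 1.91, and the highest edgeR adjusted p among them was 0.00482.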

In addition to upregulation of sulfur-containing compound transporters and redox enzymes, unsurprisingly, cysteine synthases, *cysKM* [65], and an inner membrane L-cystine (dimeric cysteine) transporter, *tcyP*, were significantly upregulated by PFDoA at 6 h (Figs. 5B and 6B). Furthermore, when grown on minimal medium, as done in this study, TcyP functions as the main importer of L-cystine [69] and is activated when intracellular cysteine is low [65]. These changes in gene expression could indicate an increase requirement for cysteine through sulfate assimilation or direct import in response to PFDoA. 

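*cysK* (b2414, 2532409 to 2533380) rose from 296 ± 76.2 to 1845 ± 365 CPM with PFDoA at 6 h (n = 3 each), a log2 fold change of 2.64 (standard error 0.22, edgeR adjusted p = 3.40e-04). *cysM* changed by 1.91 (standard error 0.23, edgeR adjusted p = 0.00180) and *tcyP* by 2.02 (standard error 0.21, edgeR adjusted p = 9.60e-04).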

Lastly, the gene encoding the regulatory protein CysB, which drives the sulfur limitation response in *E. coli*, was not differentially expressed by any PFCA or NFCA treatment in this study [67, 70]. It is possible the gene was overexpressed at an early point in exponential phase as the genes it regulates were overexpressed by PFDoA at the mid-exponential mark or has consistent expression. 

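*cysB* (b1275, 1333855 to 1334829) was 122 ± 8.67 CPM with PFDoA and 92.0 ± 14.2 in the untreated control at 6 h (n = 3 each), a log2 fold change of 0.41 (standard error 0.14, edgeR adjusted p = 0.118). With library size alone, which moved the median of all genes up, it was 0.63 (edgeR adjusted p = 0.0245).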

Overexpression of sulfate and thiosulfate assimilation components and cysteine biosynthesis enzymes by PFDoA, indicates PFDoA could be negatively impacting redox balancing and in turn, stimulating an increased requirement for sulfur-containing compounds like cysteine during mid-exponential phase.

### Transcriptional response of early stationary phase *E. coli* to PFCAs

During stationary phase, bacteria modulate gene expression by simultaneously activating essential genes for survival and stress mitigation, while preventing transcription of unnecessary genes in a nutrient-deficient environment. Additional stress induced by the prolonged presence of PFCAs may further modify gene expression during stationary phase when compared to mid-exponential phase. Unlike mid-exponential phase, the number of genes differentially expressed specifically by PFOA or PFDoA during stationary phase at 24 h was minimal (SI Fig. 5D, E). PFOA induced specific changes in gene expression of genes encoding cytochrome bo3 subunits, biotin biosynthesis enzymes, and transporters for iron and tryptophan (Table SI 3), whereas PFDoA induced changes in gene expression of inner membrane proteins and the small regulatory RNA GadY (Table SI 4). In contrast to minimal common responses observed at 6 h, PFOA and PFDoA induced differential expression of the same 49 genes at 24 h (SI Fig. 5D, E, F; Table SI 5). Products of these genes have roles in ferrous iron transport (Fig. 7A), amino acid metabolism (Fig. 7B), and small RNA regulation (Fig. 7C). 

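The 5 cytochrome bo3 genes (*cyoA* to *cyoE*, 446815 to 451610) were all lower with PFOA at 24 h, with log2 fold changes from -1.75 to -1.20 and edgeR adjusted p-values from 0.00754 to 0.0186, all 5 under 0.05 also when adjusted over the list alone. *cyoA* fell from 391 ± 14.4 to 116 ± 43.6 CPM (n = 3 each). Without PFOA replicate 1, or without untreated control replicate 3, 0 of the 5 had an adjusted p under 0.05. With PFDoA, 0 passed and 0 had an unadjusted p under 0.05. *bioB* changed by -1.07 (standard error 0.17, edgeR adjusted p = 0.0128) with PFOA, and reached an adjusted p of 0.0742 without untreated control replicate 3. The small RNA gene *gadY* (b4452, 3664864 to 3664969) changed by -1.98 (standard error 0.31, edgeR adjusted p = 0.00721) with PFDoA, with 0.0570 as the edgeR adjusted p when the replicate number was a block. With PFOA it changed by -1.0 (standard error 0.29, edgeR adjusted p = 0.0732), and the adjusted p was 0.0194 with DESeq2 and 0.0447 in edgeR without PFOA replicate 3.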

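By edgeR, PFOA and PFDoA shared 49 differentially expressed genes at 24 h, all in the same direction, 7 at 6 h, of which 1 (*galS*) went in opposite directions, and 27 at 48 h. Without replicate 1 in every group, 17 genes were shared at 24 h. Both comparisons use the same untreated control libraries. In 40 simulated pairs of unchanged groups against such controls, at most 1 gene was shared at 24 h, and the correlation of log2 fold changes across 4394 genes was 0.504 on average, against 0.755 observed (genes are not independent replicates). At 6 h the simulated and observed correlations were 0.503 and 0.490, and at 48 h 0.505 and 0.730. At 24 h, 73.7% of the genes moved in the same direction with both PFCAs, against 66.6% in the simulation.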

Common changes in gene expression suggest these responses are not specific to a particular length of PFCAs, but to the PFCAs explored within the scope of this study. Expression of 24 of the 49 genes were also significantly changed by OA at 24 h and only 10 were changed by DoA (SI Fig. 5E; Table SI 5; Table SI 7), indicating those genes likely have a larger role regarding carboxylic acids in general, rather than fluorination.

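Of the 49 genes shared by PFOA and PFDoA, OA at 24 h called 17 by edgeR and DoA 0. With DESeq2 the counts were 24 and 10. The DoA count rested on 1 library, since without DoA replicate 3 it was 48 of the 49, and without untreated control replicate 3 the OA count was 9. The 49 genes moved in the direction of the PFCAs in 47 cases with OA and 49 with DoA. That share lies above chance without any effect, because the same untreated control libraries enter every comparison.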

**Fig. 7:**
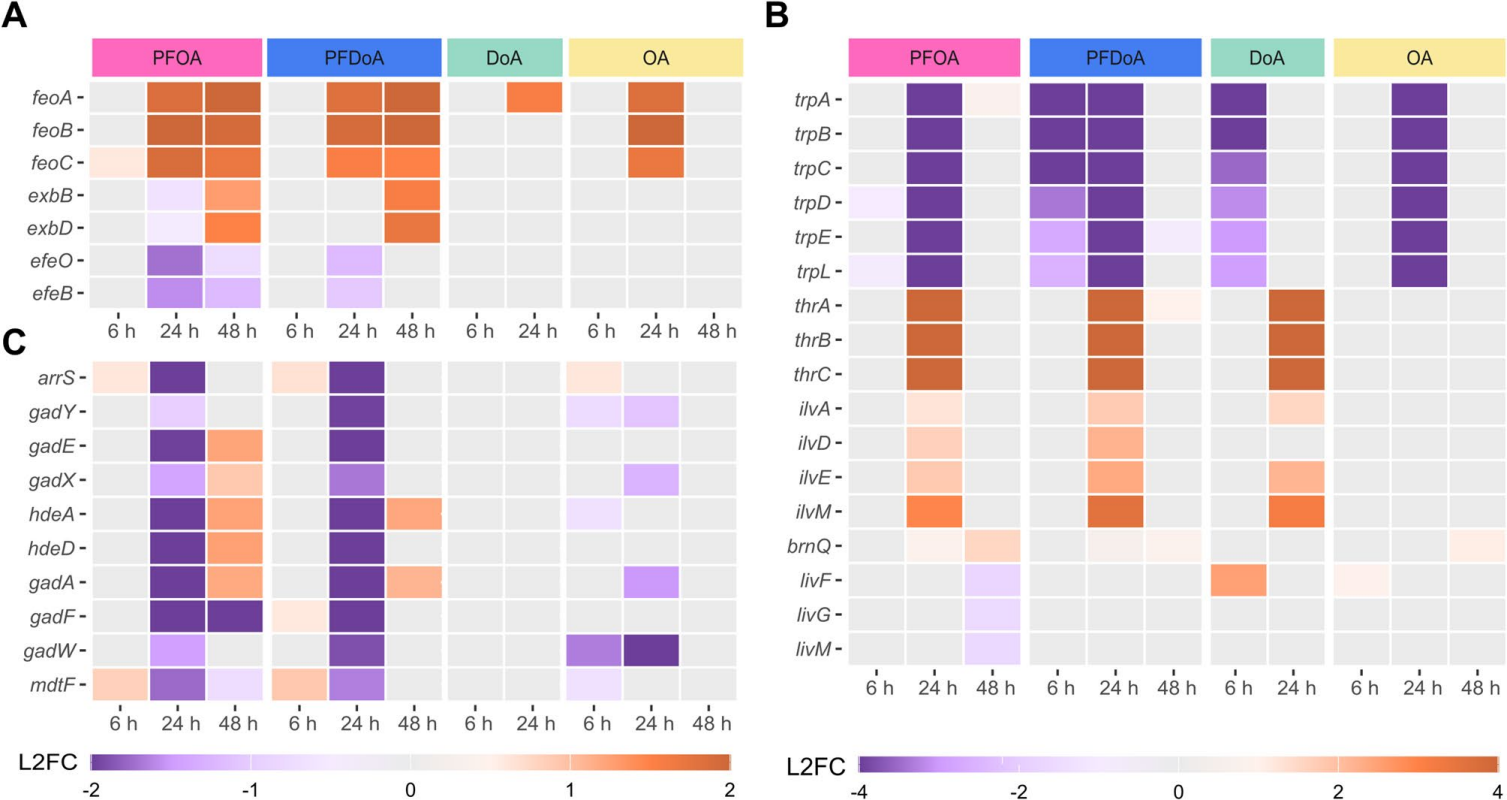
Select genes with differential expression at 24 h. Heatmaps display differential expression of select genes (padj < 0.05) involved in (**A**) ferrous iron transport, (**B**) amino acid metabolism, and (**C**) small regulatory RNAs across the time course. Expression is represented by log_2_ fold change (L2FC) within a gene compared to untreated control in a purple to orange scale displayed by legend color bar below each heatmap. Note panels **A** and **C** share the same L2FC scale, which differs from panel **B**. PFCA or NFCA treatment is represented by color coded bars at the top of the heatmaps: PFOA (pink), PFDoA (blue), DoA (green), and OA (yellow). Genes with no significant change in expression are represented by gray boxes (Table SI 11).

As iron is an essential nutrient and cofactor in various enzymes, several iron acquisition systems and regulators have evolved to maintain intracellular iron homeostasis [71, 72]. Our analysis revealed genes encoding components of iron uptake transport mechanisms were differentially expressed in response to PFCAs (Fig. 5D; Table SI 5; Table SI 11). 

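*feoA*, *feoB* and *feoC* form an operon at 3540163 to 3542964 on ASM584v2. With PFOA, the log2 fold changes at 24 h were 1.83 (standard error 0.34, edgeR adjusted p = 0.0200) for *feoA*, 2.05 (standard error 0.36, edgeR adjusted p = 0.0172) for *feoB* and 1.86 (standard error 0.38, edgeR adjusted p = 0.0263) for *feoC*. *feoB* rose from 339 ± 99.4 to 1409 ± 625 CPM (n = 3 each). All 3 passed with PFOA when adjusted over the list alone. Without untreated control replicate 3, or without PFOA replicate 1, none of the 3 had an adjusted p under 0.05 at 24 h, and the highest adjusted p was 0.141. With PFDoA at 24 h the 3 genes ranged from 1.54 to 1.91, with edgeR adjusted p-values of at most 0.00157 and no call lost with 1 library left out. At 48 h, *feoB* changed by 1.82 (standard error 0.32, edgeR adjusted p = 4.97e-05) with PFOA and by 2.06 (standard error 0.28, edgeR adjusted p = 0.0127) with PFDoA, and *feoA* by 2.51 (standard error 0.28, edgeR adjusted p = 0.00903) with PFDoA. Without untreated control replicate 1, none of the 3 genes passed for PFDoA at 48 h.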

One operon *feoABC*, which encodes ferrous iron (Fe^2+^) transporters [73], was significantly upregulated at 24 h and 48 h by both PFOA and PFDoA (Fig. 7A; SI Fig. 5F). The operon was also upregulated at 24 h by OA (Table SI 11), implying the elevated response could be stimulated by the carboxylic acid moiety. 

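With OA at 24 h, *feoB* was 1438 ± 159 CPM and changed by 2.06 (standard error 0.24, edgeR adjusted p = 0.0108) on the log2 scale, and the 3 genes ranged from 1.69 to 2.06. In the fit without untreated control replicate 3, 0 of the 3 passed. With DoA at 24 h, their median was 1.57, 0 passed in edgeR and 3 had an unadjusted p under 0.05. Without DoA replicate 3, 3 of the 3 passed.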

Upregulation of *feo*, in combination with no significant change in the expression of upstream Fur and Fnr transcripts, the ferric iron (Fe^3+^) transcriptional regulator and activator [74, 75], suggests PFCAs induce a requirement for intracellular ferrous iron during stationary phase. 

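*fur* (b0683, 710200 to 710646) changed by 0.30 (standard error 0.17, edgeR adjusted p = 0.299) with PFOA at 24 h and by 0.67 (standard error 0.27, edgeR adjusted p = 0.0386) at 48 h. The value at 48 h lost its adjusted p under 0.05 in 4 of the 6 fits that left out 1 library (0.132 without PFOA replicate 1), was 0.34 with library size alone, and turned to -0.075 after the subtraction of evenly spread counts. *fnr* (b1334, 1398774 to 1399526) changed by 0.70 (standard error 0.20, edgeR adjusted p = 0.0671) and 0.77 (standard error 0.36, edgeR adjusted p = 0.0744) at the same times, with DESeq2 adjusted p-values of 0.00478 and 2.32e-04. Without PFOA replicate 3, the edgeR adjusted p at 24 h was 0.0151 for *fnr* and 0.0492 for *fur*. The 48 h value of *fnr* turned to -0.035 after that subtraction. From the rise of *feo* without a significant change of these regulators, the paper proposes that PFCAs induce a requirement for intracellular ferrous iron.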

We hypothesize this is due to preference for the soluble ferrous form in comparison to insoluble ferric form at the pH of the culture. Moreover, the level of free iron could increase via *feo* transport because a putative Fur-regulated inhibitor, *rhyB* [76, 77], was downregulated by PFOA at 48 h. Additionally, fluoride exposure can deplete active forms of metal ions, including iron, through formation of stable metal-fluoride complexes, therefore, triggering cells to increase free metal ion concentration [78, 79] to maintain homeostasis. 

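*ryhB* (b4451, 3580922 to 3581016) lay near the detection limit. The PFOA libraries at 48 h held 0 to 9 counts, no more than 3 read pairs (12 counts), and the untreated control 14 to 34, which is at least 1.32-fold lower (edgeR adjusted p = 0.0199). The adjusted p was 0.144 without untreated control replicate 3. Such limits cover counting error only.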

Siderophores, secreted ferric iron scavengers [80, 81], were not employed because the enterobactin gene cluster and associated transporters were moderately downregulated at 48 h by PFOA (Table SI 11). However, genes, *exbB* and *exbD*, in the associated TonB energy-transducing complex [82] were upregulated by PFOA and PFDoA at 48 h (Fig. 7A). 

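Of 12 genes of the enterobactin cluster and its transporters (*entABCDEF*, *fes* and *fepABCDG*), 4 were lower with PFOA at 48 h and 0 higher with an edgeR adjusted p under 0.05, and 3 were lower when adjusted over the list alone. Their log2 fold changes ranged from -2.04 to 0.46, with a median of -0.24. With DESeq2, 3 were lower and 2 higher, and without untreated control replicate 1, 1 was higher in edgeR. The median lay at the 4.40th percentile of 10000 random lists of 12 genes matched on mean expression, whose medians had a median of 0.19.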

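At 48 h, *exbB* (b3006, 3151250 to 3151984) changed by 1.17 (standard error 0.30, edgeR adjusted p = 0.00245) with PFOA and 1.58 (standard error 0.28, edgeR adjusted p = 0.0197) with PFDoA, and *exbD* by 1.41 (standard error 0.31, edgeR adjusted p = 5.46e-04) and 1.73 (standard error 0.31, edgeR adjusted p = 0.0197). With PFDoA, each gene lost its adjusted p under 0.05 in 3 of the 6 fits that left out 1 library, with 0.102 and 0.0959 without untreated control replicate 1. With PFOA, *exbB* was 0.82 (adjusted p = 0.0618) with library size alone in edgeR. After the subtraction of evenly spread counts, *exbB* was 0.46 and *exbD* 0.68 (edgeR adjusted p = 0.331 and 0.228).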

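At 24 h, *efeO* (b1018, 1082243 to 1083370) changed by -1.74 (standard error 0.37, edgeR adjusted p = 0.0295) with PFOA and -1.21 (standard error 0.15, edgeR adjusted p = 0.00208) with PFDoA. *efeB* (b1019, 1083376 to 1084647) changed by -1.61 (standard error 0.26, edgeR adjusted p = 0.0128) and -1.06 (standard error 0.19, edgeR adjusted p = 0.0138). The PFOA calls were lost without untreated control replicate 3, with an adjusted p of 0.137 for *efeO* and 0.0686 for *efeB*. For PFDoA, *efeB* reached 0.0647 without PFDoA replicate 3 and 0.0642 with the replicate number as a block.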

The *efeUOB* operon encoding a ferrous iron transporter complex is not fully functional in *E. coli* MG1655 due to a frameshift mutation in *efeU* [83], but the genes encoding periplasmic proteins, *efeO* and *efeB*, were also downregulated by both PFCAs at 24 h. Additionally, PFOA-induced downregulation of genes encoding various cytochromes (Table SI 11) during stationary phase could suggest limited available iron for incorporation into heme groups [84–86]. These results further signify a specific preference and need for ferrous iron uptake by the *feo* operon during stationary phase and likely limited availability for incorporation in key components like cytochromes [85].

During stationary phase, gene expression is altered to meet metabolic requirements including the adjustment of amino acid metabolism [87, 88]. Genes encoding the *trp* operon, the *thr* operon, isoleucine synthesis components (*ilvADE* and *ilvM*), and transporters of branched-chain amino acids (*brnQ* and *livFGM*) were differentially expressed by PFOA and PFDoA during stationary phase (Figs. 5E and 7B; Table SI 11). 

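Of 7 genes of threonine and isoleucine synthesis (*thrABC*, *ilvADE* and *ilvM*), all 7 were higher at 24 h with PFOA, with log2 fold changes from 1.261 to 5.26, and all 7 with PFDoA, from 1.77 to 5.34, each with an edgeR adjusted p under 0.05, over all genes and when adjusted over the list alone. With the block of replicate numbers, 6 of the 7 kept it with PFDoA. With PFOA, 4 of the 7 kept it without PFOA replicate 1 or without untreated control replicate 3. *ilvM* changed by 2.92 (standard error 0.37, edgeR adjusted p = 0.00468) with PFOA. *brnQ* (b0401, 419591 to 420910) rose from 583 ± 41.2 to 1018 ± 227 CPM with PFOA (n = 3 each), a log2 fold change of 0.80 (standard error 0.20, edgeR adjusted p = 0.0457), and changed by 0.56 (standard error 0.14, edgeR adjusted p = 0.0442) with PFDoA. *brnQ* lost its adjusted p under 0.05 in 5 of the 6 PFOA fits that left out 1 library and in 4 of the PFDoA fits. Each reached 0.185 (without untreated control replicate 3 and without PFDoA replicate 3). With library size alone the adjusted p-values were 0.0650 and 0.0580, and with the replicate number as a block 0.0745 and 0.137. *livF*, *livG* and *livM* were lower with PFOA at 48 h, by -1.83, -1.70 and -1.74 on the log2 scale (edgeR adjusted p at most 1.09e-05).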

Notably, differences in gene expression between PFCA samples and the untreated controls of the *trp* and *thr* operons were some of the largest in this study, with log_2_ fold changes less than − 5.3 and greater than 4.6, respectively. 

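The *trp* operon (*trpLEDCBA*) lies at 1316416 to 1323082 and *thrABC* at 337 to 5020. With PFOA at 24 h, the 6 *trp* genes had log2 fold changes from -6.02 to -5.28, and with PFDoA from -8.66 to -5.72. *trpE* fell from 10964 ± 2052 CPM in the untreated control to 212 ± 168 with PFOA and 27.5 ± 12.7 with PFDoA (n = 3 each), log2 fold changes of -5.69 (standard error 0.72, edgeR adjusted p = 0.00468) and -8.66 (standard error 0.41, edgeR adjusted p = 2.40e-06). *trpD* changed by -6.02 (standard error 0.60, edgeR adjusted p = 0.00111) and -7.42 (standard error 0.31, edgeR adjusted p = 1.12e-06). *thrA* rose from 155 ± 3.73 to 5972 ± 2994 and 6418 ± 178 CPM, log2 fold changes of 5.26 (standard error 0.44, edgeR adjusted p = 4.64e-04) and 5.34 (standard error 0.16, edgeR adjusted p = 1.88e-07). All 6 *trp* genes passed with both, over all genes and when adjusted over the list alone, and no *trp* call was lost at 24 h with 1 library left out. With PFDoA at 6 h the largest of the called changes were also in this operon, -4.75 (standard error 0.47, edgeR adjusted p = 9.60e-04) for *trpA*, -4.69 (standard error 0.51, edgeR adjusted p = 0.00109) for *trpB* and -4.13 (standard error 0.58, edgeR adjusted p = 0.00461) for *trpC*, and 3 of the 6 genes kept an adjusted p under 0.05 without untreated control replicate 3, untreated control replicate 1 or PFDoA replicate 3.

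**Figure D2:**
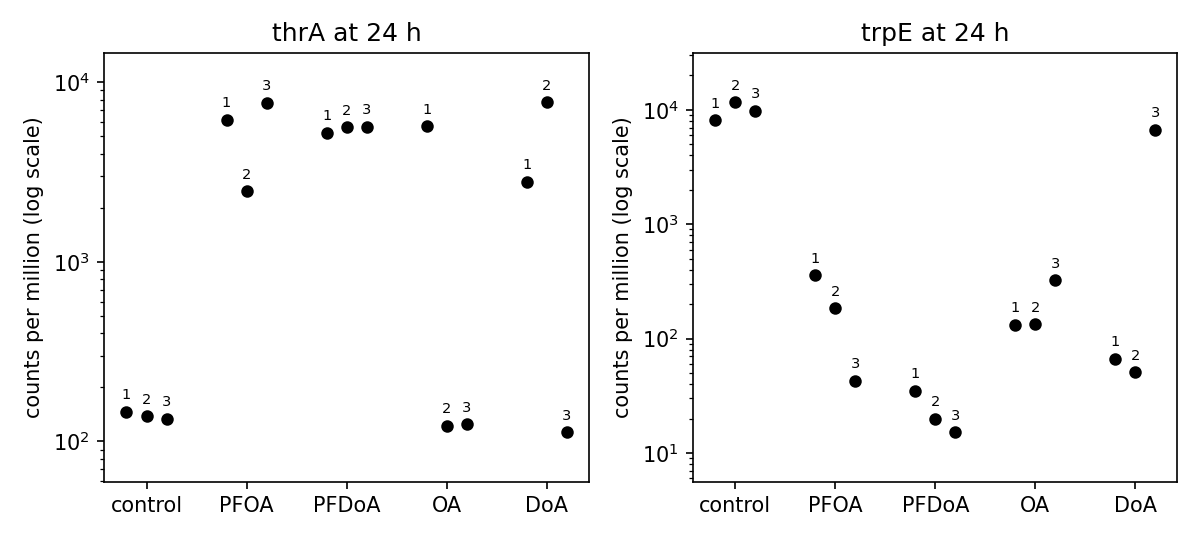
TMM-normalized CPM of *thrA* and *trpE* in each library at 24 h, on a logarithmic axis, by treatment, with each point marked by its replicate number. In the untreated control all *thrA* values lie between 134 and 146 CPM, scaled over all 45 libraries, and in PFDoA between 5231 and 5639.7.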

Downregulation of the *trp* operon would suggest an effort to route metabolic flux towards optimal parts of central metabolism or amino acid biosynthesis pathways (SI Fig. 6) [89], in order to adapt to high levels of intracellular tryptophan or related PFCA-induced stress. Alternatively, upstream precursors to the *trp* operon, like chorismate [90], may not have been available, and as a result, the operon was underexpressed. The *trp* operon was also downregulated by DoA at 6 h and OA at 24 h (Fig. 7B; Table SI 11), indicating the change in gene expression was possibly prompted by the octanoic acid moiety regardless of the presence or absence of fluorination. Moreover, downregulation of tryptophan symporters, *mtr* and *tnaB*, at 24 h and no change in expression of the general aromatic acid transporter, *aroP*, imply extracellular tryptophan was likely not imported into cell (Table SI 11). 

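With OA at 24 h the 6 *trp* genes changed by -5.81 to -5.0 on the log2 scale, and *trpE* by -5.61 (standard error 0.47, edgeR adjusted p = 0.00226). With DoA at 6 h they changed by -4.03 to -2.88, and *trpE* by -2.94 (standard error 1.14, edgeR adjusted p = 0.205). None of the 6 passed for DoA at 6 h by edgeR, 6 had an unadjusted p under 0.05, 6 passed when adjusted over the list alone and 6 passed with DESeq2 (*trpE*, adjusted p = 0.0137). Without DoA replicate 3, 4 passed in edgeR. *trpE* in the DoA libraries at 6 h was 16699.8, 711 and 1734 CPM in replicates 1, 2 and 3.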

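*mtr* (b3161, 3304573 to 3305817) fell from 3607 ± 155 CPM in the untreated control to 50.9 ± 24.6 with PFOA (n = 3 each), a log2 fold change of -6.15 (standard error 0.39, edgeR adjusted p = 4.00e-04), and changed by -7.03 (standard error 0.24, edgeR adjusted p = 2.60e-07) with PFDoA. *tnaB* changed by -1.61 (standard error 0.47, edgeR adjusted p = 0.0705) with PFOA, where DESeq2 gave an adjusted p of 0.00410 and edgeR gave 0.0456 with library size alone and 0.0119 without untreated control replicate 1, and by -0.89 (standard error 0.48, edgeR adjusted p = 0.266) with PFDoA. *aroP* changed by 0.58 (standard error 0.16, edgeR adjusted p = 0.0661) with PFOA (DESeq2 adjusted p = 0.0152).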

Upregulation of threonine and isoleucine biosynthesis genes could be a direct result of carbon flux redirection from upper metabolism, and the synthesized amino acids [91, 92] could be used in processes to mitigate stress and sustain growth during nutrient-limited stationary phase.

Small regulatory RNAs (sRNAs) help modulate gene expression during stationary phase and under environmental stress by stabilizing specific mRNAs and stimulating translation [93]. At 24 h, 10 sRNAs, their corresponding mRNAs targets, and flanking genes were downregulated by PFOA and PFDoA (Figs. 5F and 7C; Table SI 11). 

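Of 10 genes shown by the paper in this group (*arrS*, *gadY*, *gadE*, *gadX*, *hdeA*, *hdeD*, *gadA*, *gadF*, *gadW* and *mdtF*), 9 were lower with PFOA at 24 h and 10 with PFDoA (8 with the replicate block), each with an edgeR adjusted p under 0.05. All 10 passed with PFOA when adjusted over the list alone. The log2 fold changes ranged from -3.19 to -1.0 with PFOA and from -3.07 to -1.66 with PFDoA. At 48 h with PFOA, 2 of the 10 were lower and 5 higher.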

A handful of these genes remained downregulated by PFOA at 48 h. In this study, this response was fairly specific to PFCAs, as only four of these genes were differentially expressed by NFCAs. Also, the genes encoding RNA-binding proteins Hfq and ProQ were minimally overexpressed by PFOA at 48 h with log_2_ fold changes of approximately one. These proteins work in tandem with sRNAs to bind target mRNAs and provide intracellular stability [94]. 

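With OA at 24 h, 2 of the 10 genes were lower with an edgeR adjusted p under 0.05 and 4 had an unadjusted p under 0.05. DESeq2 put 4 lower, and the replicate block 1. Without OA replicate 1 the number was 5 and without OA replicate 2 it was 0. With DoA, 0 passed and 0 had an unadjusted p under 0.05. This rested on 1 library, since without DoA replicate 3 all 10 were lower with an adjusted p under 0.05. Scaled over all 45 libraries, *hdeA* was 34.1, 61.8 and 431 CPM in replicates 1, 2 and 3 of DoA and 16.8, 239 and 270.1 in those of OA, against 399.8, 477 and 436 in the untreated control. The median log2 fold changes were -1.25 and -0.92, in the direction of the PFCAs, and the difference between PFCAs and NFCAs was not tested.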

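At 48 h with PFOA, *hfq* changed by 0.83 (standard error 0.29, edgeR adjusted p = 0.0184) and *proQ* by 1.03 (standard error 0.23, edgeR adjusted p = 7.71e-04). *hfq* reached an adjusted p of 0.103 without PFOA replicate 1. With library size alone the values were 0.52 and 0.67 (edgeR adjusted p = 0.141 and 0.0510), and after the subtraction of evenly spread counts 0.070 and 0.46 (edgeR adjusted p = 0.824 and 0.0687).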

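At 24 h, *arrS* (b4704, 3657985 to 3658054) fell from 15.1 ± 1.58 CPM in the untreated control to 3.45 ± 1.23 with PFOA (n = 3 each), a log2 fold change of -2.13 (standard error 0.28, edgeR adjusted p = 0.00509), and changed by -2.18 (standard error 0.30, edgeR adjusted p = 0.00375) with PFDoA. *gadE* changed by -2.01 (standard error 0.32, edgeR adjusted p = 0.0113) and -2.07 (standard error 0.23, edgeR adjusted p = 0.00111), and *hdeA* by -3.02 (standard error 0.29, edgeR adjusted p = 9.84e-04) with PFOA. In the fit without untreated control replicate 3, *gadE* with PFOA reached an adjusted p of 0.0685. At 48 h with PFOA the directions were mixed. *gadF*, with at most 9 counts in a PFOA library, was at least 2.48-fold lower (edgeR adjusted p = 1.74e-04), and *mdtF* changed by -0.84 (standard error 0.22, edgeR adjusted p = 0.00294). *gadE* changed by 1.12 (standard error 0.26, edgeR adjusted p = 9.10e-04), *hdeA* by 1.134 (standard error 0.25, edgeR adjusted p = 5.16e-04) and *arrS* by 0.56 (standard error 0.39, edgeR adjusted p = 0.228). Under library size alone, *gadE* and *hdeA* were 0.76 and 0.80 (edgeR adjusted p = 0.114 and 0.0660). After the subtraction of evenly spread counts *mdtF* turned to 1.46, and the edgeR adjusted p-values of *gadE*, *hdeA*, *gadF* and *mdtF* were 0.273, 0.131, 0.0748 and 0.329.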

Downregulation of antisense sRNAs genes, *arrS* and *gadY*, the corresponding mRNAs that they target, *gadE* and *gadX*, and flanking genes, *hdeAD*,* gadAFW*,* and mdtF*, during stationary phase by PFOA and PFDoA (Fig. 7C), suggests possible energy conservation and resource reallocation to critical survival pathways [93, 95] in response to PFCAs. Lastly, *arrS* and *gadY* products have essential roles in acid resistance regulation [95], and downregulation of these sRNAs at 24 h suggests PFCAs either do not significantly induce acid stress compared to the untreated control, or the activation of pH homeostasis mechanisms is too costly due to nutrient limitation during stationary phase.

### Transcriptional response of late stationary phase *E.coli* to PFCAs

To compare the transcriptional response of *E. coli* to PFCAs at different points within stationary phase, we wanted to understand how differential expression patterns induced at 48 h differed from patterns at 24 h. At 48 h, PFOA and PFDoA upregulated 28 common genes that encode the 50 S ribosomal subunits, the DNA-binding transcriptional repressor LsrR, and Ton complex subunit ExbD (Table SI 5; SI Fig. 5E, F). Seventeen of these genes were also moderately upregulated by OA (Table SI 7), with a log_2_ fold change of at least 1.4, indicating differential expression may not be specific to PFCAs. 

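At 48 h, 27 genes were higher with both PFOA and PFDoA past 1.5 by edgeR, of which 17 encode ribosomal proteins. Without replicate 1 in every group the number was 0 and without replicate 3 it was 58. *lsrR* changed by 1.46 (standard error 0.27, edgeR adjusted p = 9.61e-05) with PFOA and 1.65 (standard error 0.25, edgeR adjusted p = 0.0152) with PFDoA. The PFDoA value of *lsrR* reached an adjusted p of 0.0855 without untreated control replicate 1.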

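In the OA libraries at 48 h, the 27 genes had a median log2 fold change of 1.29. None had an adjusted p under 0.05 by edgeR, where the adjusted p-values ran from 0.186 to 0.478, and 23 had an unadjusted p under 0.05. The replicate block gave 17 of the 27 an adjusted p under 0.05, and the fit without OA replicate 2 gave it to 25. With DESeq2, 28 genes were shared by the PFCAs, of which 19 had an adjusted p under 0.05 with OA and 10 of them a log2 fold change of at least 1.4.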

We observed specific changes in gene expression of cold shock proteins and putative phosphotransferase system enzymes by PFDoA at 48 h (Table SI 4).

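With PFDoA at 48 h, the cold shock gene *cspG* (b0990, 1051461 to 1051673) rose from 261 ± 156 CPM in the untreated control to 1462 ± 455 (n = 3 each), a log2 fold change of 2.49 (standard error 0.50, edgeR adjusted p = 0.0229). Its neighbour *ymcF* (b4723, 1051684 to 1051872) changed by 2.29 (standard error 0.47, edgeR adjusted p = 0.0229) and *cspB* by 2.01 (standard error 0.36, edgeR adjusted p = 0.0197). Each lost its adjusted p under 0.05 in 3 of the 6 fits that left out 1 library, with 0.0877 for *cspG* and *cspB* without untreated control replicate 1 and 0.0865 for *ymcF* without PFDoA replicate 1. After the subtraction of evenly spread counts, *cspG* and *ymcF* had edgeR adjusted p-values of 0.0604 and 0.0736 in 1 of the versions tried.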

In contrast to the minor response to PFDoA, PFOA induced the largest and broadest change in gene expression in the entire study at 48 h. 

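In the pairwise edgeR fits with all libraries, PFOA at 48 h had the most differentially expressed genes of the 12 comparisons, and 18.7% of the 4447 genes tested were called. The fit over all 5 groups called 0 for PFOA at 48 h and 492 for DoA at 6 h. At 48 h that fit includes DoA replicate 3 with 53.6% evenly spread counts, and it estimates 1 spread per gene over all groups. How far that library caused the fall to 0 was not tested. Pairwise DESeq2 called 774 for PFOA at 48 h. Without DoA replicate 3, the pairwise fit called 862 for DoA at 6 h, against 832 for PFOA at 48 h. *yfjH* (b2623, 2757644 to 2758600), which was singled out after its values were seen, had 0 counts in the 3 PFOA libraries and 93 to 262 in the untreated control, which is at least 11.1-fold lower given a limit of 3 read pairs (12 counts). *yfjI* and *sfmH* followed with log2 fold changes of -4.64 (standard error 0.72, edgeR adjusted p = 1.35e-05) and -3.61 (standard error 0.47, edgeR adjusted p = 1.60e-06), also at few counts, with 0.294 ± 0.509 and 0.613 ± 0.468 CPM with PFOA. DESeq2 gave *yfjI* an adjusted p of 0.0526. Evenly spread counts made up 3.66% to 10.9% of the untreated control libraries at 48 h and at most 0.598% of the PFOA libraries. The reference library of 48 h was PFOA replicate 1, whose share is 0 by definition. A fall of low-abundance genes with PFOA could therefore enter the control's share and be subtracted as even reads. The untreated control exceeded PFOA by a median of 17.6 counts per kb, scaled to equal protein-coding totals, in abundance decile 1, by 24.4 to 35.9 in deciles 2 to 7 and by 10.4 in decile 8, and lay below PFOA in deciles 9 and 10. When each library's evenly spread counts were subtracted, an alternative chosen after the data had been seen, edgeR called 542 genes (268 higher, 274 lower). A version that took the 5th percentile of counts per kb as each library's background had been tried before it, and called 621 (99 higher, 522 lower). Scaled by library size alone, 1078 genes were called (61 higher, 1017 lower).

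**Figure D3:**
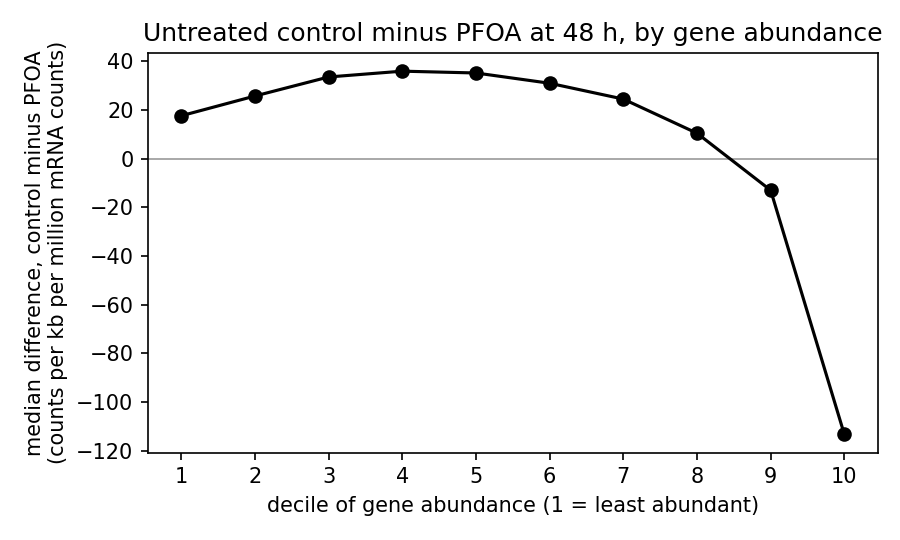
Median difference between the untreated control and PFOA at 48 h in counts per kb, scaled to equal protein-coding totals (vertical axis), for protein-coding genes in 10 groups of rising mean abundance (horizontal axis). The difference is 25.7 in decile 2 and 24.4 in decile 7, and -13 and -113 in deciles 9 and 10.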

For this timepoint, we observed a change in gene expression of a fluoride exporter, central metabolism enzymes, ribosomal proteins, molecular chaperones, autoinducer-2, and motility components induced by PFOA (Fig. 8; SI Fig. 6; Table SI 3; Table SI 12; Table SI 13, Table SI 14).

**Fig. 8:**
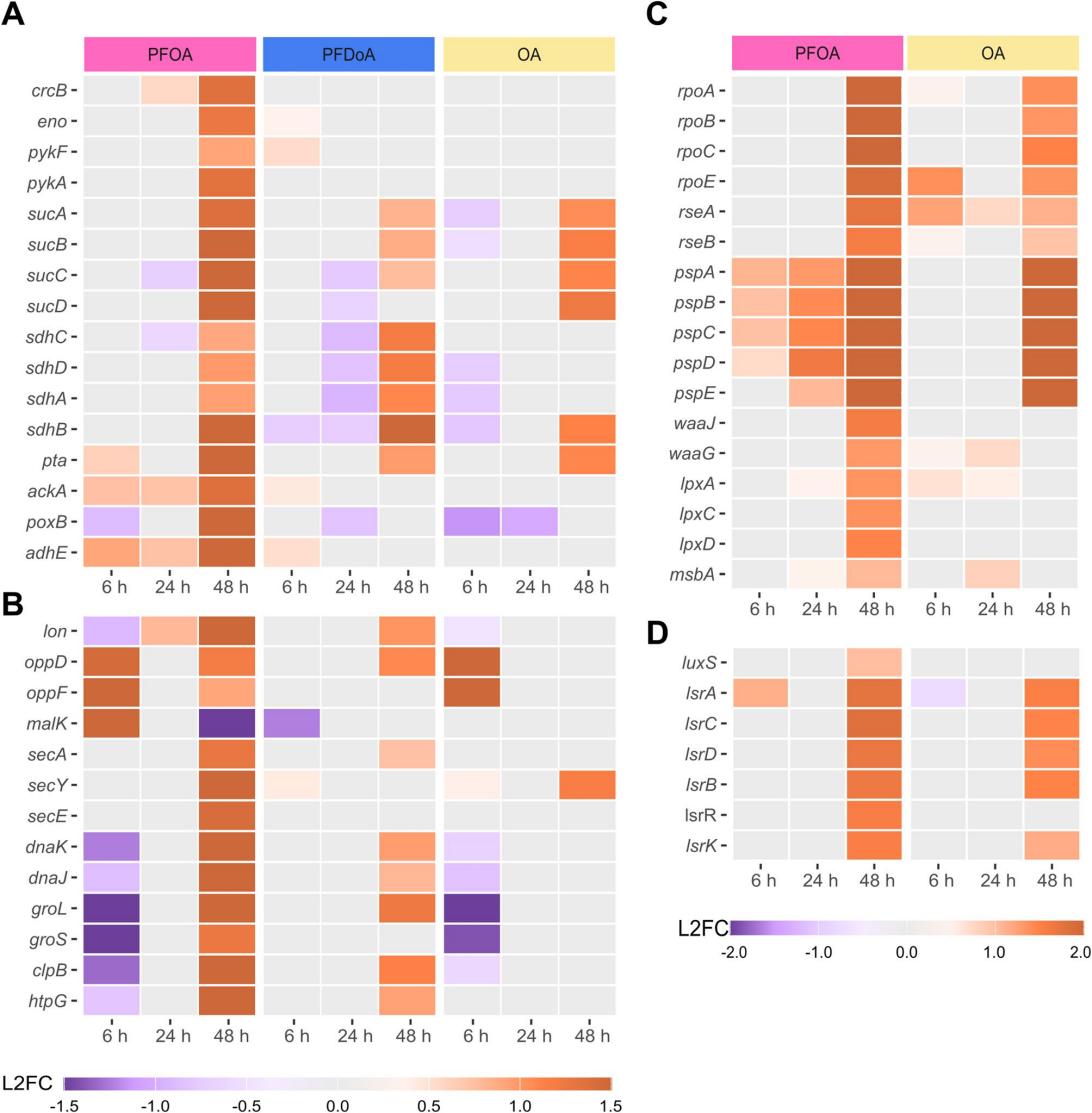
Select genes with differential expression at 48 h. Heatmaps display differential expression of select genes (padj < 0.05) encoding (**A**) a fluoride exporter and metabolic enzymes, (**B**) ATPases and the molecular chaperone network, (**C**) sigma factors and envelope stress response, and (**D**) the AI-2 signaling system at select time points in the time course (6, 24, 48 h). Expression is represented by log_2_ fold change (L2FC) within a gene compared to untreated control in a purple to orange scale displayed by legend color bar below each heatmap. Note heatmaps in (**A**) and (**B**) share the same L2FC scale and heatmaps in (**C**) and (**D**) share a separate scale. PFCA or NFCA treatment is represented by color coded bars at the top of the heatmap: PFOA (pink), PFDoA (blue), and OA (yellow). Genes with no significant change in expression are represented by gray boxes. PFDoA and DoA did not induce significant differential expression (padj < 0.05, |L2FC| > 1.2) of the displayed genes across time points in **C**, **D** and** A-D**, respectively (Table SI 12-14).

High concentrations of environmental fluoride can inhibit metabolism, ribosomes, and protein processing, in addition to altering pH and inducing oxidative stress in *E. coli* [46, 79]. Similar molecular mechanisms of oxidative stress along with membrane permeability have been demonstrated by PFAS toxicity [39, 96, 97]. Exporters, including the selective Fluc family fluoride ion channels, mediate fluoride resistance and protect bacteria against toxicity [98]. The *crcB* gene of *E. coli* encodes a Fluc fluoride transport channel to expel fluoride out of the cell [46]. 

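*crcB* (b0624, 657555 to 657938) was 111 ± 28.3 CPM with PFOA at 48 h and 46.5 ± 14.4 in the untreated control (n = 3 each), a log2 fold change of 1.262 (standard error 0.26, edgeR adjusted p = 3.11e-04). The adjusted p stayed under 0.05 with any 1 library left out. After the subtraction of evenly spread counts the value was 0.64 (edgeR adjusted p = 0.0970).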

Moderate upregulation, log_2_ fold change of 1.4, of *crcB* at 48 h by PFOA suggests a need to export intracellular fluoride potentially accumulated from PFOA throughout the time course (Figs. 5G and 8A; Table SI 12). Previous studies have observed the partitioning of PFAS with varying chain length into bacterial membranes and subsequent increase in membrane fluidity [96, 97]. In addition, *E. coli* has mechanisms to indiscriminately uptake fluoride through membrane ion channels or porins [46, 99]. These results suggest a potential chain-length difference in PFCA uptake and subsequent fluoride accumulation, as *crcB* was not differentially expressed by PFDoA at 48 h. 

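With PFDoA at 48 h, *crcB* was 76.1 ± 10.2 CPM (n = 3), a log2 fold change of 0.49 (standard error 0.24, edgeR adjusted p = 0.239). With the replicate number as a block it was 0.51 (edgeR adjusted p = 0.025). The difference between the PFOA and PFDoA effects on *crcB* was not tested. From the rise with PFOA alone, the paper proposes a chain-length difference in uptake and fluoride accumulation.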

Additional measurements will be needed to further explore this result.

Key components in various biological processes including glycolysis and the citric acid cycle (TCA) enzymes, ribosomal proteins, ATPases, and molecular chaperones were also upregulated at 48 h by PFOA (Fig. 8A; Table SI 12). 

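With PFOA at 48 h, *eno* (b2779, 2906643 to 2907941) changed by 1.16 (standard error 0.41, edgeR adjusted p = 0.0204), *pykF* by 0.82 (standard error 0.41, edgeR adjusted p = 0.0931), *pykA* by 1.23 (standard error 0.35, edgeR adjusted p = 0.00500) and *ppsA* by 0.56 (standard error 0.30, edgeR adjusted p = 0.109). *eno* reached an adjusted p of 0.118 without PFOA replicate 1. With DESeq2, *pykF* and *ppsA* had adjusted p-values of 0.00522 and 0.0227, and *pykF* had 0.00724 in edgeR without untreated control replicate 1. After the subtraction of evenly spread counts, *eno*, *pykA* and *ppsA* were 0.39, 0.52 and -0.035 (edgeR adjusted p = 0.241, 0.124 and 0.938).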

Vital for bacterial growth, genes encoding glycolytic enzymes enolase, *eno*, and pyruvate kinases, *pykF* and *pykA*, were moderately upregulated by PFOA at 48 h (Fig. 8A; SI Fig. 6), while *ppsA*, the phosphoenolpyruvate (PEP) synthetase encoding gene, which catalyzes a reverse reaction from pyruvate to PEP, was not differentially expressed. Enolase and kinases can be inhibited by micromolar amounts of fluoride as the ion can complex to metal ion active sites displacing the electronegative substrate [98, 100]. Fluoride inhibition of the activity of these key enzymes in central metabolism can result in the suspension of bacterial growth until fluoride is removed [46, 101]. Upregulation of glycolytic enzymes at 48 h provides further evidence of a specific response to possible fluoride accumulation from PFOA and export with *crcB*. Moreover, additional measurements within and beyond the time course could show if *crcB* mediated export of fluoride alleviates possible inhibition. 

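With PFOA at 48 h, *sucA* changed by 1.28 (standard error 0.33, edgeR adjusted p = 0.00242), *sucB* by 1.45 (standard error 0.28, edgeR adjusted p = 1.38e-04) and *sdhC* by 0.79 (standard error 0.25, edgeR adjusted p = 0.0117). The *sdhCDAB* and *sucABCD* genes lie next to each other at 755177 to 765049. Of 15 genes of central metabolism named in the paper, 14 were higher with an edgeR adjusted p under 0.05 (14 when adjusted over the list alone) and 3 passed 1.5, with a median of 1.28. With PFDoA, 6 were higher, and 0 without PFDoA replicate 1. *sdhC* with PFOA reached an adjusted p of 0.0833 without untreated control replicate 3 and 0.329 with library size alone. With evenly spread counts subtracted, 5 of the 15 had an adjusted p under 0.05 (10 in the 5th percentile version), and *sucA* and *sdhC* were 0.70 and 0.11.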

The *sucABCD* operon, encoding TCA enzymes, was significantly upregulated by PFOA at 48 h, whereas the upstream *sdhCDAB* operon, encoding succinate dehydrogenase, was moderately upregulated, log_2_ fold change of approximately 1.0 and 1.2, by PFOA at PFDoA, respectively (Fig. 8A; SI Fig. 6). Conversion of succinyl-CoA to succinate generates GTP indirectly contributing to energy production [102]. Succinyl-CoA also plays a role in peptidoglycan biosynthesis by generating precursor lysine and diaminopimelate [103]. Overexpression key metabolic enzymes and the fluoride exporter at 48 h, suggests *E. coli* could be recovering from possible fluoride inhibition during stationary phase. In connection to partial upregulation of glycolytic and TCA enzymes, genes encoding products of mixed-acid fermentation were also overexpressed in response to PFOA at 48 h (Fig. 8A; SI Fig. 6). 

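At 48 h with PFOA, *pta* changed by 1.76 (standard error 0.37, edgeR adjusted p = 3.37e-04), *ackA* by 1.28 (standard error 0.37, edgeR adjusted p = 0.00614), *poxB* by 1.39 (standard error 0.34, edgeR adjusted p = 0.00136) and *adhE* by 1.98 (standard error 0.53, edgeR adjusted p = 0.00321). *adhE* (b1241, 1295446 to 1298121) rose from 3201 ± 1268 to 12606 ± 2648 CPM (n = 3 each). Once evenly spread counts were subtracted, *ackA* and *poxB* had edgeR adjusted p-values of 0.109 and 0.0518, and *pta* and *adhE* kept an adjusted p under 0.05.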

Upregulation of genes (*pta*,* ackA*,* poxB*, *adhE*) encoding enzymes for pyruvate and acetyl-CoA conversion to acetate, succinate, and ethanol, in addition to activation of upstream enolase further corroborates a possible restart of central metabolism [104]. Furthermore, production of mixed-acid fermentation products and TCA intermediates, implies an essential metabolic requirement for survival in nutrient-limited stationary phase exacerbated by PFOA.

Growth in the presence of PFCAs induced the overexpression of ribosomal proteins at 48 h (Fig. 5H). Forty-two genes encoding 50 S and 30 S ribosomal protein subunits [105] were upregulated by PFOA at 48 h, and 17 of which were also upregulated by PFDoA (Table SI 12). 

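Of 54 ribosomal protein genes (symbols of the form rps, rpl or rpm with 1 capital letter), 54 were higher with PFOA at 48 h with an edgeR adjusted p under 0.05 (54 when adjusted over the list alone) and 39 passed 1.5, with log2 fold changes from 0.83 to 2.39 and a median of 1.85. With PFDoA, 42 were higher and 18 passed 1.5, with a median of 1.43, and 49 were higher when adjusted over the list alone. 17 genes passed 1.5 with both. *rplB* (b3317, 3450543 to 3451364) rose from 27.3 ± 4.19 to 96.0 ± 23.2 CPM with PFOA (n = 3 each), a log2 fold change of 1.82 (standard error 0.24, edgeR adjusted p = 1.44e-06). With PFOA, 50 to 54 genes kept an adjusted p under 0.05 with 1 library left out. With PFDoA the number was 0 without PFDoA replicate 1, 0 without untreated control replicate 1 and 12 without untreated control replicate 3. Under library size alone the PFOA median was 1.54, and after the subtraction of evenly spread counts it was 1.30.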

Though ribosome biogenesis can be reduced in response to nutrient limitations and stress [106], and fluoride can inhibit protein synthesis [78], the observed increase in gene expression of ribosomal proteins could suggest a requirement for machinery to translate new proteins in response to PFCAs late in stationary phase. These results also suggest an increase in ribosome biogenesis in response to the possible decrease in fluoride concentration by *crcB*-mediated export of fluoride. This observation is corroborated by similar findings in a proteomics study of upregulation of ribosomal proteins in anerobic *E. coli* supplemented with PFOA [39].

Several ATPases, including transporters and molecular chaperones, were also upregulated by PFOA at 48 h despite no significant change in expression at 24 (Fig. 8B; Table SI 12). ATPases are integral to survival and stress adaptation, and PFCA-induced stress or inhibition by fluoride [79, 107, 108] could lead to disruption of energy metabolism and cellular homeostasis. Upregulation of the ATP-dependent Lon protease (Fig. 8B), with roles in metabolic regulation, protein quality control, and degradation of abundant ribosomal proteins [109, 110], at 48 h, implies a possible need for the protease to degrade misfolded or abnormal proteins to supply amino acids for protein synthesis during stationary phase [111]. 

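*lon* (b0439, 458888 to 461242) rose from 118 ± 25.6 CPM in the untreated control to 379 ± 57.6 with PFOA at 48 h (n = 3 each), a log2 fold change of 1.69 (standard error 0.30, edgeR adjusted p = 4.98e-05). The call held with any 1 library left out and after the subtraction of evenly spread counts (1.35, edgeR adjusted p = 0.0109).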

Gene expression of ABC transporter ATPases in the oligopeptide transport system, *oppD* and *oppF*, and maltose transport, *malK* [112], varied throughout the time course. 

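At 6 h with PFOA, *oppD*, *oppF* and *malK* changed by 1.45 (standard error 0.29, edgeR adjusted p = 0.0196), 1.60 (standard error 0.29, edgeR adjusted p = 0.0135) and 1.56 (standard error 0.37, edgeR adjusted p = 0.0330). In the fit without untreated control replicate 3, these genes had adjusted p-values of 0.106, 0.0794 and 0.123. At 48 h the values were 1.10 (standard error 0.27, edgeR adjusted p = 0.00164), 0.80 (standard error 0.24, edgeR adjusted p = 0.00731) and -2.95 (standard error 0.36, edgeR adjusted p = 6.76e-07), so that *malK* was lower. Scaled by library size alone, *oppD* and *oppF* at 48 h had edgeR adjusted p-values of 0.0996 and 0.356, and *oppF* reached 0.0879 without PFOA replicate 2. With evenly spread counts subtracted, the 3 genes had 0.181, 0.217 and 0.0548. *malK* at 48 h held 3.10 ± 2.30 CPM with PFOA and 23.8 ± 5.79 in the untreated control (n = 3 each).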

Initially, the ATPases were upregulated at 6 h, not differentially expressed at 24 h, and moderately upregulated again at 48 h by PFOA (Fig. 8B). Likewise, a proteomics study found upregulation of the same oligopeptide-binding proteins in *E. coli* cultivated with PFOA [39]. The gene encoding the ATPase SecA and other essential components of the bacterial Sec translocase, *secYG* [113, 114], were also upregulated at 48 h (Fig. 8B; Table SI 12). 

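*secA* (b0098, 108279 to 110984) changed by 1.18 (standard error 0.28, edgeR adjusted p = 0.00114) with PFOA at 48 h, *secY* by 1.48 (standard error 0.45, edgeR adjusted p = 0.00823) and *secG* by 0.031 (standard error 0.30, edgeR adjusted p = 0.937). *secG* was a gene of few counts, with 6.37 ± 0.133 CPM with PFOA and 6.21 ± 1.75 in the untreated control (n = 3 each), and turned to -0.38 with library size alone and -0.11 without untreated control replicate 1. *secY* reached an adjusted p of 0.0539 without PFOA replicate 1 and 0.0809 after the subtraction of evenly spread counts. Of the 8 genes of ATPases and the Sec translocase (*lon*, *oppD*, *oppF*, *malK*, *secA*, *secY*, *secE* and *secG*), 6 were higher with an edgeR adjusted p under 0.05 (6 when adjusted over the list alone). After that subtraction 2 were, and 4 in its 5th percentile version.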

As protein secretion is essential in bacteria, the Sec system provides a form of transmembrane translocation to ferry polypeptides from the cytoplasm across the cytoplasmic membrane into the periplasm [115, 116]. Overexpression of these genes suggests possible PFOA-induced intracellular protein accumulation and Likely saturation of existing Sec-translocases at 48h. Moreover, if fluoride possibly inhibited SecA, upregulation at 48 h implies an increased abundance of SecA transcripts, similar to other ATPases discussed. 

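*secB* (b3609, 3783661 to 3784128) changed by 0.71 (standard error 0.31, edgeR adjusted p = 0.0570) with PFOA at 48 h. Its adjusted p was 0.0423 in edgeR with the replicate number as a block, 0.00532 without untreated control replicate 1 and 0.00479 with DESeq2, and the value turned to -0.051 after the subtraction of evenly spread counts.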

Although the gene encoding SecB, the protein secretion chaperone that interacts with the Sec translocase, was not even moderately upregulated with a log_2_ fold change of 0.81, other molecular chaperones may assist in protein processing in response to PFOA.

Bacteria employ molecular chaperones as regulators and facilitators of protein folding, transport, and control to maintain cellular homeostasis, especially during environmental stress. ATP-dependent molecular chaperones DnaK, GroEL, and trigger factor (TF) along with cochaperones DnaJ, GrpE, and GroES coordinate the folding of newly synthesized cytosolic proteins in *E. coli* [117]. Genes encoding the chaperone network, *dnaKJ*,* groLS*, *clpB*, and *htpG*, were highly overexpressed by PFOA at 48 h (Figs. 5I and 8B; Table SI 12). Conversely, the genes were initially downregulated by PFOA at 6 h. 

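With PFOA at 48 h, *groL* (b4143, 4371025 to 4372671) rose from 127 ± 48.4 CPM in the untreated control to 494 ± 129 (n = 3 each), a log2 fold change of 1.96 (standard error 0.34, edgeR adjusted p = 4.26e-05). *dnaK* changed by 1.66 (standard error 0.40, edgeR adjusted p = 0.00128), *dnaJ* by 1.48 (standard error 0.27, edgeR adjusted p = 9.51e-05), *groS* by 1.16 (standard error 0.28, edgeR adjusted p = 0.00126), *clpB* by 1.77 (standard error 0.37, edgeR adjusted p = 3.15e-04) and *htpG* by 1.51 (standard error 0.29, edgeR adjusted p = 1.58e-04). All 6 had an adjusted p under 0.05, also when adjusted over the list alone and with any 1 library left out, and 4 passed 1.5. Under library size alone, *groS* had an edgeR adjusted p of 0.173. Once evenly spread counts were subtracted *dnaK* was 0.99 and *htpG* 1.28 (edgeR adjusted p = 0.0900 and 0.0504).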

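With PFOA at 6 h, *groL* fell from 8243 ± 2477 to 2618 ± 286 CPM (n = 3 each), a log2 fold change of -1.65 (standard error 0.26, edgeR adjusted p = 0.0103). *dnaK* changed by -1.24 (standard error 0.26, edgeR adjusted p = 0.0235), *groS* by -1.72 (standard error 0.24, edgeR adjusted p = 0.00578), *clpB* by -1.31 (standard error 0.30, edgeR adjusted p = 0.0307), *dnaJ* by -0.87 (standard error 0.20, edgeR adjusted p = 0.0330) and *htpG* by -0.81 (standard error 0.29, edgeR adjusted p = 0.111). For *htpG* the adjusted p was 0.0180 with DESeq2 and 0.0380 in edgeR without PFOA replicate 2. Of the 6 genes, 5 had an adjusted p under 0.05 with all libraries in edgeR (6 when adjusted over the list alone) and 1 without untreated control replicate 3, and with library size alone *clpB* had 0.0531. The effect of PFOA on the mean log2 CPM of the 6 genes was -1.27 at 6 h and 1.80 at 48 h. The difference of 3.06 had p = 0.00500 in a two-sided permutation test of treatment labels, shuffled separately within each time point (400 relabellings). This is the smallest p that the test can give, and it was 0.0850 after Benjamini-Hochberg adjustment over 17 lists. The same flasks appear to have been sampled at both times, so the test is not exact. Its null is no effect at either time, so it does not by itself test equal effects.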

Molecular chaperones are overexpressed in response to other environmental stressors such as temperature, heavy metals, limited nutrients, and chemical pollutants [118, 119]. Upregulation of molecular chaperones genes during stationary phase suggests stress-induced activation in reaction to the presence of PFOA. This is consistent with existing literature that has found PFAS can destabilize and denature proteins [120, 121]. 

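With PFDoA at 48 h, *groL* changed by 1.30 (standard error 0.28, edgeR adjusted p = 0.0274) and *dnaK* by 1.02 (standard error 0.36, edgeR adjusted p = 0.118). The *dnaK* value had an adjusted p under 0.05 with DESeq2 (0.0443), and in edgeR with library size alone (0.0162), with the replicate number as a block (0.00622) or without PFDoA replicate 3 (0.0462). Of the 6 chaperone genes *dnaK*, *dnaJ*, *groL*, *groS*, *clpB* and *htpG*, 4 were higher with an edgeR adjusted p under 0.05, with a median of 1.00, and 6 when adjusted over the list alone. The count was 0 in each fit without 1 library except that without PFDoA replicate 3, where it was 5, and 0 after the subtraction of evenly spread counts. The difference between PFOA and PFDoA was not tested.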

Although PFDoA induced moderate overexpression of select chaperones at 48 h (Fig. 8B), significant upregulation by PFOA of the chaperone network indicates a chain-length dependent response. Moreover, these results also suggest a specific response to PFCAs as there was no significant change in gene expression induced by either NFCA at 48 h.

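None of the 6 chaperone genes passed with OA or DoA at 48 h by edgeR, where 0 and 1 had an unadjusted p under 0.05. Their median log2 fold changes were 0.70 and 0.90. Each of the 2 results rested on 1 library. Without DoA replicate 3, all 6 were higher with an adjusted p under 0.05, and without OA replicate 2, 3 were. Scaled over all 45 libraries, *dnaK* was 1339.7, 982 and 87.0 CPM in replicates 1, 2 and 3 of DoA and 1161, 349.9 and 573 in those of OA, against 599.9, 323 and 239 in the untreated control.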

Further analysis revealed PFOA triggered various stress responses as genes encoding sigma factors, components of envelope stress response mechanisms, and motility systems of flagellar assembly and chemotaxis were differentially expressed (Fig. 8C, D; SI Fig. 7). 

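Of *rpoA*, *rpoB*, *rpoC*, *rpoE*, *rpoH*, *fliA*, *rpoS*, *rseA*, *rseB* and *rseC*, 9 were higher and 1 (*fliA*) lower with PFOA at 48 h, each with an edgeR adjusted p under 0.05, and 9 were higher when adjusted over the list alone. *rpoE* (b2573, 2709437 to 2710012) changed by 1.79 (standard error 0.36, edgeR adjusted p = 2.53e-04), *rpoH* by 1.53 (standard error 0.39, edgeR adjusted p = 0.00211), *rseA* by 1.64 (standard error 0.46, edgeR adjusted p = 0.00419), *rpoS* by 0.98 (standard error 0.41, edgeR adjusted p = 0.0482) and *fliA* by -1.76 (standard error 0.33, edgeR adjusted p = 9.97e-05). *rpoS* lost its adjusted p under 0.05 in 5 of the 6 fits that left out 1 library (0.161 without PFOA replicate 2) and had 0.157 with library size alone. With evenly spread counts subtracted *rpoS* was 0.18 and *fliA* -1.42 (edgeR adjusted p = 0.709 and 0.163). With OA at 48 h, none of the 10 passed, 8 had an unadjusted p under 0.05, 8 were higher when adjusted over the list alone, and the median was 0.97. *rpoE* changed by 1.28 (standard error 0.36, edgeR adjusted p = 0.186) and *rpoH* by 0.90 (standard error 0.37, edgeR adjusted p = 0.193) with OA. 6 of the 10 were higher without OA replicate 2, and 6 with DESeq2 (*rpoE*, adjusted p = 0.0109).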

RNA polymerase (RNAP) core enzyme subunits, *rpoA and rpoBC*, RNAP sigma factors, *rpoE*,* rpoH*,* rpoF/fliA*, and *rpoS*, and RpoE regulators, *rseABC*, were highly upregulated by PFOA and only moderately upregulated by OA at 48 h (Fig. 8C; Table SI 13). As these genes have regulatory roles in the transcription of genes involved in outer membrane stress response, heat shock, flagellar assembly, and stationary phase gene expression, respectively, overexpression suggests heightened regulation of mechanisms employed to mitigate possible stress of PFCAs and NFCAs [122–124]. Similar to RNAP and sigma factors, the phage-shock-protein (Psp) operon, *pspABCD*, was also upregulated by PFOA and OA at 48 h (Fig. 8C; Table SI 13). In contrast to OA, the magnitude of overexpression of the operon by PFOA increased over the time course. 

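The *psp* genes *pspA* to *pspD* lie at 1368079 to 1369614. With PFOA at 48 h their log2 fold changes ranged from 2.57 to 2.99, with edgeR adjusted p-values of at most 1.50e-04, and 4 passed when adjusted over the list alone. *pspA* was 1199 ± 1209 CPM with PFOA and 198 ± 38.8 in the untreated control (n = 3 each), a log2 fold change of 2.59 (standard error 0.50, edgeR adjusted p = 1.50e-04). Once evenly spread counts were subtracted 2 of the 4 genes had an adjusted p under 0.05 (4 in the 5th percentile version), and *pspA* was 1.87 (0.0890). With OA at 48 h, *pspA* changed by 1.95 (standard error 0.50, edgeR adjusted p = 0.186). None of the 4 passed with OA by edgeR, all 4 had an unadjusted p under 0.05, and all 4 were higher when adjusted over the list alone, with DESeq2, with library size alone, with the replicate number as a block and without OA replicate 2.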

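With PFOA, *pspA* changed by 1.10 (standard error 0.22, edgeR adjusted p = 0.0185) at 6 h and 1.29 (standard error 0.22, edgeR adjusted p = 0.0143) at 24 h. In the fit without untreated control replicate 3 the adjusted p-values were 0.0990 and 0.0685. The medians of the 4 genes with PFOA were 1.00, 1.43 and 2.72 at 6, 24 and 48 h, and with OA -0.25, 0.59 and 2.11. The increase of the PFOA effect from 6 h to 48 h was 1.67 on the mean log2 CPM, with p = 0.265 in the permutation test and 0.410 after adjustment over 17 lists.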

As the Psp system can be initiated by a damaged inner membrane [125] and Sec translocase overload [126], an increase in expression throughout the time course by PFOA suggests use of the regulation mechanism to combat possible envelope stress. Our results show additional evidence of PFOA-induced envelope stress as the lipopolysaccharide (LPS) gene clusters responsible for the synthesis of the core oligosaccharide structure, *rfa*, and the lipid A soluble proteins, *lpxA*,* lpxC*, and *lpxD*, and the ATP-binding LPS transporter, *msbA* [127], were moderately upregulated at 48 h (Fig. 8C; Table SI 13). Overexpression of these genes may suggest the need to synthesize LPS components to maintain the outer membrane, despite the high energetic cost. 

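Of 6 genes of lipopolysaccharide synthesis and transport shown by the paper (*waaJ*, *waaG*, *lpxA*, *lpxC*, *lpxD* and *msbA*), 5 were higher with PFOA at 48 h with an edgeR adjusted p under 0.05, 6 when adjusted over the list alone, and their log2 fold changes ranged from 0.94 to 1.50. *lpxA* changed by 1.25 (standard error 0.27, edgeR adjusted p = 4.29e-04), *waaG* by 1.21 (standard error 0.23, edgeR adjusted p = 1.43e-04) and *msbA* by 0.94 (standard error 0.25, edgeR adjusted p = 0.00352). Scaled by library size alone, *waaG* and *msbA* had edgeR adjusted p-values of 0.0685 and 0.254. With evenly spread counts subtracted 1 of the 6 had an adjusted p under 0.05 (4 in the 5th percentile version), and *lpxA* and *msbA* were 0.65 and 1.85.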

Previous studies have shown that PFAS partition into lipid bilayers and disrupt bacterial membranes, leading to increased permeability [96, 97, 128]. Our results suggest *E. coli* is employing several mechanisms to mitigate envelope stress, likely from PFOA.

To adapt to limited resources in stationary phase and respond to external stressors, bacteria will downregulate high energetic-cost processes like motility to reallocate resources to survival [129, 130]. 

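Of 22 genes of flagellar assembly and chemotaxis taken from the paper (*flhABE*, *fliAEFGHIJKLNOP*, *motAB*, *tap*, *tar* and *cheARY*), all 22 were lower with PFOA at 48 h with an edgeR adjusted p under 0.05, also when adjusted over the list alone and with any 1 library left out, and 21 passed -1.5. Their log2 fold changes ranged from -2.70 to -1.36 with a median of -1.97. *tar* (b1886, 1971030 to 1972691) fell from 41.8 ± 13.8 CPM in the untreated control to 8.89 ± 1.49 (n = 3 each), a log2 fold change of -2.24 (standard error 0.25, edgeR adjusted p = 3.17e-07), and *cheA* changed by -1.65 (standard error 0.27, edgeR adjusted p = 2.15e-05). Less abundant genes were lower in general in this comparison, and the median of the 22 genes minus that of all genes was -1.91. Once evenly spread counts were subtracted, 11 of the 22 had an adjusted p under 0.05 (21 in the 5th percentile version) and *cheA* turned to 0.59 (edgeR adjusted p = 0.757). The regulators *flhC* and *flhD* were higher, by 1.03 (standard error 0.23, edgeR adjusted p = 5.68e-04) and 1.31 (standard error 0.26, edgeR adjusted p = 2.12e-04), and had edgeR adjusted p-values of 0.128 and 0.0623 with library size alone and 0.147 and 0.316 after that subtraction.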

We observed downregulation of genes encoding components involved in flagellar assembly, chemotaxis, and extracellular polysaccharide (EPS) biosynthesis at 48 h by PFOA (Figs. 5J and 8D; SI Fig. 7; Table SI 14). These results suggest PFOA could be inducing a transition from a sessile state towards possible biofilm formation, therefore reducing motility via downregulation of flagellar assembly, as an indirect effect, in order to conserve energetic resources. Notably, DoA-induced upregulation of the same flagellar assembly and chemotaxis genes during mid-exponential phase (SI Fig. 7; Table SI 14) suggests these processes may have been used to respond to DoA and to follow nutrient gradients. Moreover, these genes were not significantly changed by OA or PFDoA at any point in the time course, suggesting a specific response to PFOA at 48 h. Furthermore, genes encoding autoinducer-2 (AI-2), *luxS*, a quorum sensing (QS) molecule [131] and the ABC transporter *lsr* operon, used for AI-2 uptake, were significantly upregulated by PFOA at 48 h (Fig. 8D; Table SI 14). 

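With DoA at 6 h, all 22 genes had a higher mean than in the untreated control, with a median log2 fold change of 1.72. None passed by edgeR with all libraries, 17 had an unadjusted p under 0.05, 15 were higher when adjusted over the list alone, and 22 passed without DoA replicate 3. DESeq2 put 13 higher, and the fit over all 5 groups 16. *tar* changed by 2.87 (standard error 0.71, edgeR adjusted p = 0.183) (DESeq2 adjusted p = 0.00318) and was 32.0, 60.4 and 6.57 CPM in replicates 1, 2 and 3, against 3.18, 5.71 and 3.74 in the untreated control. With evenly spread counts subtracted the median of the 22 genes was 1.09.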

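The 22 genes had 0 members with an edgeR adjusted p under 0.05 in any comparison of OA or PFDoA. When the replicate number was a block, 18 were lower with PFDoA and 3 with OA at 48 h. Both results at 48 h rested on 1 library, since 22 were lower without PFDoA replicate 3 and 22 without OA replicate 2. With 1 library left out at 6 h or 24 h, at most 1 passed. At an unadjusted p under 0.05 there were 2, 2 and 7 with OA and 4, 4 and 6 with PFDoA at 6, 24 and 48 h. The median log2 fold changes at 48 h were -0.92 and -0.67. No test of the difference from PFOA was run.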

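Of *luxS*, *lsrA*, *lsrB*, *lsrC*, *lsrD*, *lsrK* and *lsrR*, all 7 were higher with PFOA at 48 h with an edgeR adjusted p under 0.05, over all genes and when adjusted over the list alone, and 4 passed 1.5. *luxS* (b2687, 2814218 to 2814733) changed by 0.91 (standard error 0.32, edgeR adjusted p = 0.0184) and *lsrA* by 1.66 (standard error 0.26, edgeR adjusted p = 1.42e-05). *luxS* reached an adjusted p of 0.128 without PFOA replicate 1, 0.0579 with library size alone and 0.609 after the subtraction of evenly spread counts. With OA at 48 h, the 7 genes had a median of 1.33, 0 passed (4 with the replicate block and 6 without OA replicate 2) and all 7 had an unadjusted p under 0.05.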

AI-2 controls gene expression of chemotaxis and flagellar assembly and has a possible link to biofilm formation [132]. A previous study found PFAS induced the production of EPS, biofilm precursor, in *Rhodococcus* as a stress response [133]. Although EPS biosynthesis genes are downregulated at 48 h, with the exception of the *rfb* operon (Table SI 14), additional measurements after 48 h could provide insight into possible PFOA-induced biofilm formation.

## Conclusions

In summary, we performed time course RNA-seq to characterize the transcriptional responses of mid-exponential phase and stationary phase *E. coli* to PFCAs, PFOA and PFDoA. Our results suggest 100 µmol/L of either PFCA or respective NFCAs do not statistically impact the growth of *E. coli* at any point in the time course relative to the untreated control. However, differential expression analysis revealed PFOA and PFDoA did induce statistically significant changes in gene expression of the formate regulon and sulfate assimilation at mid-exponential phase and ferrous iron transport, the molecular chaperone network, and motility processes during stationary phase. The time course enabled us to capture the specific and common responses of *E. coli* to PFCAs and NFCAs across time and helped to characterize responses that were specific to a single growth phase or prolonged over time. For instance, our results indicate a requirement for sulfur-containing compounds, like cysteine, during mid-exponential phase as sulfate assimilation components were overexpressed in response specifically to PFDoA. In contrast, overexpression of ferrous iron transporters and amino acid enzymes by PFOA and PFDoA early in stationary phase suggest a time dependent need for ferrous iron and select amino acids. Although differentially expressed at different phases within the time course, sulfur-containing compounds and iron participate in various redox reactions within the cell which could suggest PFCAs induce adjustments to cellular redox. Interestingly, PFOA induced the largest change in gene expression of this study at 48h, whereas PFDoA induced a minor change in expression. These results suggest different modes of interactions between *E. coli* and two PFCAs that only differ in length by four carbons but have different physiochemical properties.

These results not only provide additional biological context of the response of *E. coli* to PFCAs at key phases of growth, but possible novel engineering targets to facilitate the development of future environmental monitoring and mitigation strategies. For example, gene expression of numerous small regulatory RNAs and their targets was only significantly changed by PFCAs and not by NFCAs (Fig. 7C), suggesting a unique response to fluorinated compounds that could be utilized in a whole cell biosensor. Additionally, the moderate upregulation of *crcB*, a putative fluoride exporter downstream of a fluoride riboswitch, by PFOA at 48 h (Fig. 8A), suggests there may have been some removal of fluorine from the PFOA over the time course, warranting further investigation as a mitigation strategy.

Even though these measurements offer a comprehensive transcriptomic snapshot of the relationship between PFCAs and a model bacterium at key growth phases, further characterization efforts would benefit from additional measurements of PFAS with different molecular structures, concentrations, and complex mixtures to explore the extent to which the responses identified here are conserved and identify novel responses. While significant changes in gene expression were induced at the concentration studied here, no obvious growth defects were observed, suggesting *E. coli* is relatively tolerate of PFAS compared to eukaryotes [36–39]. These results are in line with recent studies showing multiple enteric bacteria can grow uninhibited with up to 500 µmol/L of PFAS [35]. Conducting similar studies on environmental microorganisms and microbial communities could provide insight into conserved responses across genera and species and how contamination by PFAS impacts the environment. As technology continues to advance, improved gene expression measurements at the single cell, population, and community level combined with multiomics level analysis would enable more accurate, impactful understanding of PFAS at all levels of biology. This complete picture could aid in the rapid development of inexpensive and easy-to-deploy living measurement systems for in situ environmental monitoring and mitigation strategies.

## Materials and methods

### Bacterial strain

*Escherichia coli* MG1655 ATCC 47076 was obtained from the American Type Culture Collection (ATCC). The strain was maintained on Luria-Bertani (LB) agar plates at 37 °C prior to use.

### PFOA, PFDoA, and NFCA Preparation

Two PFCAs, perfluorooctanoic acid (96%, PFOA) and tricosafluorododecanoic acid (95%, perfluorododecanoic acid, PFDoA) were used in this study. See Table SI 15 for additional chemical stock information. PFOA and PFDoA were dissolved in dimethyl sulfoxide (DMSO) to prepare a stock solution of 100 mmol/L. Concentrations in the growth medium for growth experiments were 100 µmol/L and 10 µmol/L. The final concentration in the growth medium for sequencing experiments was 100 µmol/L. DMSO was present in the growth medium at a final volume fraction of 0.1%. Dodecanoic acid (98%, DoA) was prepared in the same way as the PFCA stocks. Octanoic acid (99%, OA) samples contained an addition of DMSO to the growth medium. All untreated samples contained an equivalent concentration of DMSO and were devoid of PFCA addition.

### ***E. coli*** growth in PFCA or NFCA containing medium

*E. coli* MG1655 was struck onto an LB agar (BD Difco) plate from a glycerol stock obtained from ATCC. Overnight cultures for each biological replicate were prepared by inoculating 3 mL of M9 minimal medium [134], without PFCA or NFCA addition, with an individual colony incubated at 37 °C, 250 rpm (Table SI 15). For flask-based growth experiments, PFCA stocks, NFCA stocks, or DMSO were added into M9 prior inoculation with *E. coli* cultures as described above. To prepare sample flasks, 50 mL of M9 in sterile 125 mL baffled flasks was inoculated with overnight culture and adjusted to a starting optical density at 600 nm of 0.01 (SI Fig. 1; Table SI 1). Cultures were incubated at 37 °C, 250 rpm for 48 h. Independent biological triplicate flasks were used for each PFCA, NFCA, and untreated control group.

To obtain the optical density of each culture, bacterial growth was monitored in each culture with absorbance measurements at 600 nm in technical triplicate throughout the 48 h period. A Biotek Epoch2 microplate reader was used for absorbance measurements. A two-way mixed ANOVA of optical density measurements and time was performed in RStudio running R version 4.2.2 with functions from packages tidyverse (v2.0.0) and rstatix (v0.7.2) [135, 136]. See SI Note 1. A mixed ANOVA was used because the dependent variable (optical density) was subjected to both a between-subjects variable (PFCA or NFCA) and a within-subjects variable (time).

### Total RNA extraction, cDNA library preparation, and RNA sequencing

Cell pellets of *E. coli* from each sample type (PFCA, NFCA, or untreated control) were harvested at 6 h, 24 h, and 48 h and normalized to an OD_600_ of 1.0. Samples were spun down at 5,500xg for 7 min at 4 °C, and supernatant was removed prior to storage at −80 °C until total RNA extraction.

Total RNA was extracted from biological triplicates of each PFCA, NFCA, and untreated control at 6 h, 24 h, and 48 h using RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions with an on-column DNase I digestion for 15 min using an RNase-free DNase Set (Qiagen). Cells were lysed in 200 µL Tris-EDTA buffer solution, pH 8.0 containing 20 g/L lysozyme (Sigma Aldrich) at room temperature for 10 min with vortexing every 2 min. RNA was eluted in 35 µL of molecular grade water (Invitrogen) and stored at −80 °C. The concentration and purity of total RNA were quantified on a Qubit 4 fluorometer (Invitrogen) using Qubit RNA Broad Range Assay Kit, DeNovix D-11 Series Spectrophotometer, and 4200 TapeStation System (Agilent) using RNA ScreenTape Analysis.

Total RNA samples were sent to Azenta Life Sciences (USA) for cDNA library preparation using TruSeq Stranded mRNA kit (Illumina) and next-generation sequencing (Strand-Specific RNA-Seq Service) using an Illumina HiSeq platform for 2 × 150 bp paired-end reads. Average sequencing depth obtained was 7.81 million. Additional information on sequencing is provided in (Table SI 2).

### Bioinformatic analysis

Bioinformatic analysis was performed on an Amazon Web Service EC2 instance and locally on RStudio. TrimGalore (v0.6.7) with Cutadapt (v3.5) and fastQC (v0.11.9) was used to remove adapter sequences and low-quality reads from each raw read file [137–139]. HISAT2 (v2.2.1) [140] was used to align paired-end reads to *E. coli* MG1655 reference genome (GenBank accession GCA_000005845.2). Alignment scores and quality metric scores are shown in Table SI 2. Samtools (v1.13) was used for file conversion of SAM files to sorted BAM files before transcript assembly was performed with Stringtie (v2.2.1) [141, 142]. In RStudio running R version 4.2.2, tximport (v1.26.1) prepared count tables from Stringtie transcript-level estimates [135, 136, 143]. DESeq2 (v1.38.3) was used to perform differential gene expression analysis with a negative binomial distribution model [50]. The time specific untreated control served as the control baseline for all pairwise comparisons. In this study, we consider genes to be differentially expressed if the Benjamini-Hochberg adjusted p-value (padj) is less than 0.05. We mark moderate and significant differential expression with absolute values of the log_2_ fold change greater than or equal to 1.2 and 1.5, respectively. Gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway over-representation analyses were performed using clusterProfiler (v4.6.2) using the *E. coli* K12 organism package, org.EcK12.eg.db, (v3.19.1) and KEGG organism eco [144, 145] (SI File 1). Additional data curation was performed using EcoCyc [146].

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

## Data Availability

The data presented in this study have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (146) and are accessible through GEO Series accession number GSE288896 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE288896).

## Abbreviations

PFAS: Per- and polyfluoroalkyl substances
PFOA: Perfluorooctanoic acid
PFDoA: Perfluorododecanoic acid
NFCA: Non-fluorinated carboxylic acids
USEPA: U. S. Environmental Protection Agency
OECD: Organization of Economic Co-operation and Development
LC-MS: Liquid chromatography – mass spectrometry
RNA-seq: RNA sequencing
DMSO: Dimethyl sulfoxide
OA: Octanoic acid
DoA: Dodecanoic acid
OD_600_: Optical density at 600 nm
NGS: Next generation sequencing
PCA: Principal component analysis
NAD: Nicotinamide adenine dinucleotide
FHL: Formate hydrogenlyase
ABC: ATP-binding cassette
APS: Adenosine 5’-phosphosulfate
Fe^2+^: Ferrous iron
Fe^3+^: Ferric iron
sRNA: Small regulatory RNA
TCA: The citric acid cycle
PEP: Phosphoenolpyruvate
TF: Trigger factor
RNAP: RNA polymerase
Psp: Phage-shock-protein
LPS: Lipopolysaccharide
EPS: Extracellular polysaccharide
AI-2: Autoinducer-2
QS: Quorum sensing

# Supplementary material for: Comparative transcriptomic analysis of perfluoroalkyl substances-induced responses of exponential and stationary phase Escherichia coli
**Source:** BMC Genomics. 2025 Nov 7;26:1016. doi: 10.1186/s12864-025-12109-4
**Supplement:** Supplementary file 2 — Supplementary Material 2.

## **SI Figures for “Comparative Transcriptomic Analysis of Perfluoroalkyl Substances-Induced Responses of Exponential and Stationary Phase *Escherichia coli*.”**

### List of SI Figures

1. SI Figure 1. Visual overview of culturing and sampling procedure in biological triplicate.
2. SI Figure 2. Growth of *E. coli* MG1655 in M9 at 37 °C in the presence of 10 µmol/L of PFOA (pink), PFDoA, (blue), OA (yellow), or DoA (green) displayed as OD<sub>600</sub> over time (hr).
3. SI Figure 3. Principal component analysis of transcriptome samples displays sample variation of treated and untreated samples at 6 hr (square), 24 hr (circle), and 48 hr (triangle).
4. SI Figure 4. Transcriptomic profiles of *E. coli* grown with NFCAs.
5. SI Figure 5. Differential gene expression comparison between PFCAs and NFCAs by chain length over time.
6. SI Figure 6. Schematic of metabolic pathways differentially expressed in stationary phase *E. coli* in response to PFCAs.
7. SI Figure 7. Select motility genes with differential expression over the time course.

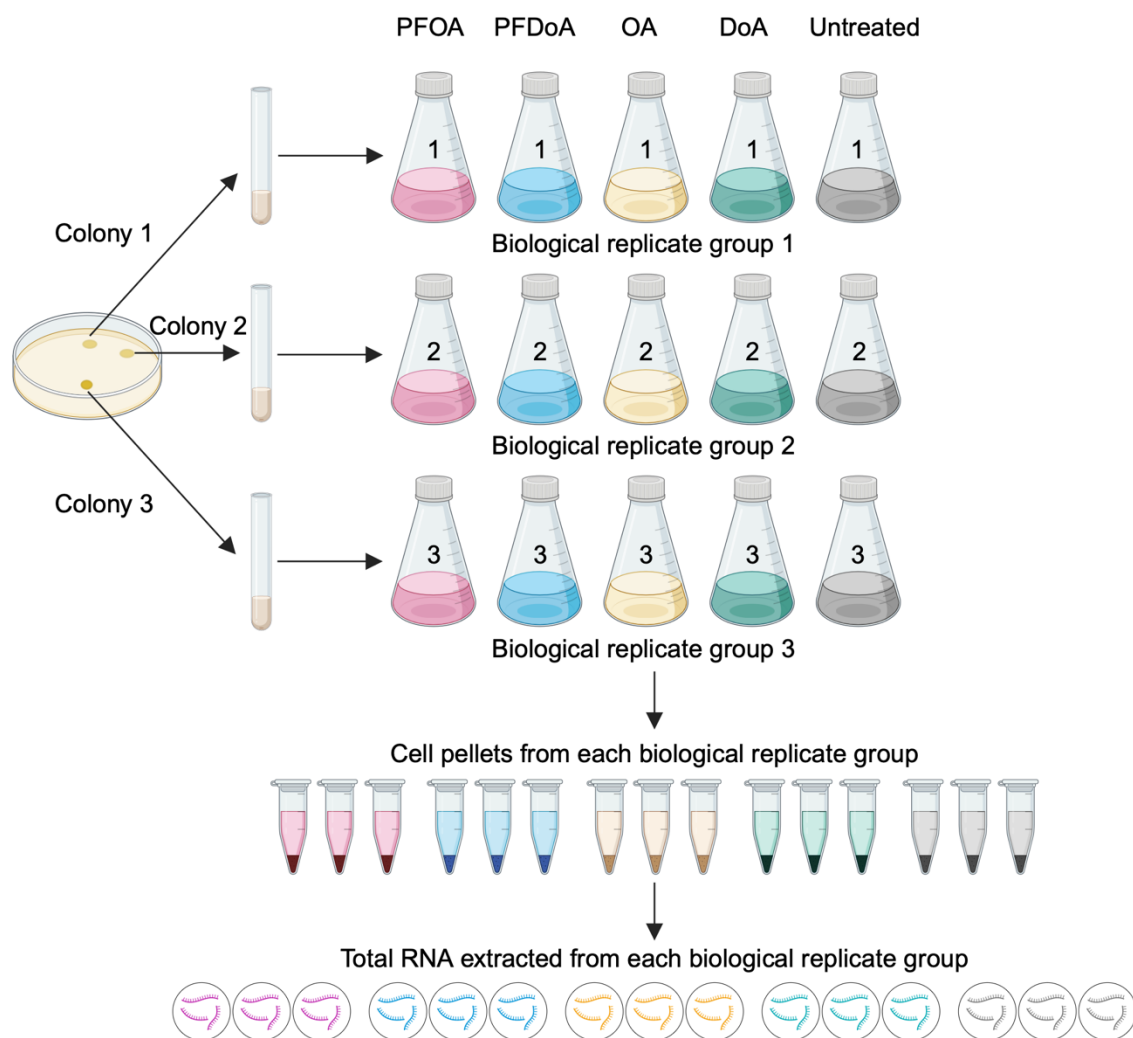

**SI Figure 1.** Visual overview of culturing and sampling procedure in biological triplicate with each experimental condition of perfluorooctanoic acid (PFOA, pink), perfluorododecanoic acid (PFDoA, blue), octanoic acid (OA, yellow), dodecanoic acid (DoA, green), and untreated (gray).

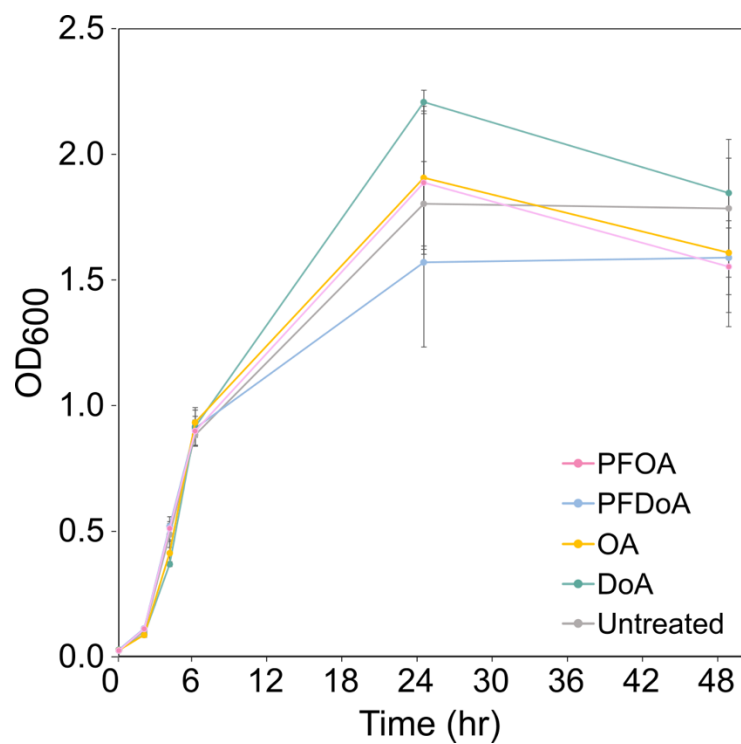

**SI Figure 2.** Growth of *E. coli* MG1655 in M9 at 37 °C in the presence of 10  $\mu\text{mol/L}$  of PFOA (pink), PFDoA, (blue), OA (yellow), or DoA (green) displayed as  $\text{OD}_{600}$  over time (hr). Untreated cells containing an equivalent concentration of DMSO are displayed in gray. Error bars represent standard deviation of biological triplicates.

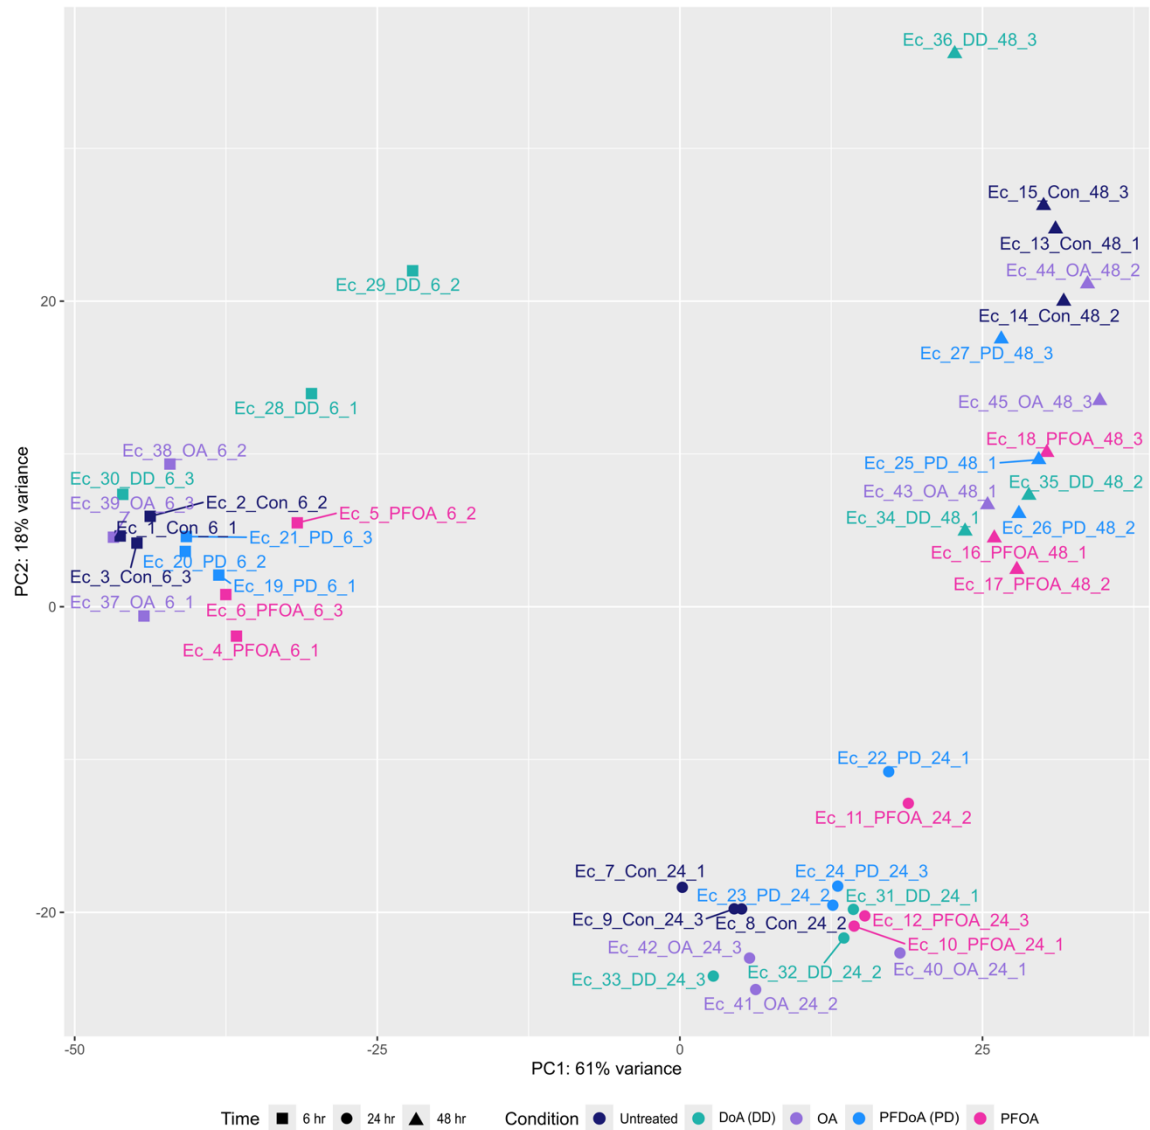

**SI Figure 3. Principal component analysis of transcriptome samples displays sample variation of treated and untreated samples at 6 hr (square), 24 hr (circle), and 48 hr (triangle). Sample type is represented by color: PFOA (pink), PFDaA denoted as PD (blue), OA (purple), DoA denoted as DD (green), and untreated control (navy). Sample table with identifiers in SI Table 2.**

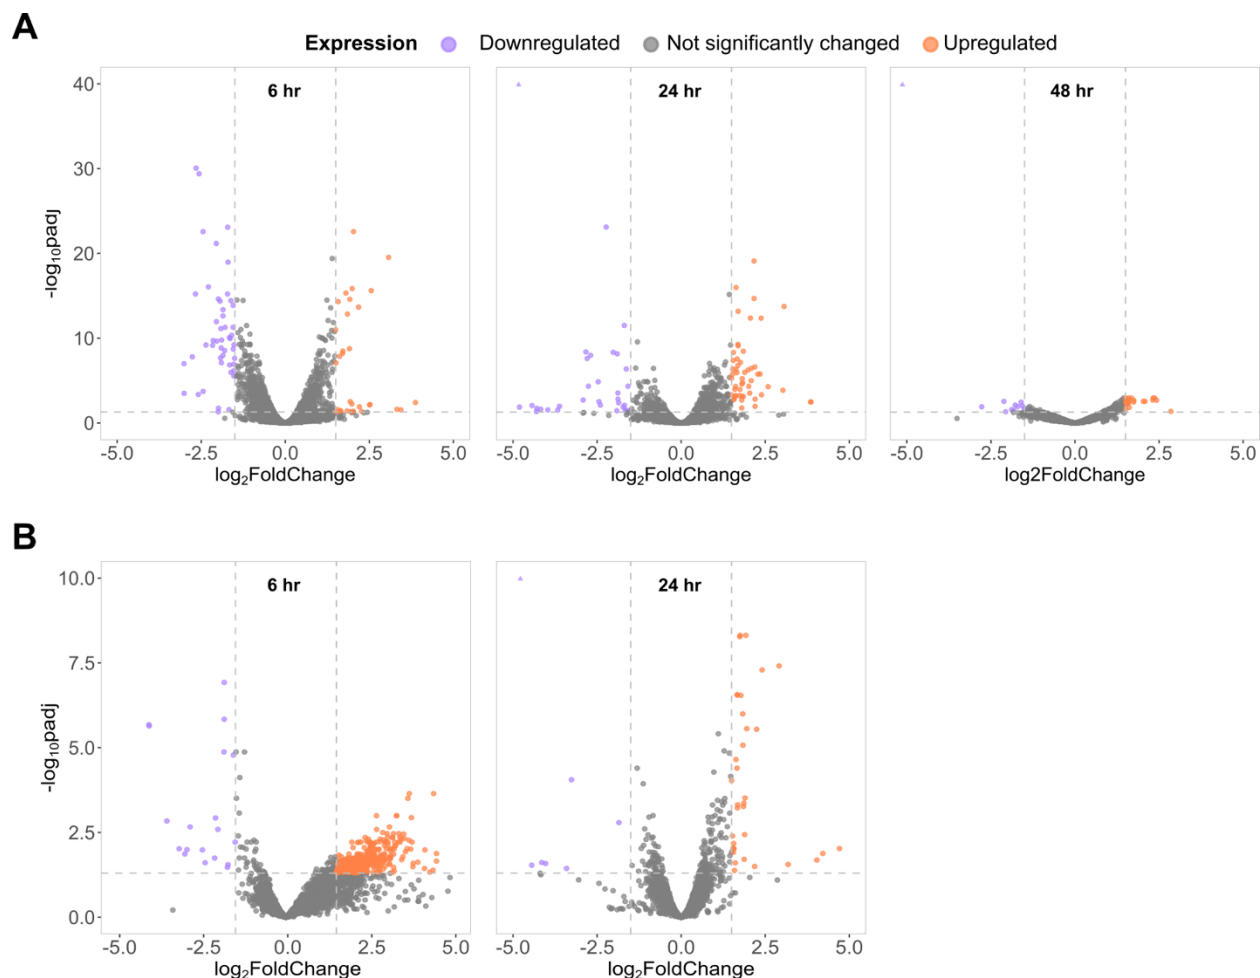

**SI Figure 4. Transcriptomic profiles of *E. coli* grown with NFCAs.** Volcano plots show the global transcriptional response of *E. coli* to (A) OA and (B) DoA in comparison to an untreated control group at 6 hr, 24 hr, and 48 hr. Dashed lines represent a significance cutoff for differential expression of an adjusted p-value (padj) of less than 0.05 and absolute value of the log<sub>2</sub> foldchange greater than 1.5. Upregulated and downregulated genes are denoted with purple and orange, respectively, and genes not significantly changed by NFCA treatment are gray. Differentially expressed genes with log<sub>2</sub> foldchange and or padj values outside of the plot limits are represented by orange or purple triangles in the upper corners of each plot if applicable.

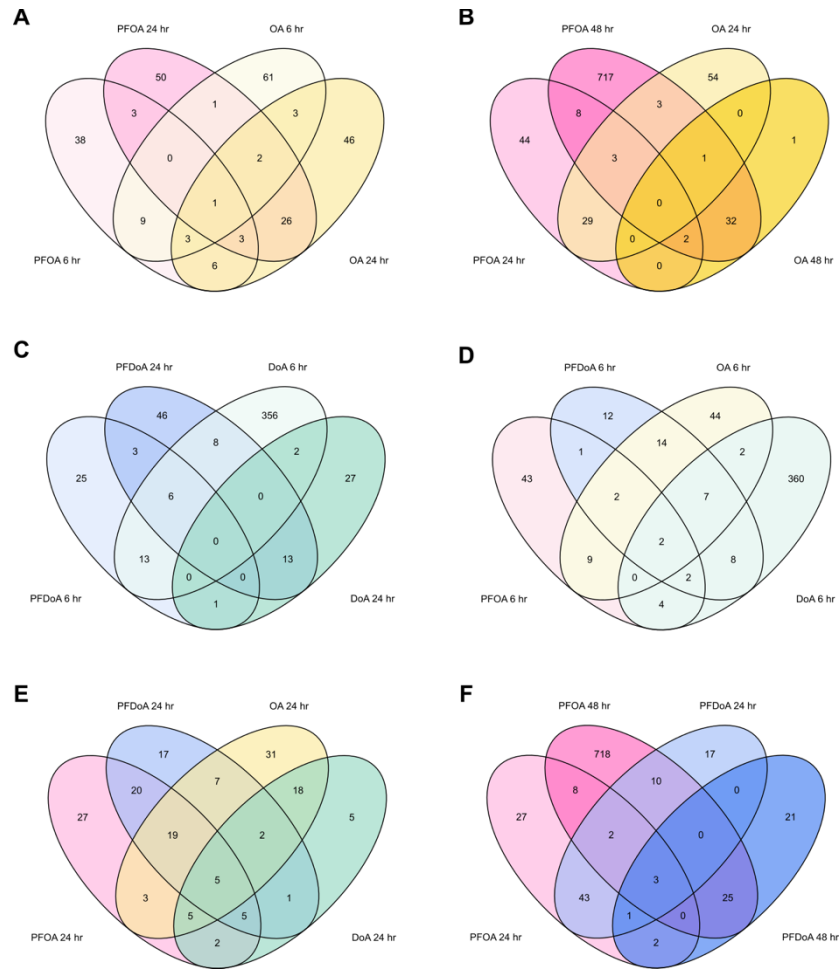

**SI Figure 5. Differential gene expression comparison between PFCAs and NFCAs by chain length over time.** Venn diagrams display the number of differentially expressed genes uniquely or commonly induced in *E. coli* by the labeled treatment. Unions display genes differentially expressed by both treatments at more than one time point. Genes in the outer circles are only differentially expressed at a single time point by a single treatment. (A) Comparison of differentially expressed genes by PFOA or OA at 6 hr and 24 hr. (B) Comparison of differentially expressed genes by PFOA or OA at 24 hr and 48 hr. (C) Comparison of differentially expressed genes by PFDa or DoA at 6 hr and 24 hr. (D) Comparison of differentially expressed genes by PFOA, PFDa, OA, or DoA at 6 hr. (E) Comparison of differentially expressed genes by PFOA, PFDa, OA, or DoA at 24 hr. (F) Comparison of differentially expressed genes by PFOA or PFDa at 24 hr and 48 hr.

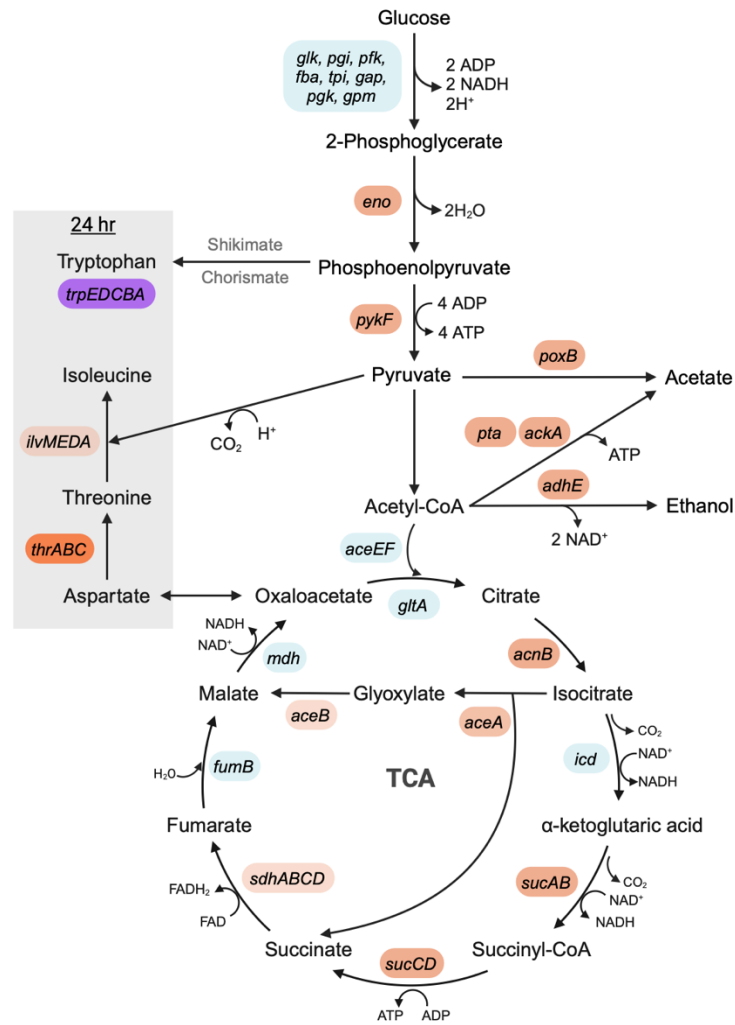

**SI Figure 6. Schematic of metabolic pathways differentially expressed in stationary phase *E. coli* in response to PFCAs.** The reactions and synthesis pathways of amino acids including aspartate, threonine, isoleucine, and tryptophan differentially expressed at 24 hr by PFOA and PFDoA are highlighted with a gray background. The pathways differentially expressed at 48 hr by PFOA include glycolysis, the citric acid cycle (TCA), and fermentation reactions to acetate and ethanol. Differentially expressed genes ( $p_{adj} < 0.05$ ) are shaded in orange (upregulated) or purple (downregulated) with corresponding  $\log_2$  foldchanges displayed in Figure 7, Figure 8, Table SI 8, and Table SI 9. Genes with no significant change in expression ( $p_{adj} > 0.05$  and or  $|\log_2 \text{foldchange}| < 1.2$ ) are shaded in blue.

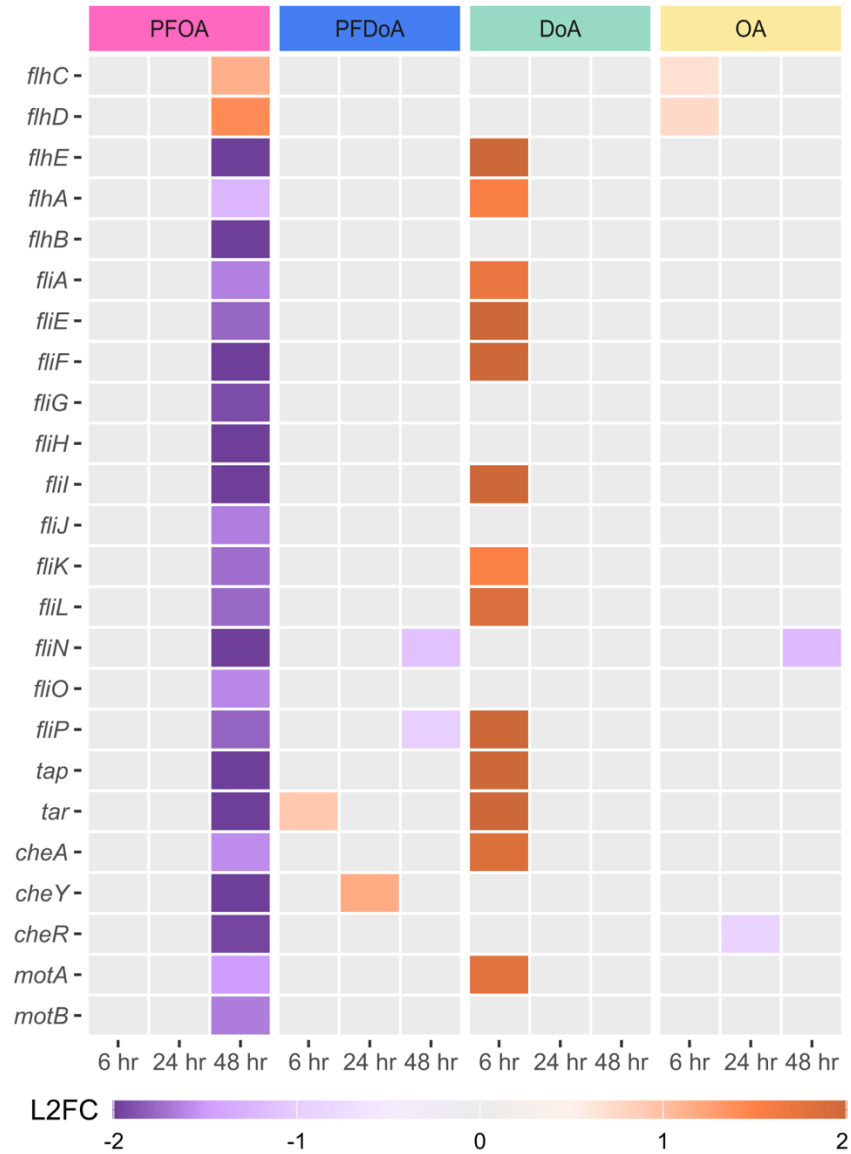

**SI Figure 7. Select motility genes with differential expression over the time course.** Heatmaps display differential expression of select genes ( $p_{adj} < 0.05$ ) encoding motility processes including flagellar assembly and chemotaxis at select time points in the time course (6, 24, 48 hr). Expression is represented by log<sub>2</sub> fold change (L2FC) within a gene compared to untreated control in a purple to orange scale displayed by legend color bar below each heatmap. PFCA or NFCA treatment is represented by color coded bars at the top of the heatmap: PFOA (pink), PFDoA (blue), DoA (green), and OA (yellow). Genes with no significant change in expression are represented by gray boxes.

# Supplementary material for: Comparative transcriptomic analysis of perfluoroalkyl substances-induced responses of exponential and stationary phase Escherichia coli
**Source:** BMC Genomics. 2025 Nov 7;26:1016. doi: 10.1186/s12864-025-12109-4
**Supplement:** Supplementary file 3 — Supplementary Material 3.

## **SI Figures for “Comparative Transcriptomic Analysis of Perfluoroalkyl Substances-Induced Responses of Exponential and Stationary Phase *Escherichia coli*.”**

### List of SI Figures

1. SI Figure 1. Visual overview of culturing and sampling procedure in biological triplicate.
2. SI Figure 2. Growth of *E. coli* MG1655 in M9 at 37 °C in the presence of PFOA (pink), PFDoA, (blue), OA (yellow), or DoA (green) displayed as OD<sub>600</sub> over time (hr).
3. SI Figure 3. Principal component analysis of transcriptome samples displays sample variation of treated and untreated samples at 6 hr (square), 24 hr (circle), and 48 hr (triangle).
4. SI Figure 4. Transcriptomic profiles of *E. coli* grown with NFCAs.
5. SI Figure 5. Differential gene expression comparison between PFCAs and NFCAs by chain length over time.
6. SI Figure 6. Schematic of metabolic pathways differentially expressed in stationary phase *E. coli* in response to PFCAs.
7. SI Figure 7. Select motility genes with differential expression over the time course.

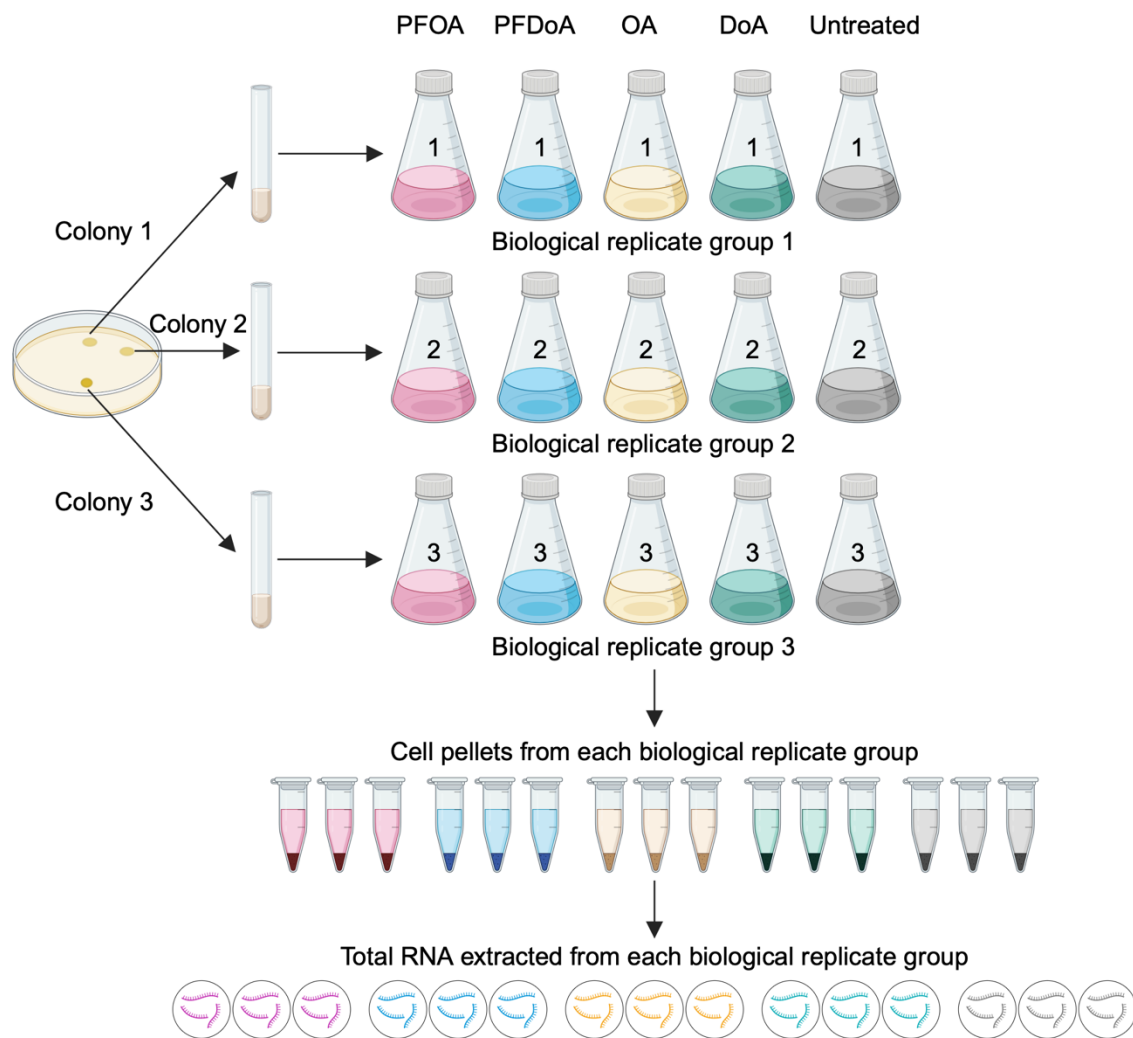

**SI Figure 1.** Visual overview of culturing and sampling procedure in biological triplicate with each experimental condition of perfluorooctanoic acid (PFOA, pink), perfluorododecanoic acid (PFDoA, blue), octanoic acid (OA, yellow), dodecanoic acid (DoA, green), and untreated (gray).

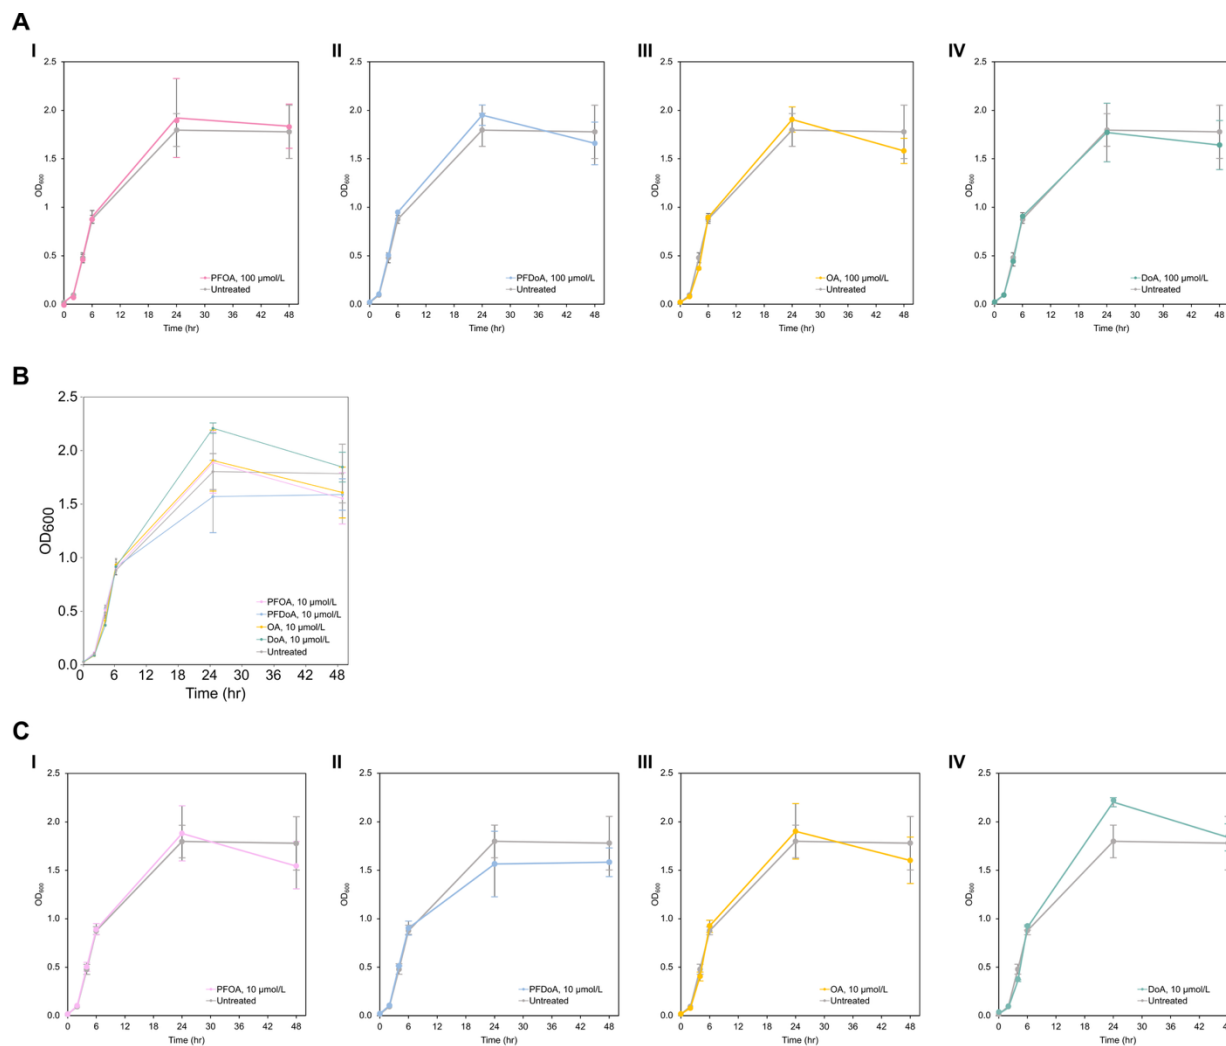

**SI Figure 2.** Growth of *E. coli* MG1655 in M9 at 37 °C in the presence of PFCAs, NFCAs, or DMSO displayed as optical density at 600 nm ( $\text{OD}_{600}$ ) over time (hr). (A, C) Individual growth curves of *E. coli* over time cultured with (A) 100  $\mu\text{mol/L}$  or (C) 10  $\mu\text{mol/L}$  PFOA (I, pink), PFDoA, (II, blue), OA (III, yellow), or DoA (IV, green). (B) Growth of *E. coli* cultured with 10  $\mu\text{mol/L}$  of each PFCA or NFCA in comparison to the untreated control over time. Untreated cells containing an equivalent concentration of DMSO are displayed in gray. Error bars represent standard deviation of biological triplicates (SI Table 1).

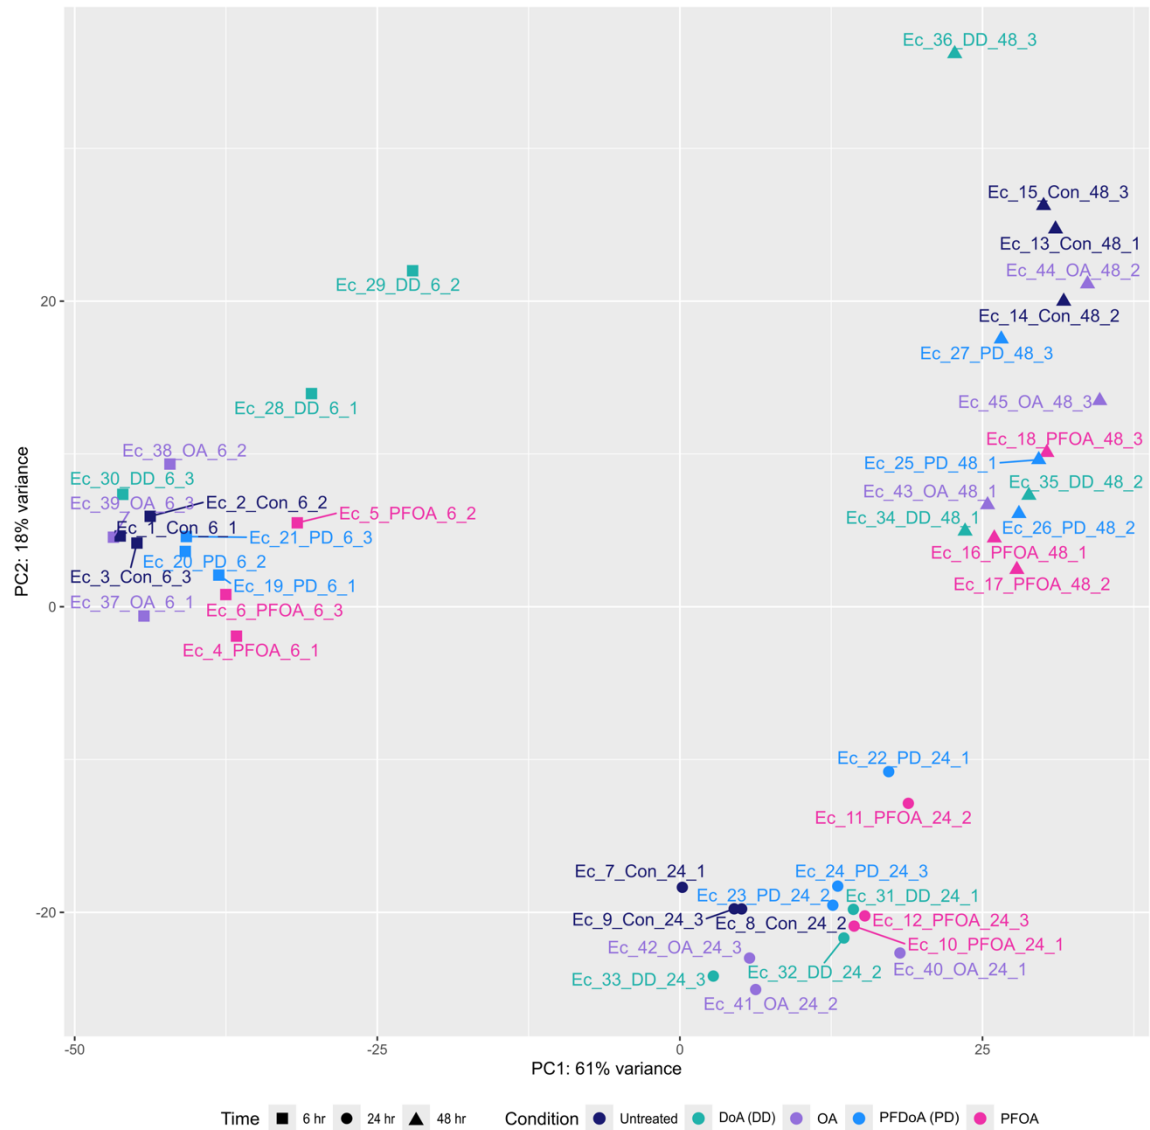

**SI Figure 3. Principal component analysis of transcriptome samples displays sample variation of treated and untreated samples at 6 hr (square), 24 hr (circle), and 48 hr (triangle). Sample type is represented by color: PFOA (pink), PFDaA denoted as PD (blue), OA (purple), DoA denoted as DD (green), and untreated control (navy). Sample table with identifiers in SI Table 2.**

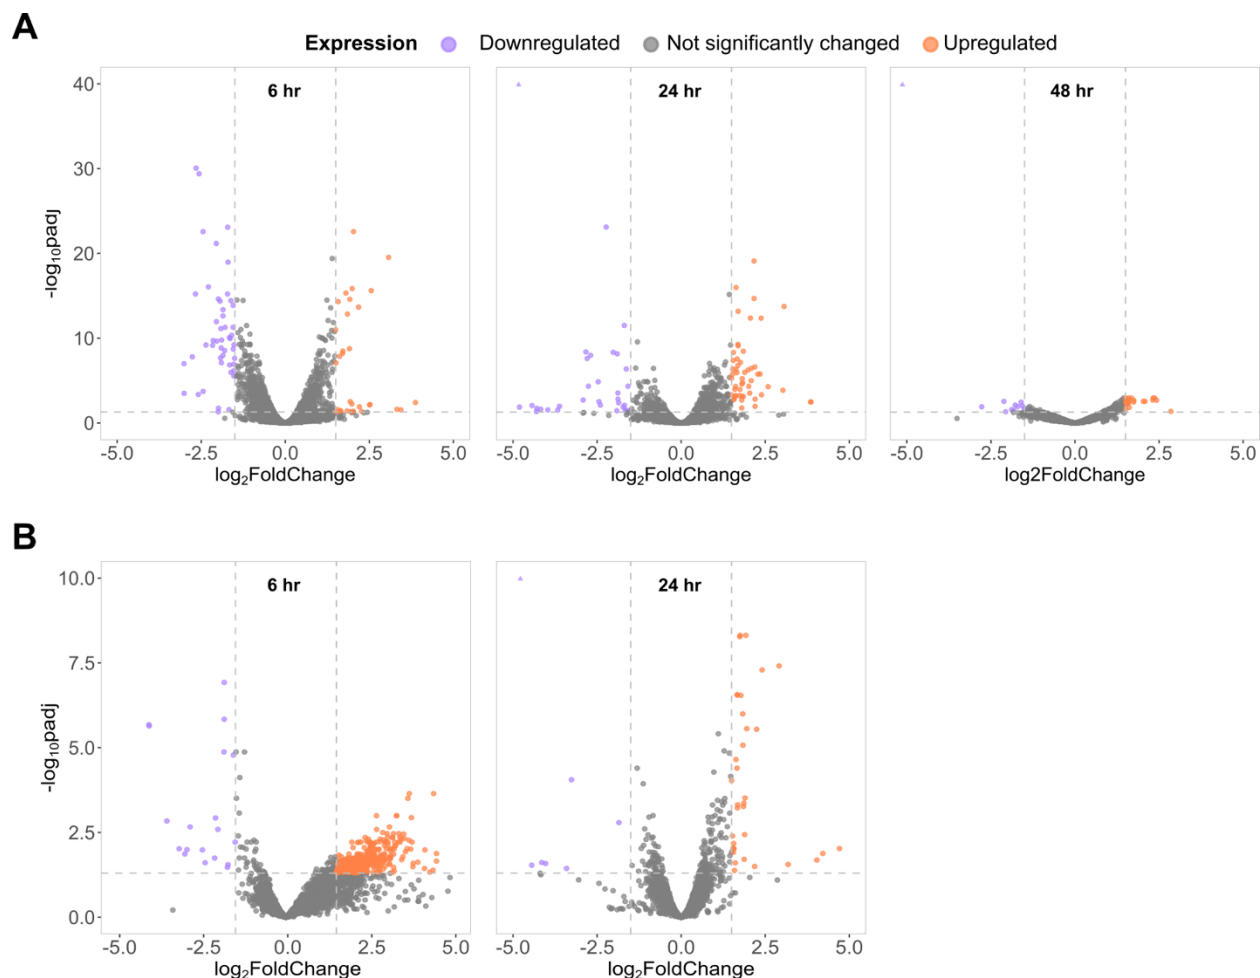

**SI Figure 4. Transcriptomic profiles of *E. coli* grown with NFCAs.** Volcano plots show the global transcriptional response of *E. coli* to (A) OA and (B) DoA in comparison to an untreated control group at 6 hr, 24 hr, and 48 hr. Dashed lines represent a significance cutoff for differential expression of an adjusted p-value (padj) of less than 0.05 and absolute value of the log<sub>2</sub> foldchange greater than 1.5. Upregulated and downregulated genes are denoted with purple and orange, respectively, and genes not significantly changed by NFCA treatment are gray. Differentially expressed genes with log<sub>2</sub> foldchange and or padj values outside of the plot limits are represented by orange or purple triangles in the upper corners of each plot if applicable.

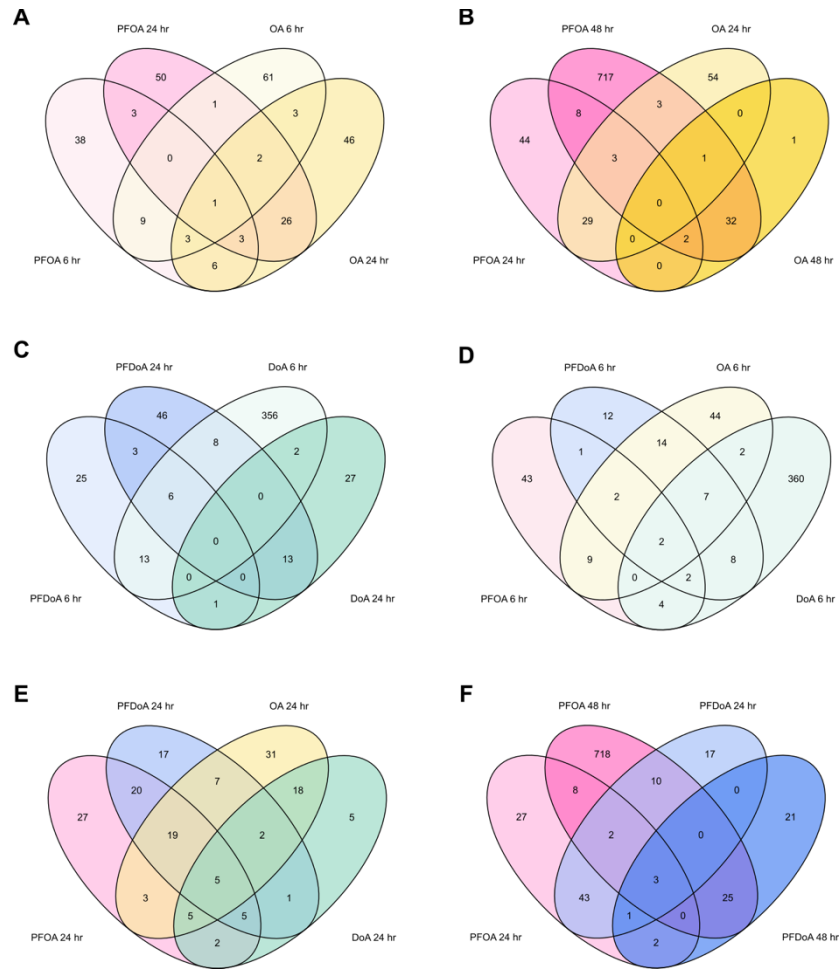

**SI Figure 5. Differential gene expression comparison between PFCAs and NFCAs by chain length over time.** Venn diagrams display the number of differentially expressed genes uniquely or commonly induced in *E. coli* by the labeled treatment. Unions display genes differentially expressed by both treatments at more than one time point. Genes in the outer circles are only differentially expressed at a single time point by a single treatment. (A) Comparison of differentially expressed genes by PFOA or OA at 6 hr and 24 hr. (B) Comparison of differentially expressed genes by PFOA or OA at 24 hr and 48 hr. (C) Comparison of differentially expressed genes by PFDa or DoA at 6 hr and 24 hr. (D) Comparison of differentially expressed genes by PFOA, PFDa, OA, or DoA at 6 hr. (E) Comparison of differentially expressed genes by PFOA, PFDa, OA, or DoA at 24 hr. (F) Comparison of differentially expressed genes by PFOA or PFDa at 24 hr and 48 hr.

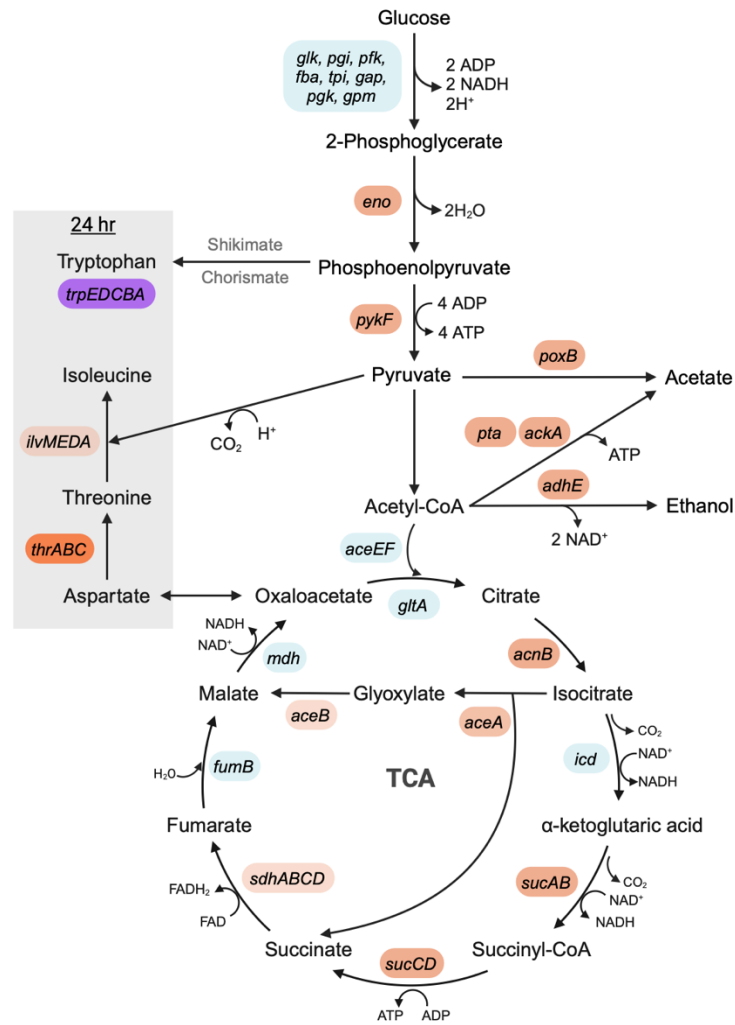

**SI Figure 6. Schematic of metabolic pathways differentially expressed in stationary phase *E. coli* in response to PFCAs.** The reactions and synthesis pathways of amino acids including aspartate, threonine, isoleucine, and tryptophan differentially expressed at 24 hr by PFOA and PFDoA are highlighted with a gray background. The pathways differentially expressed at 48 hr by PFOA include glycolysis, the citric acid cycle (TCA), and fermentation reactions to acetate and ethanol. Differentially expressed genes ( $p_{adj} < 0.05$ ) are shaded in orange (upregulated) or purple (downregulated) with corresponding  $\log_2$  foldchanges displayed in Figure 7, Figure 8, Table SI 8, and Table SI 9. Genes with no significant change in expression ( $p_{adj} > 0.05$  and or  $|\log_2 \text{foldchange}| < 1.2$ ) are shaded in blue.

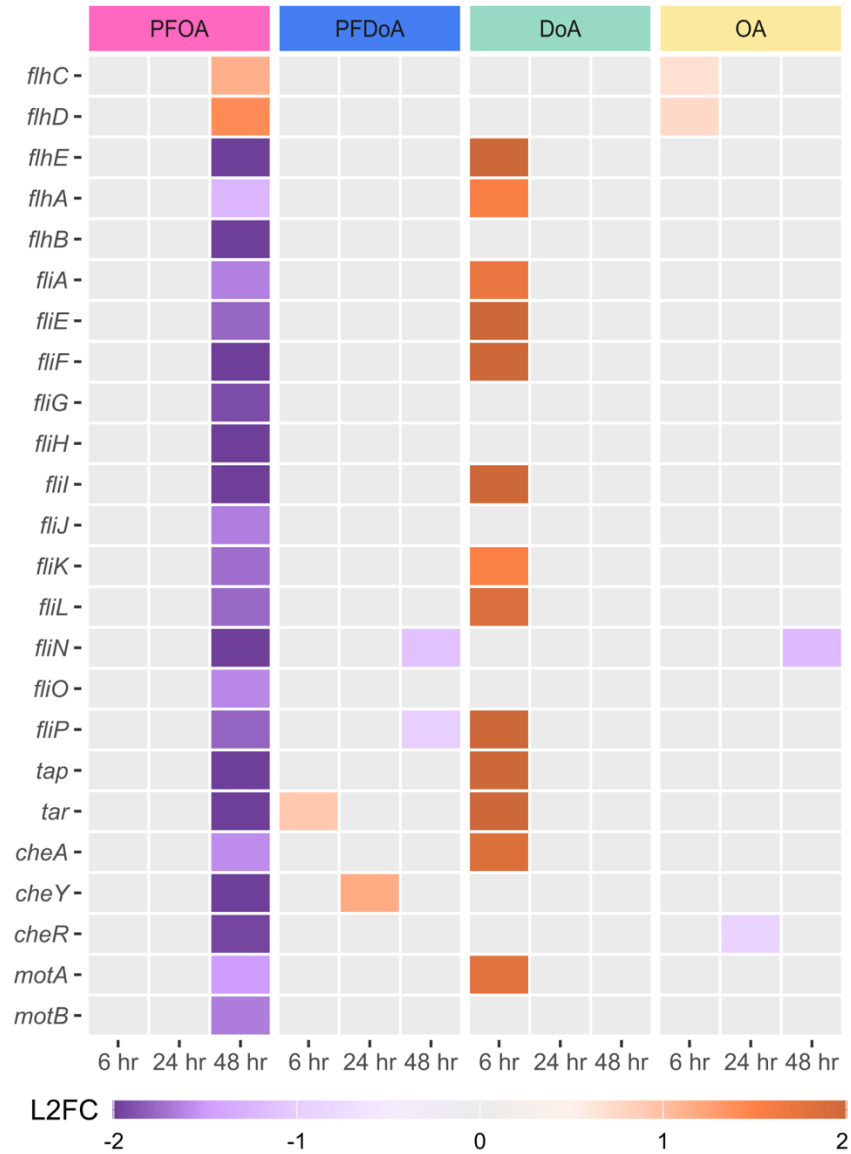

**SI Figure 7. Select motility genes with differential expression over the time course.** Heatmaps display differential expression of select genes ( $p_{adj} < 0.05$ ) encoding motility processes including flagellar assembly and chemotaxis at select time points in the time course (6, 24, 48 hr). Expression is represented by log<sub>2</sub> fold change (L2FC) within a gene compared to untreated control in a purple to orange scale displayed by legend color bar below each heatmap. PFCA or NFCA treatment is represented by color coded bars at the top of the heatmap: PFOA (pink), PFDoA (blue), DoA (green), and OA (yellow). Genes with no significant change in expression are represented by gray boxes.

# Supplementary material for: Comparative transcriptomic analysis of perfluoroalkyl substances-induced responses of exponential and stationary phase Escherichia coli
**Source:** BMC Genomics. 2025 Nov 7;26:1016. doi: 10.1186/s12864-025-12109-4
**Supplement:** Supplementary file 4 — Supplementary Material 4.

**Supplementary Note 1.** Two-way mixed ANOVA for growth data. A two-way mixed ANOVA of optical density measurements and time was performed in RStudio running R version 4.2.2 with functions from packages tidyverse (v2.0.0) and rstatix (v0.7.2). The R script used to perform this analysis is provided below. Input and output data tables are provided in SI Table 1.

The between-subjects factors are the PFCA and NFCA samples (treatment) and the within-subjects factor is time. We assumed no significant outliers were present in the dataset, normality, and homogeneity of variances. We used Levene's test for equality of variances to assume sphericity and homogeneity of covariances.

Key R functions used in the analysis: `anova_test()`, `levene_test()`, `get_anova_table()` from `rstatix`.

---

R script:

```
# Mixed two-way ANOVA - E. coli seq dataset

# Load required libraries

library(tidyverse)

library(ggpubr)

library(rstatix)

# Load in OD dataframe (SI Table 1)

od_data_ec <- read.delim("/path/input_anova.txt")

# Gather columns into long format (group times in single column)

# Convert 'id' and 'time' into factor variables

od_data_ec <- od_data_ec %>%

  gather(key = "time", value = "score", t0, t2, t4, t6, t24, t48) %>%

  convert_as_factor(id, time, group)

# Visualize long-form to make sure it is correct

set.seed(123)

od_data_ec %>% sample_n_by(group, time, size = 1)
```

```

# Perform summary stats

# Output table provides: mean, sd, count
od_data_ec %>%
  group_by(time, group) %>%
  get_summary_stats(score, type = "mean_sd")

# Plot
bxp <- ggboxplot(
  od_data_ec, x = "time", y = "score",
  color = "group", palette = "jco"
)
bxp

# Check out assumptions for ANOVA:
od_data_ec %>%
  group_by(time, group) %>%
  identify_outliers(score)

# QQ plot draws the correlation between a given data and the normal distribution
# Points fall along the line for normal distribution
ggqqplot(od_data_ec, "score", ggtheme = theme_bw()) +
  facet_grid(time ~ group)

# Homogeneity of variance assumption
# The homogeneity of variance assumption of the between-subject factor (group)...
# ...can be checked using the Levene's test
od_data_ec %>%
  group_by(time) %>%
  levene_test(score ~ group)

```

```

# Homogeneity of covariances assumption
# Box's M-test
# If this test is statistically significant (i.e.,  $p < 0.001$ ), you do not have
# equal covariances, but if the test is not statistically significant
# (i.e.,  $p > 0.001$ ), you have equal covariances and you have not violated the
# assumption of homogeneity of covariances.
box_m(od_data_ec[, "score", drop = FALSE], od_data_ec$group)

#----Run ANOVA-----
# Two-way mixed ANOVA test
res.aov.ec <- anova_test(
  data = od_data_ec, dv = score, wid = id,
  between = group, within = time
)
res_anova_table_ec <- get_anova_table(res.aov.ec)

#----- Post-hoc tests-----
# Simple main effect of group variable - investigate effect of b/w subject ...
# ...factor (group-condition) on OD600 (score) at every time point
# Impact of group at each time point
one.way.ec <- od_data_ec %>%
  group_by(time) %>%
  anova_test(dv = score, wid = id, between = group) %>%
  get_anova_table() %>%
  adjust_pvalue(method = "bonferroni")
one.way.ec

```

```

# Pairwise comparisons between group levels

pwc_ec <- od_data_ec %>%
  group_by(time) %>%
  pairwise_t_test(score ~ group, p.adjust.method = "bonferroni")
pwc_ec

pwc_ec <- pwc_ec %>% add_xy_position(x = "time")

bxp +
  stat_pvalue_manual(pwc.filtered, tip.length = 0, hide.ns = TRUE) +
  labs(
    subtitle = get_test_label(res.aov.pp, detailed = TRUE),
    caption = get_pwc_label(pwc_pp)
  )

# Coerce the data.frame to all-character
df_out = data.frame(lapply(pwc_ec, as.character), stringsAsFactors=FALSE)

# write out results table
write.csv(df_out, "/path/anova_output.csv")

```

How the deposited data were processed for this re-analysis (not part of the article)

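RNA was sequenced in 45 libraries of *E. coli* MG1655 grown in M9 minimal medium with glucose. They cover an untreated control and cultures with 100 µmol/L PFOA, PFDoA, OA or DoA, sampled at 6, 24 and 48 h with 3 replicates each. The paper describes 3 flasks per group grown for 48 h, so the times are read as repeated samples of the same flasks. Every culture held 0.1% DMSO. The samples' conditions were taken from the deposited sample labels. For the authors' part, the paper states that reads were trimmed with TrimGalore and Cutadapt, aligned with HISAT2, processed with samtools and quantified with StringTie, and that tximport passed the result to DESeq2. The expected counts were made by the authors in this way and are used as deposited: estimated counts per gene, without normalization between libraries. Since 66.6% of the values are whole numbers after multiplication by 75, a value was read as covered bases divided by 75, which the other values do not show. On this reading a read pair of 2 reads of 150 bases adds about 4. All 4511 genes matched a locus tag of the ASM584v2 annotation.

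Values were rounded to whole numbers and compared with edgeR 4.0.16 in R 4.3.3, 12 comparisons of 3 treated libraries with the 3 untreated control libraries of the same time point. The steps were filterByExpr, TMM normalization, a quasi-likelihood fit and test with edgeR's default prior count of 0.125 in the log2 fold changes, and Benjamini-Hochberg adjustment over all genes tested. A call needs an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1.5. Standard errors are the log2 fold change divided by the square root of the test's F. Alternatives used DESeq2 1.42.0, 1 fit over all 5 groups of a time point, no filter on low counts, library size alone in place of TMM, the replicate number as a block, and each library left out in turn. These alternatives, the comparisons and the rule for naming genes were set before the data were examined. Chosen after seeing the data were counts divided by 4 to the scale of read pairs, and the subtraction of counts spread evenly over genes. The latter took the 5th percentile of each library's counts per kb at first. The intercept of a robust fit was chosen after the gene counts of that version had been seen, and both are reported. The intercept is measured against 1 reference library per time point, at 48 h PFOA replicate 1, so it can also take up effects of treatment.

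Genes named are those that the paper names and, for each PFCA comparison, the 3 called genes with the largest change among those with a mean count of at least 50 and no overlap between the groups. *ssrA* and *yfjH* were singled out after their values were seen. The 17 gene lists were taken from the paper, which chose them on these samples, so a list that changes here is not independent evidence. Differences of list effects between 6 h and 48 h were tested by a two-sided permutation test of 400 relabellings, shuffled separately at each time. Its smallest possible p is 0.005. It takes both times as independent, which repeated samples of the same flasks are not, and its null is no effect at either time. Principal components used DESeq2's variance-stabilized values of the 500 most variable genes. Intervals and detection limits cover counting error only. A gene with no more than 12 counts in every treated library is given as a lower bound. That is 3 read pairs in a gene that holds both reads in full, and more in *ryhB* and *gadF*, which are shorter than 1 read. The libraries hold 4.27 to 6.93 M read pairs on genes. The chi-square of the counts of 2 replicates, per gene, was at least 39.3, so no 2 replicates are copies of 1 library, and the spread between replicates set the precision more than the depth did.

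On simulated data, edgeR recovered 198 of 200 changed genes with 1 false call among 4364 genes tested, and called 0 of 4363 genes where none was changed (0 at an adjusted p under 0.05). Those replicates were simulated alike, which the real groups are not. The planted changes all lay past the threshold, in genes above a minimum mean count. Their spread was that of the PFDoA comparison at 6 h, where Pearson's r between PFDoA replicates was 0.982 to 0.989 across genes. Recovery of smaller changes or at a wider spread was not simulated. SI Fig. 1 of the paper shows the 5 flasks of a replicate number inoculated from 1 colony's overnight culture, so the numbers pair the libraries by design. Correlations between the deviations of same-numbered libraries from their group means, over each 2 of the 5 groups, exceeded 0.1 in 18, 10 and 13 of 30 pairs at 6, 24 and 48 h. The paper's own test has no such block, which is therefore an alternative here. Growth was not analysed here. Its optical densities are in the paper's SI Table 1, and the deposited processed data hold counts only. Groups of 3 libraries are too small for the search for single outlying values.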

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

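The value below was examined closely because the paper left the DoA libraries at 48 h out of its analysis, and the deposited counts of replicate 3 of that group hold a signal above that of the untreated control. The test of even reads on this library was chosen only after the result was seen. Counts spread evenly over genes made up 53.6% of DoA replicate 3 at 48 h, 0.977% of replicate 1 and 1.05% of replicate 2. In the untreated control at 48 h they made up 3.66% to 10.9%. The counts per kb that replicate 3 held over the PFOA libraries of 48 h were 132 in abundance decile 2 and 136 in decile 7, while the abundance of these deciles differed 4.64-fold. Genes within 1000 kb of the replication origin gained 1.25 times as much as genes beyond 1500 kb (95% bootstrap interval 1.06 to 1.44). Expression itself has such a ratio of 1.07 in these genes, and the former over the latter was 1.17 (interval 0.972 to 1.35), so the position of the genes does not tell DNA from RNA here. Reads from genomic DNA remain open as a source, as does any other source of even reads, and no test separated them. No biological explanation was tested, since replicates 1 and 2 of the same condition lack the signal. Without replicate 3, 685 genes were called for DoA at 48 h by edgeR, against 0 with it (8 at an unadjusted p under 0.05).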

How the results depend on the processing

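Counts divided by 4 and both versions of the subtraction of evenly spread counts were chosen after seeing the data, and the tests made with them were chosen only after the result was seen. Fits that left out 1 library or 1 replicate number are counted apart. Under each other alternative set before the data were examined, 25 of 83 results other than single genes stayed within their limits. The limits were 1.5 times for a count, 1 SD for a value, and the direction and side of the threshold for a test. Some of the 25 passed their limits when 1 library was left out. Examples are the genes called for DoA at 48 h (0 to 685) and *feoABC* with OA at 24 h (0 to 3). The cause of a change under a setting was not tested. Any of the 83 results that is not named under a setting stayed within its limits there. Numbers of list members in other comparisons are given with the library that moved them beside their results.

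In 1 fit over all 5 groups, genes called were 5 for PFOA at 6 h, 1 for PFDoA at 6 h, 492 for DoA at 6 h, 0 for PFOA at 24 h, PFOA at 48 h, PFDoA at 48 h and OA at 48 h, 11 for PFDoA at 24 h and 8 for DoA at 24 h. Of the gene lists, the members with an adjusted p under 0.05 were 3 for formate regulon (PFOA 6 h), 0 for sulfate assimilation and cysteine biosynthesis (PFDoA 6 h), *feoABC* (PFOA 24 h), *feoABC* (PFOA 48 h), *feoABC* (PFDoA 24 h), *feoABC* (PFDoA 48 h), *trp* operon (PFOA 24 h), *trp* operon (PFDoA 6 h), threonine and isoleucine synthesis (PFOA 24 h), threonine and isoleucine synthesis (PFDoA 24 h), *gad* and small regulatory RNA group (PFOA 24 h), *gad* and small regulatory RNA group (PFDoA 24 h), central metabolism (PFOA 48 h), ribosomal proteins (PFOA 48 h), ribosomal proteins (PFDoA 48 h), chaperone network (PFOA 48 h), chaperone network (PFOA 6 h), chaperone network (PFDoA 48 h), ATPases and Sec translocase (PFOA 48 h), RNA polymerase and sigma factors (PFOA 48 h), *psp* operon (PFOA 48 h), lipopolysaccharide synthesis and transport (PFOA 48 h), flagellar assembly and chemotaxis (PFOA 48 h), AI-2 signaling (PFOA 48 h), enterobactin cluster (PFOA 48 h) and cytochrome bo3 (PFOA 24 h), 5 for *trp* operon (DoA 6 h) and 16 for flagellar assembly and chemotaxis (DoA 6 h). Shared genes were 0 for PFOA and PFDoA at 6 h, PFOA and PFDoA at 24 h, PFOA and PFDoA at 48 h, PFOA and OA at 6 h, PFOA and OA at 24 h and PFOA and OA at 48 h and 1 for PFDoA and DoA at 6 h. Genes called at several times were 0 for all 3 time points of PFOA, more than 1 time point of PFOA and more than 1 time point of PFDoA. Of 197 gene values, 153 lost an adjusted p under 0.05, 3 gained it and 0 changed direction. This fit estimates 1 spread per gene over all groups, and at 48 h they include DoA replicate 3 with 53.6% evenly spread counts.

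With DESeq2, genes called were 385 for DoA at 6 h, 90 for OA at 24 h, 43 for DoA at 24 h and 36 for OA at 48 h. In the gene lists, members with an adjusted p under 0.05 were 6 for *trp* operon (DoA 6 h) and RNA polymerase and sigma factors (OA 48 h), 4 for *psp* operon (OA 48 h) and 13 for flagellar assembly and chemotaxis (DoA 6 h). Shared genes were 32 for PFOA and OA at 24 h, 35 for PFOA and OA at 48 h, 19 for PFDoA and DoA at 6 h and 13 for PFDoA and DoA at 24 h. Genes called at several times were 3 for all 3 time points of PFOA. Of 195 gene values, 1 lost an adjusted p under 0.05, 22 gained it and 0 changed direction. With library size alone, genes called were 10 for OA at 48 h. List members with an adjusted p under 0.05 were 4 for *psp* operon (OA 48 h). Shared genes were 9 for PFOA and OA at 48 h. Genes called at several times were 0 for all 3 time points of PFOA. Differences of list effects between 6 h and 48 h of PFOA turned to -0.64 for threonine and isoleucine synthesis, -0.46 for *gad* and small regulatory RNA group, -0.47 for ATPases and Sec translocase and -0.49 for cytochrome bo3. Log2 fold changes turned to 0.29 for *focA* (DoA 6 h), -0.38 for *secG* (PFOA 48 h) and 0.22 for *focA* (PFOA 6 h). Of 197 gene values, 19 lost an adjusted p under 0.05, 5 gained it and 3 changed direction.

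With the replicate number as a block, genes called were 80 for OA at 48 h. Of the gene lists, the members with an adjusted p under 0.05 were 4 for *psp* operon (OA 48 h). Shared genes were 78 for PFOA and OA at 48 h. Genes called at several times were 0 for all 3 time points of PFOA. Of 197 gene values, 8 lost an adjusted p under 0.05, 4 gained it and 0 changed direction. The block gave 6 of the 7 genes of threonine and isoleucine synthesis and 8 of the 10 *gad* and small RNA genes with PFDoA at 24 h, and 50 ribosomal protein, 9 central metabolism and 6 chaperone genes with PFDoA at 48 h. Genes with an adjusted p under 0.05 at any size of change went from 337 to 75 for PFDoA at 24 h, from 300 to 1440 for PFDoA at 48 h and from 1 to 248 for OA at 48 h. Among the gene values given here, the block changed no other call than those given beside their results. Without a filter on low counts, none of 197 gene values and none of the counts moved past its limits. With all genes, PCA values were 45.9 for PC1 share of variance, 23.4 for PC2 share of variance and 0.562 for distance ratio PFOA to PFDoA over PFOA to untreated control, 24 h. On log2 CPM, PCA values were 58.2 for PC1 share of variance. Without the DoA 48 h libraries, PCA values were 63.4 for PC1 share of variance.

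With counts divided by 4, log2 fold changes turned to -0.0086 for *secG* (PFOA 48 h). Of 192 gene values, 1 lost an adjusted p under 0.05, 0 gained it and 1 changed direction. With the 5th percentile subtracted, genes called were 1 for DoA at 6 h and 0 for OA at 48 h. In the gene lists, members with an adjusted p under 0.05 were 0 for chaperone network (PFDoA 48 h). Shared genes were 0 for PFOA and OA at 48 h and 1 for PFDoA and DoA at 6 h. Genes called at several times were 0 for all 3 time points of PFOA. Differences of list effects between 6 h and 48 h of PFOA turned to -0.21 for ATPases and Sec translocase. Log2 fold changes turned to 0.0066 for *focA* (DoA 6 h) and 0.020 for *focA* (PFOA 6 h). Of 191 gene values, 17 lost an adjusted p under 0.05, 0 gained it and 2 changed direction.

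With the robust background subtracted, genes called were 542 for PFOA at 48 h and 0 for OA at 48 h. List members with an adjusted p under 0.05 were 5 for central metabolism (PFOA 48 h), 0 for chaperone network (PFDoA 48 h), 2 for ATPases and Sec translocase (PFOA 48 h) and *psp* operon (PFOA 48 h), 1 for lipopolysaccharide synthesis and transport (PFOA 48 h) and 11 for flagellar assembly and chemotaxis (PFOA 48 h). Shared genes were 0 for PFOA and OA at 48 h. Differences of list effects between 6 h and 48 h of PFOA turned to 0.074 for sulfate assimilation and cysteine biosynthesis, -0.024 for ATPases and Sec translocase, 0.046 for enterobactin cluster and -0.31 for cytochrome bo3. Log2 fold changes turned to 0.23 for *focA* (DoA 6 h), 0.59 for *cheA* (PFOA 48 h), -0.035 for *fnr* (PFOA 48 h) and *ppsA* (PFOA 48 h), -0.075 for *fur* (PFOA 48 h), 1.46 for *mdtF* (PFOA 48 h), -0.051 for *secB* (PFOA 48 h) and 0.10 for *focA* (PFOA 6 h). Of 191 gene values, 38 lost an adjusted p under 0.05, 0 gained it and 8 changed direction.

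In fits that each left out 1 library, results moved past their limits as follows. Genes called ranged from 37 to 106 for PFOA at 6 h, 0 to 862 for DoA at 6 h, 31 to 143 for PFOA at 24 h, 14 to 107 for OA at 24 h, 0 to 99 for DoA at 24 h, 0 to 194 for PFDoA at 48 h, 1 to 483 for OA at 48 h and 0 to 685 for DoA at 48 h. Members of gene lists with an adjusted p under 0.05 ranged from 0 to 3 for *feoABC* (PFOA 24 h), 0 to 3 for *feoABC* (PFDoA 48 h), 0 to 3 for *feoABC* (OA 24 h), 0 to 4 for *trp* operon (DoA 6 h), 3 to 6 for *trp* operon (PFDoA 6 h), 4 to 7 for threonine and isoleucine synthesis (PFOA 24 h), 0 to 47 for ribosomal proteins (PFDoA 48 h), 1 to 5 for chaperone network (PFOA 6 h), 0 to 5 for chaperone network (PFDoA 48 h), 0 to 6 for RNA polymerase and sigma factors (OA 48 h), 0 to 4 for *psp* operon (OA 48 h), 0 to 22 for flagellar assembly and chemotaxis (DoA 6 h) and 0 to 5 for cytochrome bo3 (PFOA 24 h). Shared genes (a replicate number left out of every group) ranged from 2 to 12 for PFOA and PFDoA at 6 h, 17 to 37 for PFOA and PFDoA at 24 h, 0 to 58 for PFOA and PFDoA at 48 h, 0 to 20 for PFOA and OA at 6 h, 6 to 9 for PFOA and OA at 24 h, 1 to 507 for PFOA and OA at 48 h, 0 to 28 for PFDoA and DoA at 6 h and 0 to 37 for PFDoA and DoA at 24 h. Genes called at several times ranged from 0 to 1 for all 3 time points of PFOA, 5 to 27 for more than 1 time point of PFOA and 9 to 17 for more than 1 time point of PFDoA. Differences of list effects ranged from -2.12 to 0.51 for sulfate assimilation and cysteine biosynthesis and -0.18 to 0.12 for enterobactin cluster. Of 1182 gene values in these fits, 173 lost an adjusted p under 0.05, 21 gained it and 5 changed direction. The last are *tsuB* with DoA at 6 h (from -0.33 to 0.69, the lowest without DoA replicate 2), *thrA* with OA at 24 h (from -0.13 to 4.35, the lowest without OA replicate 1), *secG* with PFOA at 48 h (from -0.11 to 0.28, the lowest without untreated control replicate 1) and *focA* with PFOA at 6 h (from -0.23 to 0.11, the highest without PFOA replicate 2 and 0.026 without PFOA replicate 3).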

Differences from the paper's values

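Of 158 values in the paper's supplementary tables that were also computed here, 0 differed by the limits used. Of 9 values in the text and 13 read from figures, 4 each differed. In each of those 8 cases the value found with DESeq2, an alternative set before the data were examined, falls within the paper's. Unless another is named, the other alternatives set before the data were examined did not.

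For DoA, the paper shows about 390 differentially expressed genes at 6 h (Fig. 4, read by eye), and 0 were called here by edgeR (914 at an unadjusted p under 0.05). DESeq2 gave 385, and 1 fit over all 5 groups gave 492, which also falls within the limits. At 24 h it shows about 43 (Fig. 4, read by eye), against 0 here (710 at an unadjusted p under 0.05) and 43 with DESeq2. For OA, it shows about 90 at 24 h (Fig. 4, read by eye), against 48 here, 90 with DESeq2 and 107 without OA replicate 1. At 48 h it shows about 36 (Fig. 4, read by eye), against 1 here and 36 with DESeq2.

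Between treatments, the paper gives 19 shared genes for PFDoA and DoA at 6 h, against 0 here, 19 with DESeq2 and 28 without replicate 3 in every group, which also falls within the limits. At 24 h it gives 13, against 0 here and 13 with DESeq2. For PFOA and OA it gives 32 at 24 h, against 20 here, 32 with DESeq2 and 22 with the robust background subtracted, which falls within the limits and was chosen after seeing the values. At 48 h it gives 35, against 1 here and 35 with DESeq2.

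The following disagree with a gene, a number of genes or a direction stated in the paper. The paper counts more genes that respond at all times of PFOA than the 1 (*gatD*) called here, and DESeq2 gave 3 (*gatD*, *glpA* and *yeaR*). It counts fewer genes that respond at several times of PFOA than the 35 called here. DESeq2 gave 26, the replicate block 28, the fits without replicate 1, 2 and 3 in every group 5, 18 and 27, the fit over all 5 groups 0 and the robust background, chosen after seeing the values, 27. For PFDoA at both 6 h and 24 h it counts 1 gene more than the 8 here, and DESeq2 gave 9. Of the genes shared by the PFCAs at 24 h, it reports more in OA and in DoA than the 17 and 0 called here, and DESeq2 gave 24 and 10. With 1 library left out, the highest numbers were 20 for OA (without OA replicate 1) and 48 for DoA (without DoA replicate 3). It reports more ribosomal protein genes past the threshold with PFOA at 48 h than the 39 here, and DESeq2 gave 42. It places *lsrR* and *exbD* among the genes past the threshold with PFOA at 48 h, where their log2 fold changes were 1.46 and 1.41 here, and 1.57 and 1.52 with DESeq2. It reports that genes shared by the PFCAs at 48 h were also raised by OA, where 0 of 27 had an adjusted p under 0.05 here (23 at an unadjusted p under 0.05). With the replicate block 17 of 27 had it, without OA replicate 2 it was 25 of 27, and with DESeq2 19 of 28 did, 10 of these with a log2 fold change of at least 1.4.

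For the NFCAs, the paper reports the *trp* operon as lower with DoA at 6 h, where 0 of 6 genes passed in edgeR (6 at an unadjusted p under 0.05). DESeq2 gave 6, the fit over all 5 groups 5 and the fit without DoA replicate 3 gave 4. It reports flagellar and chemotaxis genes as higher with DoA at 6 h, where 0 of 22 passed (17 at an unadjusted p under 0.05), 13 with DESeq2, 16 in the fit over all 5 groups and 22 without DoA replicate 3. It lists *msyB* and *prpC* as changed by DoA at 6 h, with edgeR adjusted p-values of 0.183 and 0.183 here, 0.00119 and 0.00497 with DESeq2, and also under 0.05 in the fit over all 5 groups and without DoA replicate 3. *ydeO*, listed with DoA at 6 h and 24 h, had 0.183 and 0.175 in edgeR, and passed with DESeq2 (0.0443 and 0.0243), without DoA replicate 3 at 6 h and without untreated control replicate 1 at 24 h. *prpC* at 24 h had 0.211 in edgeR, and passed with DESeq2 (0.0122) and without DoA replicate 3. With OA at 48 h, the paper reports sigma factor and RNA polymerase genes and the *psp* operon as higher, where 0 of 10 and 0 of 4 passed (8 and 4 at an unadjusted p under 0.05). DESeq2 and the fit without OA replicate 2 each gave 6 and 4, and library size alone and the replicate block gave 4 *psp* genes.

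At the level of single genes, the paper lists *pykF* as higher with PFOA at 48 h, which was 0.82 (edgeR adjusted p = 0.0931) here and passed with DESeq2 (0.00522) and without untreated control replicate 1. It lists *tnaB* as lower at 24 h, which was -1.61 (edgeR adjusted p = 0.0705) with PFOA and -0.89 (edgeR adjusted p = 0.266) with PFDoA, and passed for PFOA with DESeq2 (0.00410), with library size alone (0.0456) and without untreated control replicate 1 (0.0119). *gadY*, lower with both PFCAs in the paper, was -1.0 (edgeR adjusted p = 0.0732) with PFOA and passed with DESeq2 (0.0194) and without PFOA replicate 3 (0.0447). *htpG*, lower with PFOA at 6 h in the paper, was -0.81 (edgeR adjusted p = 0.111) and passed with DESeq2 (0.0180) and without PFOA replicate 2 (0.0380). *glpA*, which the paper counts among the genes that respond at all times of PFOA, was -1.56 (edgeR adjusted p = 0.0877) at 24 h and passed with DESeq2 (0.00792) and without untreated control replicate 1 (0.0119). *secG*, listed with the Sec genes that rose, was 0.031 (edgeR adjusted p = 0.937). *malK*, listed with the ATPases that rose, was -2.95 (edgeR adjusted p = 6.76e-07) at 48 h, and *fliA*, listed with the sigma factors that rose, was -1.76 (edgeR adjusted p = 9.97e-05). In no setting run here did *secG* pass or *malK* or *fliA* turn to a rise.

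In its text and methods the paper counts a gene as differentially expressed at an adjusted p under 0.05, whatever its fold change. By that rule the next 2 genes disagree. By the rule in the caption of its Fig. 4, which also needs an absolute log2 fold change of at least 1.5, they do not. It describes *focA* as not differentially expressed with each treatment at 6 h, and here it was -0.60 (edgeR adjusted p = 0.0109) with OA, which did not pass in the fit over all 5 groups or in 3 of the 6 fits without 1 library. It describes *cysB* as not differentially expressed throughout, and here it was 1.05 (edgeR adjusted p = 0.0385) with PFDoA at 48 h, where the adjusted p was 0.0767 with library size alone, 0.604 in the fit over all 5 groups and up to 0.155 with 1 library left out. In one sentence the paper places the *feo* genes among those raised by PFDoA at 6 h and 24 h and lowered by PFOA and OA, where *feoB* was 0.092 (edgeR adjusted p = 0.703) with PFDoA at 6 h, 2.05 (edgeR adjusted p = 0.0172) with PFOA at 24 h and 0.12 (edgeR adjusted p = 0.607) with OA at 6 h. It describes a fall of the formate regulon as particular to PFOA, where 8 of 15 genes were lower with PFDoA (2 with the replicate block, 0 without untreated control replicate 1) and 4 with OA at 6 h (2 without untreated control replicate 3). It describes the *gad* genes and their small RNA genes as lower in stationary phase with PFOA, where at 48 h 5 of the 10 genes were higher and 2 lower.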

Other observations

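The tests of even reads for DoA at 6 h and for PFOA at 48 h, the lists matched on abundance per kb and the classes taken by gene symbol for them were chosen only after the result was seen, and the patterns below are hypotheses found and tested on the same data. With DoA at 6 h, genes of abundance deciles 2 to 7 were higher by a similar number of counts per kb. The increase was 15.6 in abundance decile 2 and 16.6 in decile 7, a ratio of 1.06, while the abundance differed 13.8-fold. By replicate the ratio was 1.16, 0.886 and -6.14, the last on an increase near 0. The increase was not flat over the whole range, with 9.19 in decile 1 and 18.3, 21.1 and 33.7 in deciles 8, 9 and 10. Genes near the replication origin gained 1.18 times as much as distant ones (95% bootstrap interval 1.07 to 1.36). The same ratio of expression was 1.03, and the gain exceeded it by a factor of 1.15 with an interval of 0.936 to 1.48, which includes no excess. Reads spread evenly over the genome, from genomic DNA or another source, stay open as a candidate explanation for part of the genes that DESeq2 called higher, and the position of the genes does not decide it. The median of the flagellar assembly and chemotaxis genes lay at the 99.96th percentile of random lists matched on CPM and at the 99.55th percentile of lists matched on CPM per kb, but these genes were taken from the paper for their change, so neither percentile tests it. All 53 tested genes with a flagellar or chemotaxis symbol (flg, flh, fli, mot, che, *tar*, *tap*, tsr, trg and aer) lay at the 99.9th percentile of lists matched on CPM per kb, and the 31 of them that are not among the 22 at the 85.9th. The median of the 53 minus that of all genes went from 1.43 to 0.55 with the robust background subtracted and to 1.56 with the 5th percentile subtracted, and was 0.86 without DoA replicate 2. Even reads and regulation of these genes by DoA both stay open. Both patterns rest on replicates 1 and 2. Replicate 3 lacks the even increase, and its *tar* was 6.57 CPM against 32.0 and 60.4 in replicates 1 and 2.

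With PFOA at 48 h, genes of low abundance were lower than in the untreated control. The control's excess per kb had a ratio of 0.951 between abundance deciles 7 and 2, where abundance differed 4.64-fold. It was not flat over the whole range, rising from 17.6 in decile 1 to 35.9 in decile 4 and falling below 0 in deciles 9 and 10. For control replicates 1, 2 and 3 the ratio was 0.471, 1.1 and 1.12, so that of replicate 1 departs from an even excess. The origin ratio was 1.17 (95% bootstrap interval 1.05 to 1.34). Expression had a ratio of 1.07, and the excess over it was 1.10 (interval 0.945 to 1.29), so position does not tell even reads from a fall of the transcripts. Even reads in the control libraries may account for part of the genes called lower, which stays open. Reducing every library to the same total left 703 genes called lower against 709. For these calls as a set, that argues against the lower total of the control libraries as the cause. No biological explanation was tested for the low-abundance genes as a whole.

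2 classes of genes were compared with that pattern at 48 h of PFOA. The 22 flagellar assembly and chemotaxis genes lay at percentile 0 of 10000 random lists matched on abundance, and their median minus that of all genes was -1.94 with the robust background subtracted. They were taken from the paper for their change, so neither value tests its cause. Of the 54 tested genes with a flagellar or chemotaxis symbol, whatever their change, 43 were lower and 3 higher with an edgeR adjusted p under 0.05. Matched on CPM per kb, on which even reads act alike, they lay at percentile 0 of as many random lists (-1.74 against -1.17 to -0.56 in 95% of them), and the 32 that are not among the 22 at percentile 1. The median of the 54 minus that of all genes was -1.68, -1.004 with the robust background subtracted, which only just passes the limit of -1 set for the test, and -2.23 with the 5th percentile subtracted. Even reads in the control are therefore argued against as the whole cause of the fall of this class. How much of it remains without them is not settled. With the robust background subtracted, 17 of the class were lower and 2 higher, 11 of the 22 genes lost an adjusted p under 0.05, the effect on the mean log2 CPM of the list at 48 h went from -1.85 to -1.02, and its difference from the effect at 6 h from -2.11 (permutation p = 0.0300, 0.170 when adjusted over the 17 lists) to -0.51 (permutation p = 0.490). With the 5th percentile subtracted, that difference was -2.85 (permutation p = 0.0450). Regulation of these genes by PFOA stays open as a hypothesis. The ribosomal protein genes had a median of 1.30 with the robust background subtracted and 1.56 with the 5th percentile, and lay at percentile 100 of lists matched on CPM per kb, so even reads are argued against as the whole cause of their rise too. The difference of their effect at 48 h from that at 6 h was 1.46 (permutation p = 0.110), and 0.76 (permutation p = 0.300) with the robust background subtracted.

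At 24 h, the NFCA replicates did not respond alike in *thrA* and *trpE*. *thrA* was 5679.5, 122 and 124 CPM in OA replicates 1, 2 and 3 and 2789.7, 7710.3 and 112 in those of DoA, and *trpE* was 133, 133 and 324 and 67.0, 50.9 and 6679. Even reads are excluded as the cause, because the rise of *thrA* per kb was 1099.6 times the floor per kb in OA replicate 1 and at least 432 times it in DoA replicates 1 and 2. Whether DoA replicate 3 might be a mislabelled untreated control library cannot be told apart from a culture that did not respond. Its lowest distance to a control library was 0.886 times the highest between control libraries, but its highest distance to one (0.528) was above that (0.443). To DoA replicates 1 and 2 its lowest distance was 0.651. The labels were used as deposited.

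The chaperone genes fell with PFOA at 6 h and rose at 48 h. The difference between the 2 effects was 3.06. It was 2.51 with the robust background subtracted and 2.91 with the earlier version of the subtraction. In the permutation test each of these differences had p = 0.00500, the smallest that 400 relabellings can give. That test takes samples of the same flasks at both times as independent. None passed adjustment over the 17 lists (0.0850 each). The effect at 48 h was 1.80, and 1.36 with the robust background subtracted. The effect at 6 h, -1.27, does not involve the control libraries of 48 h. For these 6 genes, even reads in the control at 48 h are therefore argued against as the whole cause. The genes were taken from the paper for their change, and how much of the rise comes from even reads stays open. The difference of 3.06 stayed between 2.69 and 3.48 without any 1 replicate number. A response to PFOA that changes with growth phase stays open and was not tested apart from time in culture.

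The 6 libraries of each comparison were also split in the 9 other ways into 3 and 3, which makes 10 splits with the real one, so that no share under 0.1 can be reached. For PFOA, PFDoA and OA at 6, 24 and 48 h, 1 of the 10 splits gave as many called genes as the real split, the real split itself. The replicate numbers pair the libraries, and 4 of the 10 splits, the real one included, part all 3 pairs. The 3 others of these 4 gave 0 genes in each of the 12 comparisons. The remaining 6 splits keep 2 of the pairs together within a group, and their highest count was 9 genes for PFOA at 24 h, 1 for PFOA at 48 h, 1 for DoA at 24 h and 0 for the other 9 comparisons. For DoA at 6, 24 and 48 h the real split gave 0 genes, so all 10 of the 10 splits gave as many.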
